# Circular RNA PTPN4 Contributes to Blood‐Brain Barrier Disruption during Early Epileptogenesis

**DOI:** 10.1002/advs.202502250

**Published:** 2025-12-14

**Authors:** Jiurong Yang, Yang Hu, Feiyu Wang, Xintao Peng, Honggang Qi, Yuanyuan Yao, Canyu Zhang, Lijie Zhou, Xuemei Liang, Kang Xu, Cong Zhang, Aifeng Zhang, Chen Chen, Yu Zeng, Chenchen Zhang, Guangming Gan, Xinjian Zhu

**Keywords:** blood‐brain barrier, circPTPN4, endothelin converting enzyme‐1, epilepsy, miR‐145

## Abstract

Circular RNAs (circRNAs) are crucial regulators of gene expression, exhibiting dynamic expression patterns during both normal brain development and diverse pathological states. This study reports the elevated expression of CircPTPN4 in the brain tissue and plasma during early epileptogenesis in a murine temporal lobe epilepsy model. Overexpression of CircPTPN4 disrupts the tight junctions of brain microvascular endothelial cells (BMECs), compromising blood‐brain barrier (BBB) integrity. Mechanistically, CircPTPN4 functions as a competitive endogenous RNA by sequestering miR‐145a‐5p, thereby upregulating endothelin‐converting enzyme‐1 (ECE‐1). Subsequent ECE‐1‐mediated endothelin‐1 (ET‐1) production activates the p38/MAPK pathway, downregulating tight junction protein expression. Knockdown of CircPTPN4 attenuated tight junction disruption and BBB impairment during acute epileptogenesis while reducing spontaneous seizure frequency in chronic epilepsy. These findings establish the CircPTPN4/miR‐145a‐5p/ECE‐1 axis as both a diagnostic biomarker and therapeutic target for BBB preservation in early‐stage epilepsy.

## 1 Introduction

Epilepsy is a chronic neurological disorder characterized by the sudden, abnormal neuronal hyperexcitability that disrupts normal brain function. The condition manifests through diverse clinical presentations, including motor disturbances, sensory abnormalities, altered consciousness, and psychiatric comorbidities, collectively imposing substantial burdens on patient health and quality of life. A growing body of evidence indicates that epileptic seizure induces neuropathological changes, which involve complex structural and functional alterations of neurons, glial cells, and cerebral microvessels.^[^ ^1^, ^2^, ^3^, ^4^ ^]^ The BBB‐ a specialized neurovascular unit comprising microvascular endothelial cells, basement membrane, astrocyte end‐feet, and pericytes‐ plays a crucial role in maintaining cerebral homeostasis.^[^ ^5^, ^6^, ^7^ ^]^ Endothelial tight junctions (TJs) are critical for BBB integrity,^[^ ^6^, ^7^ ^]^ mediating essential neurovascular interactions that preserve the brain's microenvironmental stability.^[^ ^8^, ^9^, ^10^ ^]^ Both animal and clinical studies have demonstrated epilepsy‐associated ultrastructural BBB abnormalities, including TJ disruption and increased vascular permeability.^[^ ^11^, ^12^, ^13^, ^14^ ^]^ Emerging evidence indicates that BBB dysfunction may not merely represent a consequence of epileptic seizures, but rather actively contributes to both epileptogenesis and disease progression.^[^ ^15^, ^16^ ^]^ However, the precise molecular mechanisms underlying seizure‐induced BBB impairment remain incompletely understood. Elucidating these pathophysiological processes represents a crucial research priority with important therapeutic implications for epilepsy management.

CircRNAs are a recently discovered class of endogenous non‐coding RNAs that form covalently closed loops through back‐splicing mechanisms. This unique circular conformation confers exceptional stability and resistance to exonuclease degradation compared to linear RNAs.^[^ ^17^, ^18^, ^19^ ^]^ Advances in bioinformatics and high‐throughput sequencing technologies^[^ ^20^ ^]^ have enabled the identification of numerous endogenous circRNAs in eukaryotic cells, many of which exhibit tissue‐specific and spatiotemporally regulated expression patterns indicative of their gene regulatory functions.^[^ ^21^, ^22^ ^]^ Notably, circRNAs are particularly abundant in mammalian brain tissues, displaying remarkable diversity across different neural regions.^[^ ^23^, ^24^, ^25^ ^]^ Their expression undergoes dynamic modulation during both brain development and pathological states,^[^ ^26^, ^27^ ^]^ suggesting critical roles in the central nervous system (CNS) physiology and disease. Emerging evidence implicates circRNAs in maintaining normal brain function and potentially regulating the pathogenesis of neurological disorders. The involvement of circRNAs in CNS pathologies has become a major research focus, with demonstrated roles in stroke, Alzheimer's disease, and Parkinson's disease.^[^ ^28^, ^29^ ^]^ While recent studies have identified epilepsy‐associated circRNA expression alterations,^[^ ^30^, ^31^, ^32^ ^]^ their precise contributions to epileptogenesis and seizure‐related brain injury remain poorly understood. Particularly, their involvement in post‐epileptic BBB dysfunction has not been explored. Elucidating the mechanisms by which circRNAs mediate BBB injury following seizures could yield crucial insights into epilepsy pathogenesis and reveal novel diagnostic biomarkers and therapeutic targets for seizure‐induced neurological damage.

## 2 Results

### 2.1 BBB Integrity was Disrupted during Early Epileptogenesis

Evans Blue (EB) is an azo dye that binds strongly to plasma albumin and can cross the BBB when there is vascular injury, as seen in various brain disorders. To assess EB leakage in the brain parenchyma of epileptic mice, we first performed cardiac perfusion to remove intravascular EB and to examine EB extravasation into the parenchyma. Our results revealed prominent EB staining in the cortical parenchyma 24 h after Status Epilepticus (SE‐24 h) in the pilocarpine‐induced temporal lobe epilepsy model, indicating BBB leakage in these brain regions. By day 7 post‐SE (SE‐7 day), EB staining intensity was reduced, suggesting recovery of BBB integrity (**Figure** **1**A). Quantification of EB content at different time points showed peak EB extravasation in the cortex at 24 and 48 h after SE, followed by a progressive decline at 7 and 14 days post‐SE (Figure 1B). To further investigate BBB disruption during epileptogenesis, we performed T2‐weighted MRI scans and revealed an increase in T2‐weighted signal of edema at 24 h post‐SE, with a subsequent decrease at 7 days post‐SE, correlating with BBB recovery (Figure 1C). To further assess BBB integrity, EB autofluorescence was examined in both the vasculature and the parenchyma. In Control mice prior to perfusion, EB fluorescence was primarily localized to the vasculature. In contrast, epileptic mice at 24 h post‐SE exhibited EB extravasation into the cortical parenchyma. By 7 days post‐SE, parenchymal EB fluorescence had diminished, although total EB fluorescence intensity remained comparable across groups before perfusion (Figure 1D upper panel; Figure 1E). Following perfusion, EB was largely cleared from the vasculature, while parenchymal fluorescence intensity was remarkably increased at 24 h post‐SE but reduced by 7 days post‐SE (Figure 1D bottom panel; Figure 1F,G). To further evaluate BBB permeability, immunofluorescence staining was performed for endogenous albumin and IgG. Increased extravasation of both albumin (**Figure** **2**A–C) and IgG (Figure 2D–F) was observed in epileptic mice, indicating compromised BBB integrity. We next quantified BBB permeability by intravenously administration of exogenous FITC‐Dextran (40 kDa) conjugates. Prior to perfusion, dextran was restricted to the vasculature in Control mice, whereas obvious parenchymal leakage (evident as extravascular green fluorescence) was detected in SE‐24 h mice (Figure 2G–I). Post perfusion, SE‐24 h mice exhibited pronounced dextran accumulation in the parenchyma compared to Control mice (Figure 2J–L). To examine BBB permeability to small molecules, Sulfo‐NHS‐biotin (557 g mole^−1^) was injected, followed by staining for covalent biotin adducts. As a membrane‐impermeable tracer, Sulfo‐NHS‐biotin binds to surface‐exposed proteins and primary amines.^[^ ^33^ ^]^ In Control mice, Sulfo‐NHS‐biotin was strictly confined to the vasculature, whereas SE‐24 h mice displayed extensive parenchymal extravasation (Figure 2M–O).

**Figure 1:**
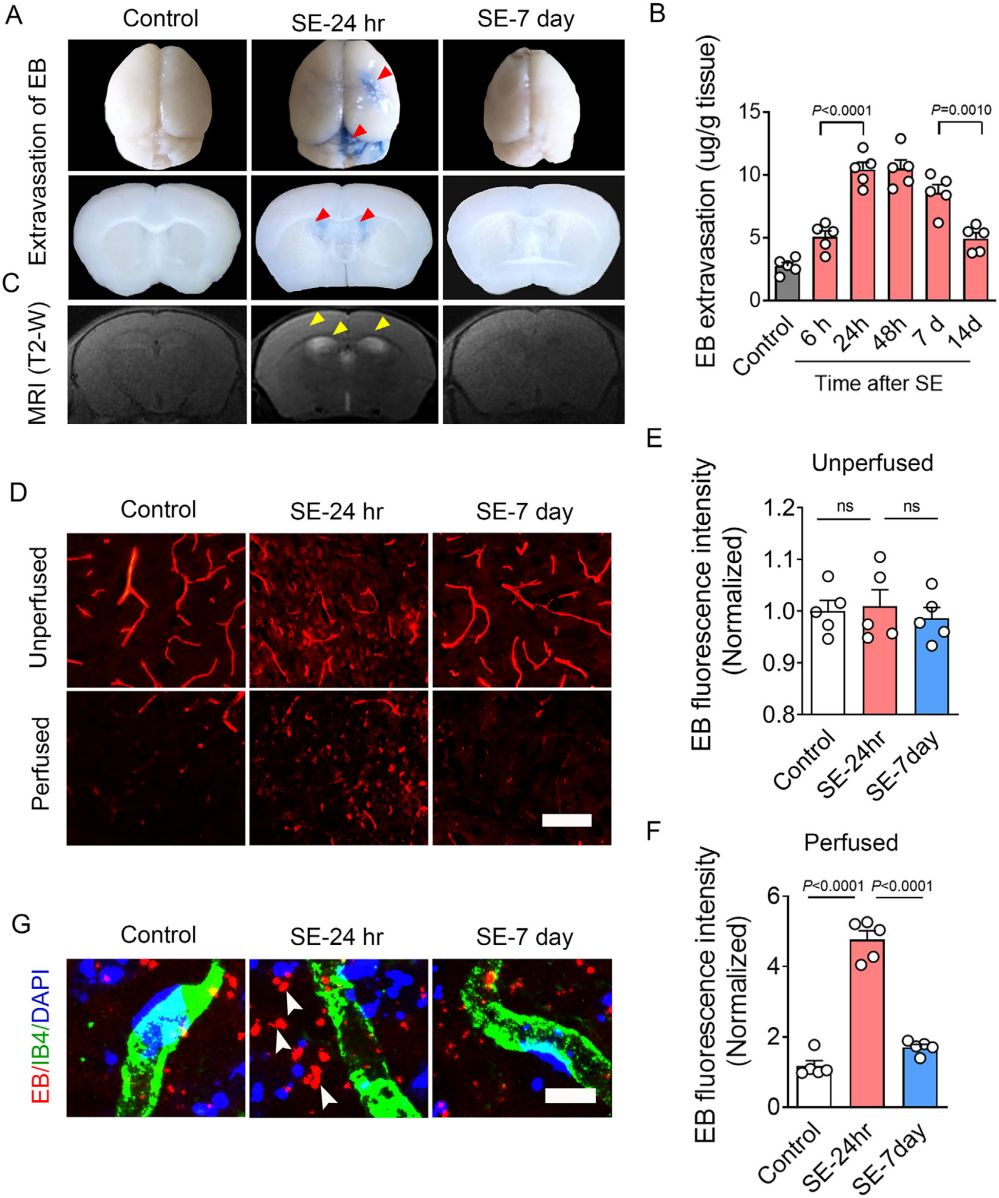
BBB integrity was compromised during early epileptogenesis. A) Representative images of the whole brain and coronal sections showing evans blue (EB) extravasation into the brain parenchyma in Control, 24‐h, and 7‐day post‐status epilepticus (SE) mice (Red arrowheads indicate EB extravasation sites). B) EB extravasation was quantified in brain parenchyma at 6 h, 24 h, 48 h, 7 days, and 14 days post‐SE (*n =* 5; *p <* 0.0001, SE‐24 h versus SE‐6 h; *p =* 0.001, SE‐14 day versus SE‐7 day). C) In vivo T2‐weighted MRI images showing region‐dependent cerebral edema of 24 h post‐SE mice (Yellow arrowheads indicate regions of severe edema). D) Representative images of EB autofluorescence in the cortical region of Control, 24‐h, and 7‐day post‐SE mice, before and after perfusion. E) Bar graph showing the quantification of EB fluorescence intensity at 24 h and 7 days post‐SE of unperfused mice (*n =* 5; ns, SE‐24 h versus Control; ns, SE‐7 day versus SE‐24 h). F) Bar graph showing the quantification of EB fluorescence intensity at 24 h and 7 days post‐SE of perfused mice (*n =* 5; *p <* 0.0001, SE‐24 h versus Control; *p <* 0.0001, SE‐7 day versus SE‐24 h). G) Representative images of EB/IB4 co‐immunostaining in the cortex of Control, 24‐h, and 7‐day post‐SE mice after perfusion (White arrowheads indicate severe EB infiltration in the extravascular region of the cortex at 24 h post‐SE). Values are expressed as the mean ± S.E.M. Statistical analyses were performed using one‐way ANOVA followed by Tukey's post hoc test. Scale bar = 25 µm in (D) and 10 µm in (G).

**Figure 2:**
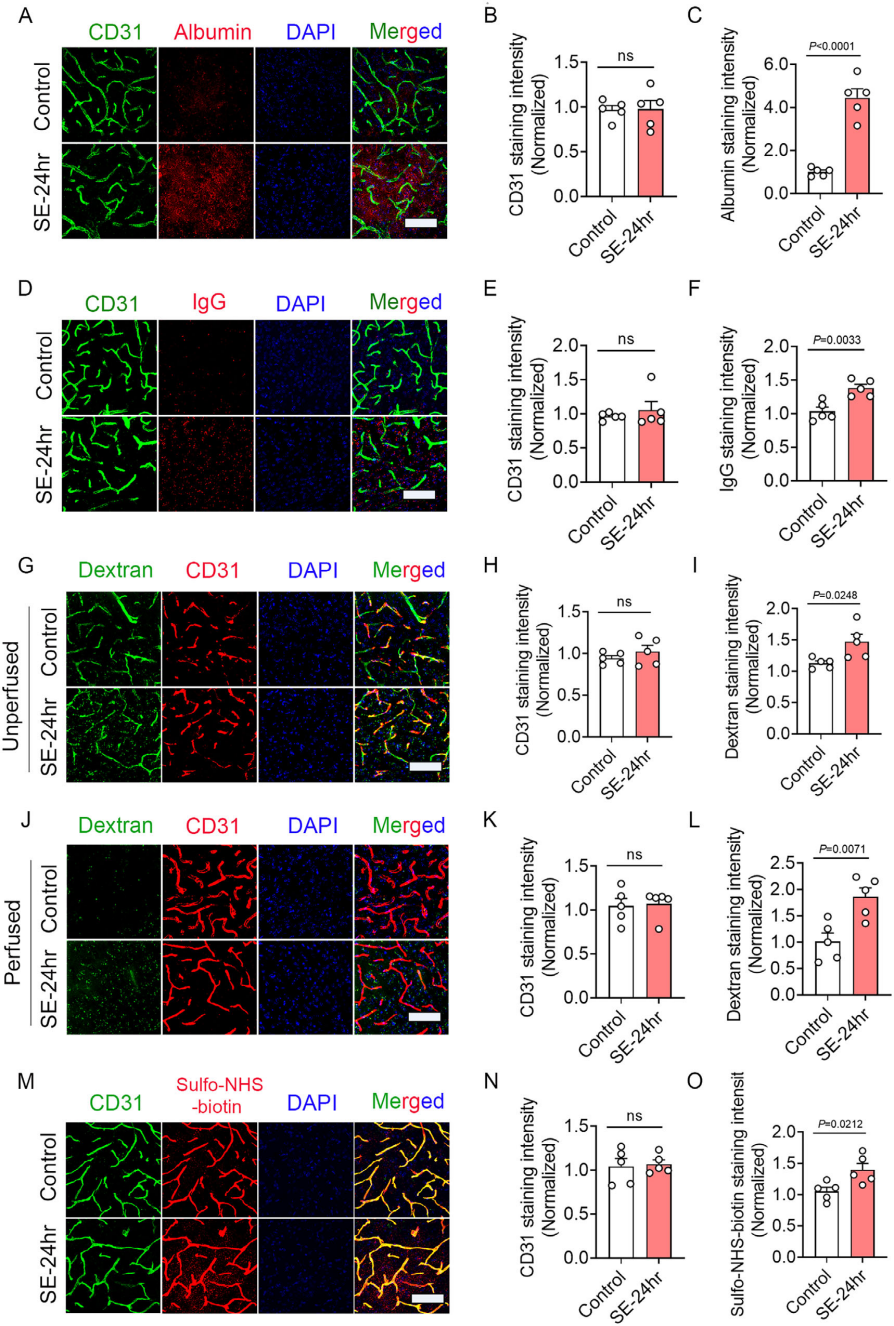
Increased BBB permeability to endogenous proteins and exogenous tracers in the cortical region of SE‐24 h mice. A) Representative images of CD31/Albumin co‐immunostaining in the cortex of Control and SE‐24 h mice. B, C) Bar graph quantifying the mean fluorescence intensity of CD31 (*n =* 5; ns; SE‐24 h versus Control) and albumin (*n =* 5, *p <* 0.0001, SE‐24 h versus Control). D) Representative images of CD31/IgG co‐immunostaining in the cortex of Control and SE‐24 h mice. E, F) Bar graph quantifying the mean fluorescence intensity of CD31 (*n =* 5, ns, SE‐24 h versus Control) and IgG (*n =* 5, *p =* 0.0033, SE‐24 h versus Control). G) Representative images of CD31/Dextran co‐immunostaining in the cortex of Control and SE‐24 h unperfused mice. H, I) Bar graph quantifying the mean fluorescence intensity of CD31 (*n =* 5, ns, SE‐24 h versus Control) and Dextran (*n =* 5, *p =* 0.0248, SE‐24 h versus Control). J) Representative images of CD31/Dextran co‐immunostaining in the cortex of Control and SE‐24 h perfused mice. K, L) Bar graph quantifying the mean fluorescence intensity of CD31 (*n =* 5; ns; SE‐24 h versus Control) and Dextran (*n =* 5, *p =* 0.0071, SE‐24 h versus Control). M) Representative images of CD31/Sulfo‐NHS‐Biotin co‐immunostaining in the cortex of Control and SE‐24 h perfused mice. N, O) Bar graph quantifying the mean fluorescence intensity of CD31 (*n =* 5, ns, SE‐24 h versus Control) and Sulfo‐NHS‐Biotin (*n =* 5, *p =* 0.0212, SE‐24 h versus Control). Data are presented as means ± S.E.M. Statistical analyses were performed using unpaired two‐tailed Student's *t*‐test. Scale bar = 50 µm.

The BBB is principally composed of cerebral microvascular endothelial cells interconnected by tight junction proteins (TJPs), including Occludin, claudin‐5, and ZO‐1, which are essential for maintaining BBB integrity. Quantitative real ‐ time PCR analyses revealed a dramatic reduction in the mRNA expression of these TJPs in the cortex at 24 and 48 h post‐SE, followed by a gradual recovery at 7 and 14 days post‐SE (**Figure** **3**A–C). Consistent with these findings, quantitative real‐time PCR analyses demonstrated similar temporal patterns for ZO‐1 and Claudin‐5 expression (Figure S1A–F, Supporting Information). To further evaluate tight junction integrity, immunofluorescence staining of Occludin was performed. Our results showed that Occludin staining intensity was remarkably reduced at 24 h post‐SE across the cortex, hippocampus, and striatum, with partial recovery by 7 days post‐SE (Figure S2A–E, Supporting Information). Ultrastructural analyses via transmission electron microscopy (TEM) corroborated these observations. At 24 h post SE, tight junctions exhibited markedly reduced electron density (Figure 3D upper panel and Figure 3E), accompanied by extensive leakage of horseradish peroxidase (HRP) tracers into endothelial cells (Figure 3G upper panel and Figure 3H), confirming structural and functional impairment of the BBB.

**Figure 3:**
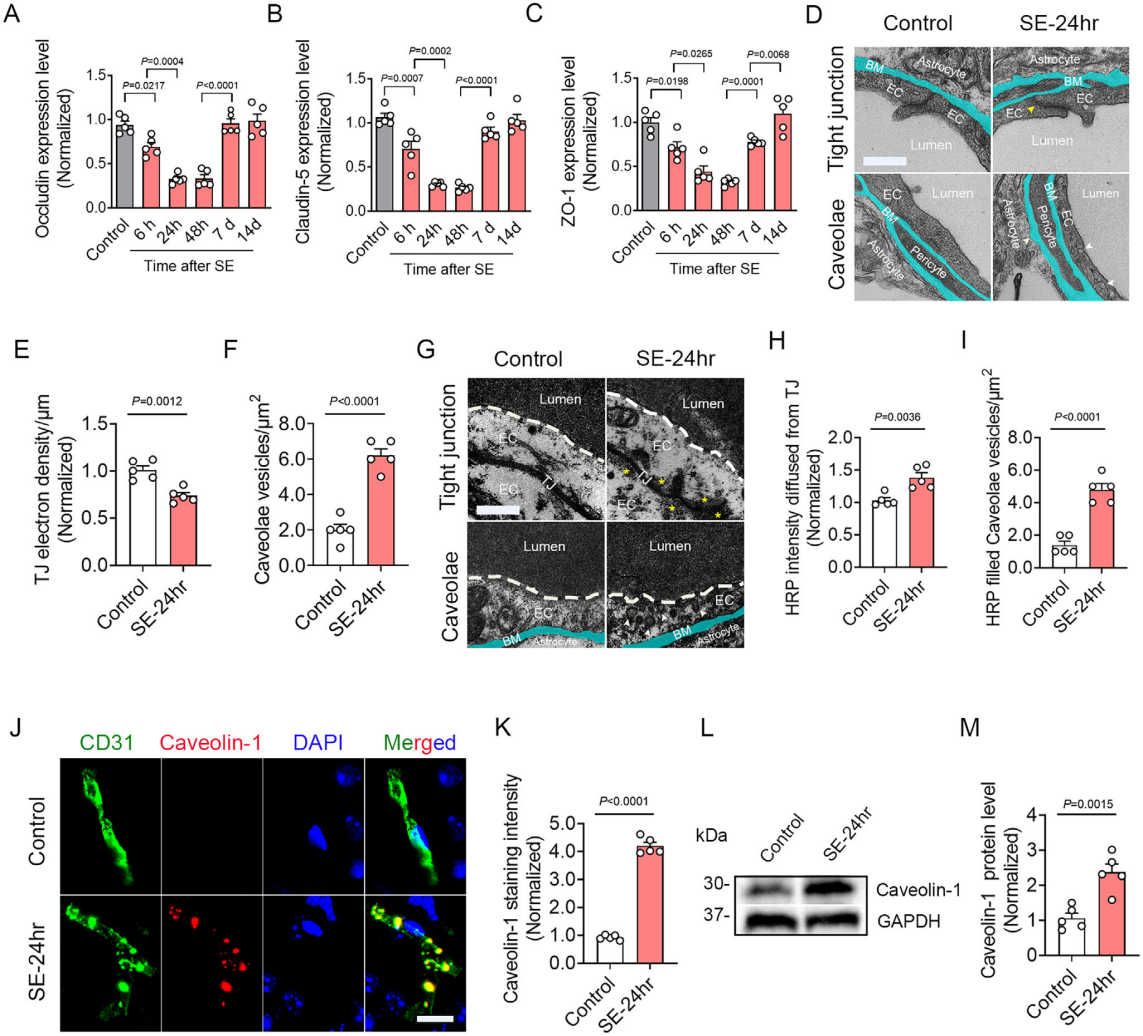
Downregulation of tight junction protein expression and increasement of caveolae formation in SE‐24 h mice. A–C) Quantitative RT‐PCR analyses of the expression of tight junction proteins of Occludin (*n =* 5; *p =* 0.0217, SE‐6 h versus Control; *p =* 0.0004, SE‐24 h versus SE‐6 h; *p <* 0.0001, SE‐7 day versus SE‐48 h), claudin‐5 (*n =* 5; *p =* 0.0007, SE‐6 h versus Control; *p =* 0.0002, SE‐24 h versus SE‐6 h; *p <* 0.0001, SE‐7 day versus SE‐48 h), and ZO‐1 (*n =* 5; *p =* 0.0198, SE‐6 h versus Control; *p =* 0.0265, SE‐24 h versus SE‐6 h; *p =* 0.0001, SE‐7 day versus SE‐48 h; *p =* 0.0068, SE‐14 day versus SE‐7 day) at different time points following SE. D) TEM examination of tight junction and caveolae of perfused mice (Yellow arrowhead indicates tight junction with decreased electron density. White arrowheads indicate caveolae vesicles). E, F) Bar graph quantifying TJ electron density (*n =* 5, *p =* 0.0012, SE‐24 h versus Control) and caveolae vesicles counts (*n =* 5, *p <* 0.0001, SE‐24 h versus Control) of Control and SE‐24 h mice. G) TEM examination of tight junction and caveolae of HRP‐injected mice (Asterisks indicate HRP reaction products diffused into endothelials. White arrowheads indicate HRP‐filled caveolae vesicles). H, I) Bar graph quantifying HRP intensity diffused from TJ (*n =* 5, *p =* 0.0036, SE‐24 h versus Control) and HRP‐filled caveolae vesicles counts (*n =* 5, *p <* 0.0001, SE‐24 h versus Control) of Control and SE‐24 h mice. J) Representative images of CD31/Caveolin‐1 co‐immunostaining in the cortex of Control and SE‐24 h mice. K) Bar graph quantifying the mean fluorescence intensity of Caveolin‐1 (*n =* 5, *p <* 0.0001, SE‐24 h versus Control). L) Western blot analyses showing Caveolin‐1 protein levels in the cortex of Control and SE‐24 h mice. M) Bar graph quantifying Caveolin‐1 protein levels, expressed as the intensity ratio of Caveolin‐1 to GAPDH (*n =* 5, *p =* 0.0015, SE‐24 h versus Control). Data are presented as means ± S.E.M. Statistical analyses were performed using one‐way ANOVA followed by Tukey's post hoc test (A–C) and unpaired two‐tailed Student's *t*‐test (E, F, H, I, K, M). Scale bar = 0.2 µm in (D, G) and 15 µm in (J).

In addition to tight junctions, caveolae‐mediated transcytosis is also essential to BBB permeability. Our TEM results revealed a significant increase in caveolae vesicles in SE‐24 h mice (Figure 3D bottom panel and Figure 3F), many of which contained HRP reaction products (Figure 3G bottom panel and Figure 3I), suggesting elevated transcytotic activity. Furthermore, immunofluorescence and immunoblotting analyses demonstrated upregulated expression of caveolin‐1, the principal cytoskeletal protein of caveolae, in endothelial cells of SE‐24 h mice (Figure 3J–M).

Taken together, these findings suggest that BBB integrity is compromised in the early stages of epileptogenesis.

### 2.2 BMEC Tight Junction was Disrupted under Epileptic Microenvironment

Primary brain microvascular endothelial cells (BMECs) are widely utilized as in vitro models of the BBB. In this study, we established a BMEC‐epileptic neuron co‐culture system to simulate the BMECs in an epileptic microenvironment (**Figure** **4**A). Primary cultured neurons developed extensive dendritic arbors and formed functional synaptic connections, while BMECs formed confluent monolayers by day 6 after seeding (Figure 4B). Epileptiform activity in neurons was induced by maintaining cultures in a magnesium (Mg^2^⁺)‐free extracellular medium. The purity of the neuronal population exceeded 95%, and viability assays confirmed no significant differences between Mg^2^⁺‐free‐treated and Control neurons (data not shown). Whole‐cell patch‐clamp recordings demonstrated a significant increase in the spontaneous action potential frequency in Mg^2^⁺‐free‐treated neurons, confirming successful induction of epileptiform activity (Figure 4C). Neurotransmitter analyses revealed that glutamate release from epileptic neurons began to increase at 6 h ’ post‐treatment, peaking at 24 and 72 h (Figure S3A,B, Supporting Information).

**Figure 4:**
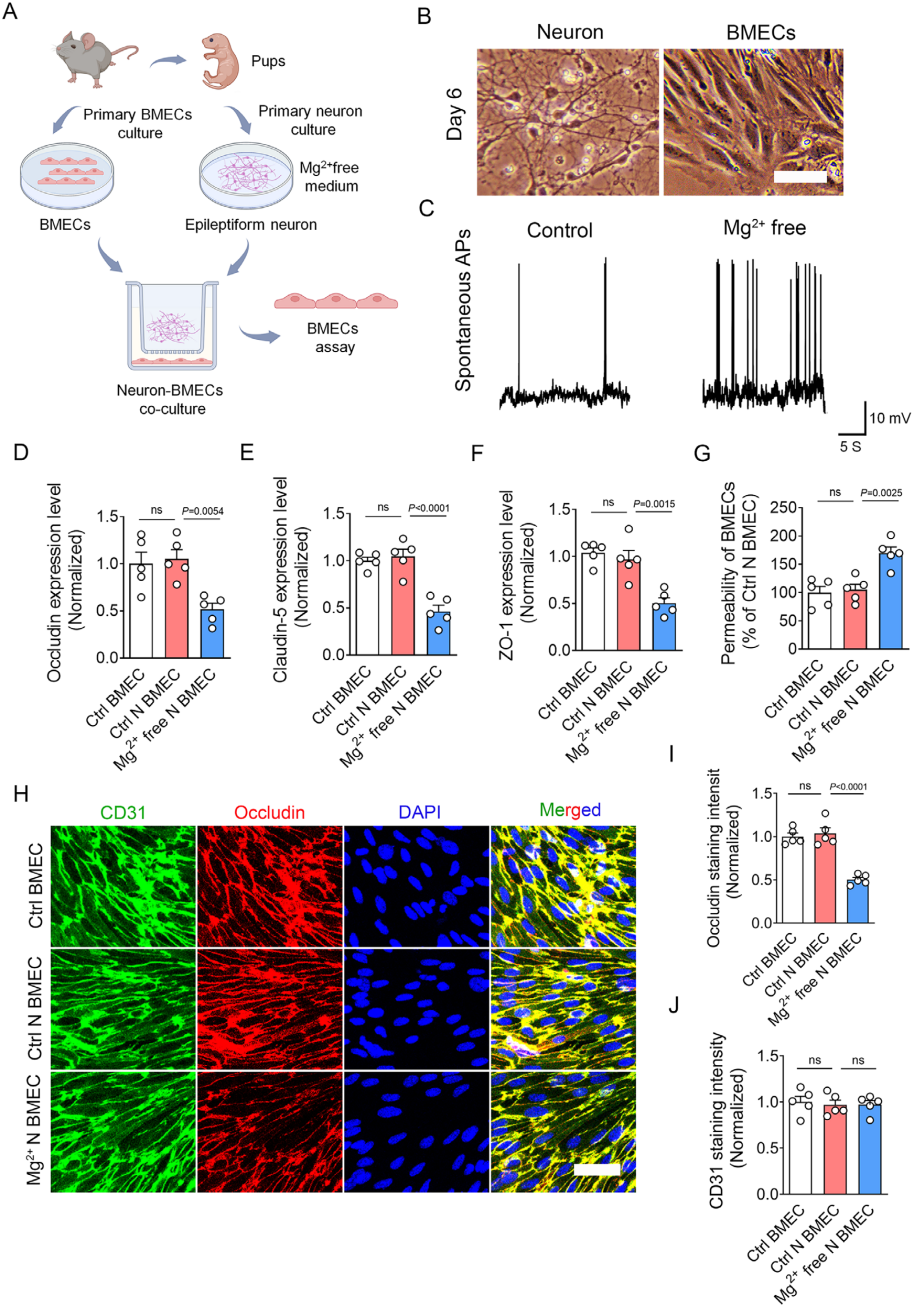
Epileptic microenvironment induces tight junction disruptions in BMECs. A) Schematic diagram illustrating the BMECs‐epileptic neuron co‐culture system, which mimics the BMECs exposed to epileptic microenvironment. BMECs are co‐cultured with primary neurons, which are induced to exhibit epileptic discharges through a magnesium (Mg^2^⁺)‐free medium. These BMECs co‐cultured with epileptic neurons are subject to tight junction integrity assay. B) Bright‐field microscopy images showing the morphology of primary BMECs and neurons at day 6 in vitro. C) Whole‐cell patch‐clamp recordings displaying the spontaneous action potential frequency in Control and Mg^2^⁺‐free medium‐treated neurons. D–F) Quantitative RT‐PCR analyses of tight junctions in Control BMECs (Ctrl BMEC), Control neuron co‐cultured BMECs (Ctrl N BMEC), and Mg^2^⁺‐free treated neuron co‐cultured BMECs (Mg^2^⁺ free N BMEC). Occludin (*n =* 5; ns, Ctrl N BMEC versus Ctrl BMEC; *p* = 0.0054, Mg^2^⁺ free N BMEC versus Ctrl N BMEC), claudin‐5 (*n =* 5; ns, Ctrl N BMEC versus Ctrl BMEC; *p <* 0.0001, Mg^2^⁺ free N BMEC versus Ctrl N BMEC), and ZO‐1 expression (*n =* 5; ns, Ctrl N BMEC versus Ctrl BMEC; *p* = 0.0015, Mg^2^⁺ free N BMEC versus Ctrl N BMEC). G) Permeability analyses using Na‐F assay in Ctrl BMEC, Ctrl N BMEC and Mg^2^^+^‐free N BMEC (*n =* 5; ns, Ctrl N BMEC versus Ctrl BMEC; *p* = 0.0025, Mg^2^⁺ free N BMEC versus Ctrl N BMEC). H) Representative images of CD31/Occludin co‐immunostaining in Ctrl BMEC, Ctrl N BMEC, and Mg^2^⁺ free N BMEC. I,J) Bar graph quantifying the mean fluorescence intensity of Occludin (*n =* 5; ns, Ctrl N BMEC versus Ctrl BMEC; *p <* 0.0001, Mg^2^⁺ free N BMEC versus Ctrl N BMEC) and CD31 (*n =* 5; ns, Ctrl N BMEC versus Ctrl BMEC; ns, Mg^2^⁺ free N BMEC versus Ctrl N BMEC) staining. Data are presented as means ± S.E.M. Statistical analyses were performed using one‐way ANOVA followed by Tukey's post hoc test. Scale bar = 25 µm.

Following co‐culture with Mg^2^⁺‐free‐treated epileptic neurons, BMECs were assessed for tight junction integrity (Figure 4A). Quantitative RT‐PCR analyses demonstrated significant downregulation of Occludin, claudin‐5 and ZO‐1 expression in BMECs co‐cultured with epileptic neurons (Mg^2^⁺ free N BMEC) compared to both BMECs co‐cultured with Control neurons (Ctrl N BMEC) and Control BMECs (Ctrl BMEC) (Figure 4D–F). Sodium fluorescein (Na‐F) permeability assays revealed markedly increased paracellular permeability in Mg^2+^ free N‐BMECs monolayers compared to Controls (Figure 4G). Immunofluorescence analyses confirmed a pronounced reduction in Occludin staining intensity in Mg^2^⁺ free N‐BMEC (Figure 4H,I), while CD31 immunostaining demonstrated comparable endothelial cell density across all groups (Figure 4H,J). To investigate whether glutamate affects BMEC tight junctions, we treated primary BMEC cultures with exogenous glutamate and performed tight junction analyses. Immunofluorescence staining revealed remarkable reduction of Occludin staining intensity in glutamate‐treated BMECs compared to vehicle Controls (Figure S3C,D, Supporting Information). Consistent with these findings, quantitative real‐time PCR analyses showed decreased expression of claudin‐5 and ZO‐1 in glutamate‐treated BMECs (Figure S3E,F, Supporting Information). Na‐F permeability assay confirmed increased BMEC monolayer permeability following glutamate treatment (Figure S3G, Supporting Information).

To further demonstrate that BMEC tight junction disruption in the epileptic microenvironment is glutamate‐dependent, we utilized glutamate pyruvate transaminase (GPT), also known as alanine aminotransferase, to degrade glutamate in the BMECs‐epileptic neuron co‐culture system. Our results showed that GPT treatment attenuated the epileptic neuron‐induced downregulation of tight junction proteins and reduced BMEC permeability (Figure S3H–K, Supporting Information). Taken together, these findings suggest that BMEC tight junction is compromised in an epileptic microenvironment, and that glutamate plays a critical role in mediating this disruption.

### 2.3 CircPTPN4 is Upregulated During Early Epileptogenesis in Temporal Lobe Epilepsy Mice

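The cortex of 3 Control mice and 3 TLE mice was sequenced, with 1 library per mouse. All mice were 6-week-old males; the TLE mice had received pilocarpine and the Control mice saline, and TLE cortex was taken 24 h after Status Epilepticus. Total RNA was depleted of ribosomal RNA before the libraries were made. The authors identified circRNAs with CIRI, a program that finds reads spanning a back-spliced junction, where the end of an exon is joined to the start of an exon upstream of it. They deposited the expression of each circRNA in SRPBM, the spliced-read unit that the paper's methods name, a normalized signal in which the junction reads are divided by the mapped reads of the library. The deposited table lists 11171 circRNAs, each with its position, strand, host gene and SRPBM value in the 6 libraries.

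Within each library, every SRPBM value was, up to rounding, a whole multiple of 1 step, and the smallest value above 0 was 2 steps. One step was taken as the value of 1 junction read. It lay between 8.55 SRPBM (Control 1) and 10.3 SRPBM (TLE 1). The Control libraries then held 41131, 35598 and 41797 junction reads in replicates 1, 2 and 3, and the TLE libraries held 32504, 46653 and 56516. A value of 3 junction reads, between 25.6 and 31.0 SRPBM, was taken as the floor, which covers counting error only. A value of 0 is given as listed, since it also stands for a junction that was read but not kept by the authors' filters.

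TLE and Control libraries were compared with limma on log2(SRPBM + 17.1), where 17.1 is the smallest value above 0 in the 6 libraries. The 4271 circRNAs with a value above 0 in at least 3 libraries entered this comparison. A circRNA was counted as changed at the paper's threshold, a log2 fold change of at least 1.5 in either direction with a p under 0.05; the paper does not say whether its p was adjusted, and the unadjusted p was used here. Log2 fold changes are on the log2(SRPBM + 17.1) scale, which understates the change of circRNAs with few reads. The values are those of the single libraries, and no batch is given for them.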

To identify potential dysregulated circRNAs in epileptic brains, we performed circRNA sequencing analyses on cortical tissue from mice 24 h after Status Epilepticus. Raw RNA sequencing data for both Control and epileptic mice were uploaded to the Gene Expression Omnibus (GEO) database, with accession number GSE273352. Bioinformatics analyses revealed that 86.2% of detected circRNAs were canonical exon‐derived circRNAs generated through back‐splicing (Figure S4A, Supporting Information). These circRNAs were further characterized by their exon composition, with single‐exon circRNAs typically longer than multiple‐exon circRNAs (Figure S4B, Supporting Information). 

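The circRNA ends in the deposited table were placed on the exons of the GENCODE annotation of mouse genome build GRCm38, release M21. Of the 11171 circRNAs listed, 9470 (84.8%; 95% Wilson confidence interval 84.1 to 85.4%) had both ends on annotated exon boundaries of 1 gene and on that gene's strand. A further 1167 circRNAs (10.4%) had only 1 end on an exon boundary, or their ends on boundaries of different genes. In 238 circRNAs (2.13%) the sequence overlapped an exon without an end on a boundary. Another 119 (1.07%) lay within an intron, 101 (0.904%) outside genes and 75 (0.671%) on the strand opposite to a gene. When the ends were allowed to lie within 5 bases of a boundary, the share was 85.2%. Among the 4271 circRNAs with a value above 0 in at least 3 libraries it was 89.4%, the alternative that moved it most. Within single libraries, between 87.4% (Control 3) and 88.7% (TLE 1) of the circRNAs detected had both ends on exon boundaries. These circRNAs carried between 91.0% and 91.8% of the total SRPBM of a library.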

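Exons between the ends of a circRNA were counted in an annotated transcript of the host gene that has both ends as exon boundaries. Where several transcripts had them, the one with the most exons between the ends was used. A transcript of this kind existed for 9303 circRNAs. Of these, 368 (3.96%) held a single exon, with a median length of 728.5 nucleotides and quartiles of 468.75 and 1137.25 nucleotides. In the 8935 circRNAs with multiple exons, the mean length per exon had a median of 133 nucleotides and quartiles of 110 and 168 nucleotides. The summed length of their exons had a median of 613 nucleotides. The lengths follow from the annotation, since reads across a back-spliced junction do not show which of the exons in between were kept.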

Most circRNAs contained 2–5 exons (Figure S4C, Supporting Information), and their genomic distribution is illustrated in Figure S4D, Supporting Information. 

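Of the 9303 circRNAs placed on a transcript, 5771 (62.0%) held between 2 and 5 exons. The most frequent numbers were 3 exons (1691 circRNAs) and 4 exons (1672 circRNAs), and the median was 4. More than 10 exons lay between the ends of 724 circRNAs. When the transcript with the fewest exons was taken instead, 64.6% held between 2 and 5 exons. By chromosome, the largest numbers of circRNAs lay on chromosome 2 (946) and chromosome 1 (884), and 16 lay on the Y chromosome. The X chromosome held 280 circRNAs (2.51%) and 10.0% of the total SRPBM, of which a single circRNA without a listed host gene, mmu_circ_0011085 (X, 61183248 to 61186174), made up the larger part with 8.71%. The 3522 host genes listed had a median of 2 circRNAs each, and Dgki had the most (44).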

Gene Ontology (GO) annotation of the genes derived from circRNAs is presented in Figure S4E, Supporting Information.

In total, 11 232 circRNAs were detected by sequencing. Among them, the expression of 103 circRNAs in the cortex of TLE mice was markedly altered compared to Control mice, with 58 circRNAs upregulated and 45 downregulated (**Figure** **5**B). 

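All 11171 circRNAs in the deposited table had a value above 0 in at least 1 of the 6 libraries. Of these, 5073 (45.4%) were detected in exactly 1 library and 1553 (13.9%) in all 6. A circRNA had a median of 5 junction reads over the 6 libraries together, and 7592 (68.0%) had at most 10. Of all values above 0, 26.8% were 2 junction reads, the smallest value listed, and 67.0% were 5 or fewer. Only 400 circRNAs had 100 or more junction reads in total.

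In the Control libraries 4624, 4288 and 4659 circRNAs were detected (4524 ± 205, SD, n = 3), and in the TLE libraries 3989, 5052 and 5976 (5006 ± 994, SD, n = 3). The difference was within the spread of the TLE libraries (two-sided exact permutation test, p = 0.5, where 0.1 is the smallest p that 3 libraries against 3 allow). Without TLE replicate 3, the TLE mean minus the Control mean was -3.17 circRNAs. When the junction reads of every library were thinned at random to the 32504 of TLE replicate 1, the Control libraries held 4033, 4067 and 4026 circRNAs and the TLE libraries 3989, 4120 and 4235. The total SRPBM was 347492 ± 14939 (SD, n = 3) in Control and 411269 ± 76664 (SD, n = 3) in TLE (two-sided exact permutation test, p = 0.3).

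**Figure D1:**
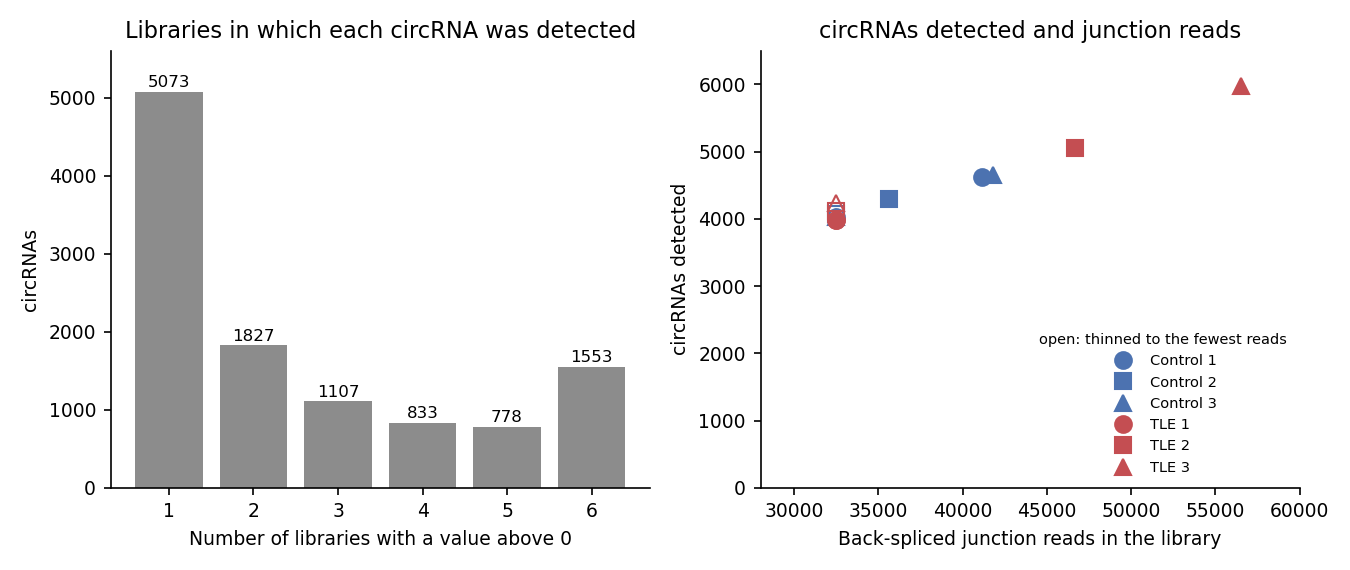
Left, number of circRNAs (y axis) with a value above 0 in 1 to 6 of the libraries (x axis); the bar for a single library holds 5073 of the 11171. Right, circRNAs detected in each library (y axis) against its back-spliced junction reads (x axis), for 3 Control and 3 TLE libraries, with open symbols for the mean of 100 random thinnings to 32504 junction reads, where the libraries lie between 3989 and 4235 circRNAs.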

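In the comparison with limma, 54 of the 4271 circRNAs tested were higher in TLE and 13 were lower at the paper's threshold. An unadjusted p under 0.05 was reached by 222 circRNAs. After Benjamini-Hochberg adjustment in limma, 0 circRNAs had an adjusted p under 0.05, and the smallest adjusted p was 0.838. Among the alternative settings, only the fit without the filter (6.3e-06) and that without TLE replicate 1 (0.0077) gave one under 0.05. The others gave smallest adjusted p values from 0.225 to 0.979. Of the 9 circRNAs under 0.05 without the filter, 7 were listed at 0 in a single library despite many reads in the others. The total moved most with a log2 fold change of 1 in place of 1.5, with 150 circRNAs higher and 46 lower, and at the paper's threshold with a pseudocount of 8.55 SRPBM in place of 17.1, with 121 higher and 47 lower. The number lower moved most without TLE replicate 3, with 33 higher and 55 lower. The median log2 fold change of all circRNAs tested was 0.17, and it was 0.01 once every library was rescaled to the same total SRPBM. After that rescaling, 37 circRNAs were higher and 25 lower.

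The 67 changed circRNAs had a median of 17 junction reads over the 6 libraries. In 50 of them, every library of the lower group was at 3 junction reads or fewer, so their fold change is a lower bound against the floor. Such a bound divides the mean of the higher group by that floor. It leaves out the counting error and spread of that mean, and any reads dropped from a listed 0. These bounds lay between at least 1.17-fold and at least 2.75-fold, with a median of 1.57. Of the circRNAs higher in TLE, 30 were listed at 0 in all 3 Control libraries, and of those lower in TLE, 9 were listed at 0 in all 3 TLE libraries. Among all circRNAs tested, the values of the 2 groups did not overlap in 472 (11.1%), where chance gives 10%. These were unevenly divided: TLE was above Control in 382 (8.94%) and below it in 90 (2.11%), where chance gives 5% in each direction. In the other splits of the 6 libraries into 3 and 3, the larger of these 2 numbers lay between 216 and 459. A value above 0 in every TLE library and 0 in every Control library was found for 75 circRNAs, and the opposite for 41.

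The same comparison was made for the other splits of the 6 libraries into 3 and 3. They gave between 60 and 92 changed circRNAs, and between 91 and 138 circRNAs detected in every library of 1 group and in none of the other.

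**Figure D2:**
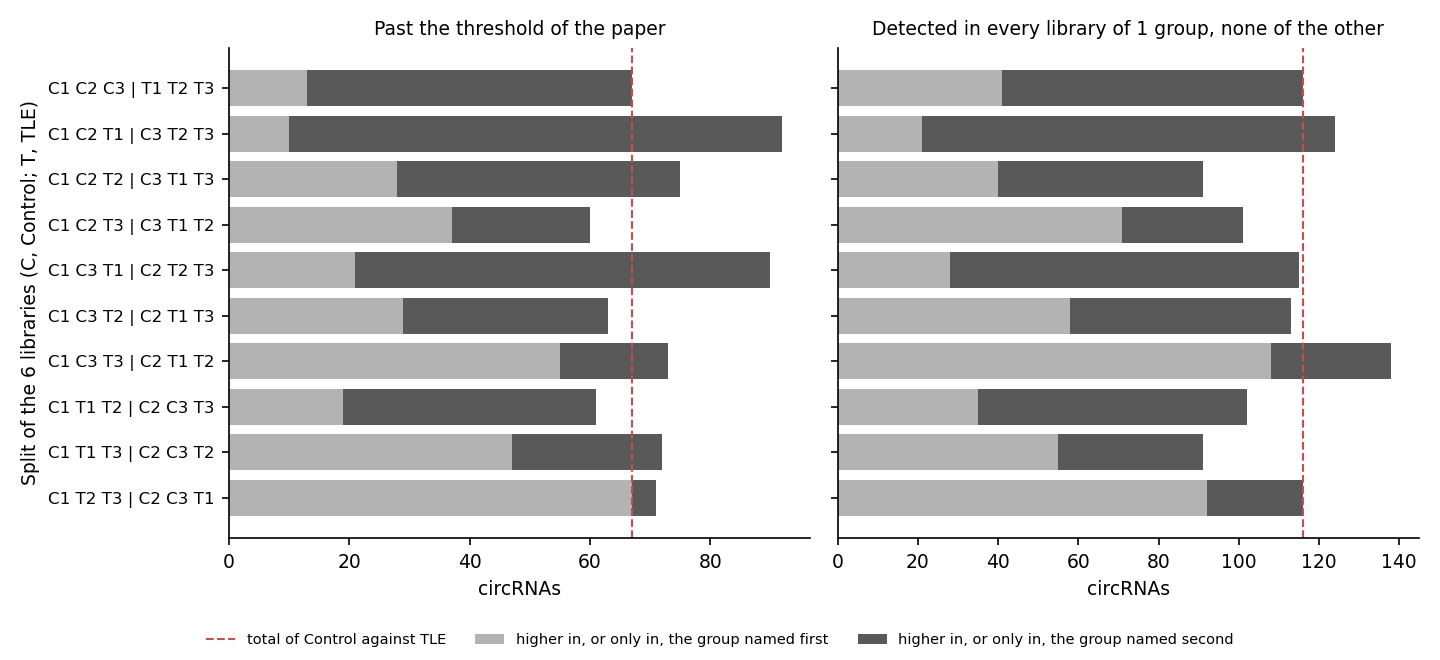
For each of the 10 splits of the 6 libraries into 3 and 3 (y axis), circRNAs past the paper's threshold (left, x axis) and circRNAs detected in every library of 1 group and in none of the other (right, x axis), with light bars for the group named first and dark bars for the group named second. The dashed lines mark the totals of Control against TLE, 67 and 116.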

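Of the 35 circRNAs drawn in Fig. 5A, 20 are drawn as higher and 15 as lower in TLE, and all 35 had that direction in the deposited SRPBM means. Together with Fig. 5C and Fig. 5E, 37 circRNAs are named, with between 5 and 37 junction reads over the 6 libraries. Every Fig. 5A circRNA had 3 junction reads or fewer in each library of the lower group, and 34 of the 35 were listed at 0 there. In limma, 26 of the 35 had a value above 0 in enough libraries to be tested, and 19 were past the paper's threshold, 14 higher and 5 lower. With a pseudocount of 8.55 SRPBM, all 26 were past it. None of them had an adjusted p under 0.05, although all 26 had an unadjusted p under 0.05. The values of the groups did not overlap in 26 of the 35; circRNAs chosen for their difference do so more often than the 10% that chance gives.

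The 5 highest log2 fold changes among circRNAs past the threshold without overlap between the groups belonged to circRNAs of Depdc5 (2.25, standard error 0.60), Ptpn4 (mmu_circ_0004709, 2.13), Snx27 (2.10), Ptk2b (2.10) and Zmiz1 (2.07). The Depdc5 circRNA, mmu_circ_0008091 (chromosome 5, 32867974 to 32893453), was listed at 0 in the 3 Control libraries and at 72.3, 52.6 and 69.2 SRPBM in TLE. Its TLE mean was at least 2.45-fold higher than the floor of the Control libraries. The 5 lowest log2 fold changes belonged to circRNAs of Smg6 (-1.89), Focad (-1.88), Dgkb (-1.77), Iqgap2 (-1.73) and Rfc1 (-1.68). The Smg6 circRNA, mmu_circ_0000993 (chromosome 11, 74945522 to 74990215), was at 76.9, 93.0 and 68.9 SRPBM in Control and at 0, 0 and 43.3 SRPBM in TLE.

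One circRNA drawn as lower in Fig. 5A, mmu_circ_0011168, lies on the Y chromosome without a listed host gene. It was at 154 and 177 SRPBM in Control replicates 1 and 2 and was listed at 0 in Control replicate 3 and in all TLE libraries. A circRNA with the same start and another end, mmu_circ_0011169, was at 675, 251 and 1998 SRPBM in Control and at 0, 2139 and 485 SRPBM in TLE.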

Heatmap and volcano plot visualizations highlight the top upregulated and downregulated circRNAs (Figure 5A,C). These changes in circRNA expression were further validated by quantitative RT‐PCR analyses. 

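The 20 circRNAs of Fig. 5D and Fig. 5E had between 5 and 24 junction reads over the 6 sequenced libraries, with a median of 11. Of the 10 circRNAs of Fig. 5D, all had a higher mean SRPBM in TLE, and 9 were listed at 0 in every Control library. Of the 10 circRNAs of Fig. 5E, 9 had a lower mean SRPBM in TLE, and these 9 were listed at 0 in every TLE library. The other one, mmu_circ_0005646 (Ppip5k1), was listed at 0 in the 3 Control libraries and in TLE replicate 1, and at 26.3 and 17.3 SRPBM in TLE replicates 2 and 3, so both groups were under the floor.

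In limma, 13 of the 20 had values above 0 in enough libraries to be tested, 9 of Fig. 5D and 4 of Fig. 5E, and all 13 had the direction of the figure. At the paper's threshold 11 of them were counted as changed. With Benjamini-Hochberg adjustment in limma, 13 had an adjusted p under 0.05 when adjusted over the list alone, and 0 when adjusted over all circRNAs tested, where all 13 had an unadjusted p under 0.05. The list was chosen from these libraries, so the first count is not independent evidence. For 19 of the 20, the difference could be given as a bound against the floor, between 1.07-fold and 2.58-fold. This bound leaves out the spread of the libraries, and the groups were apart in the direction of the figure in 13 of the 20. For mmu_circ_0000918 (Map2k4), at 1.07-fold, they overlapped (two-sided exact permutation test, p = 0.4).

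**Figure D3:**
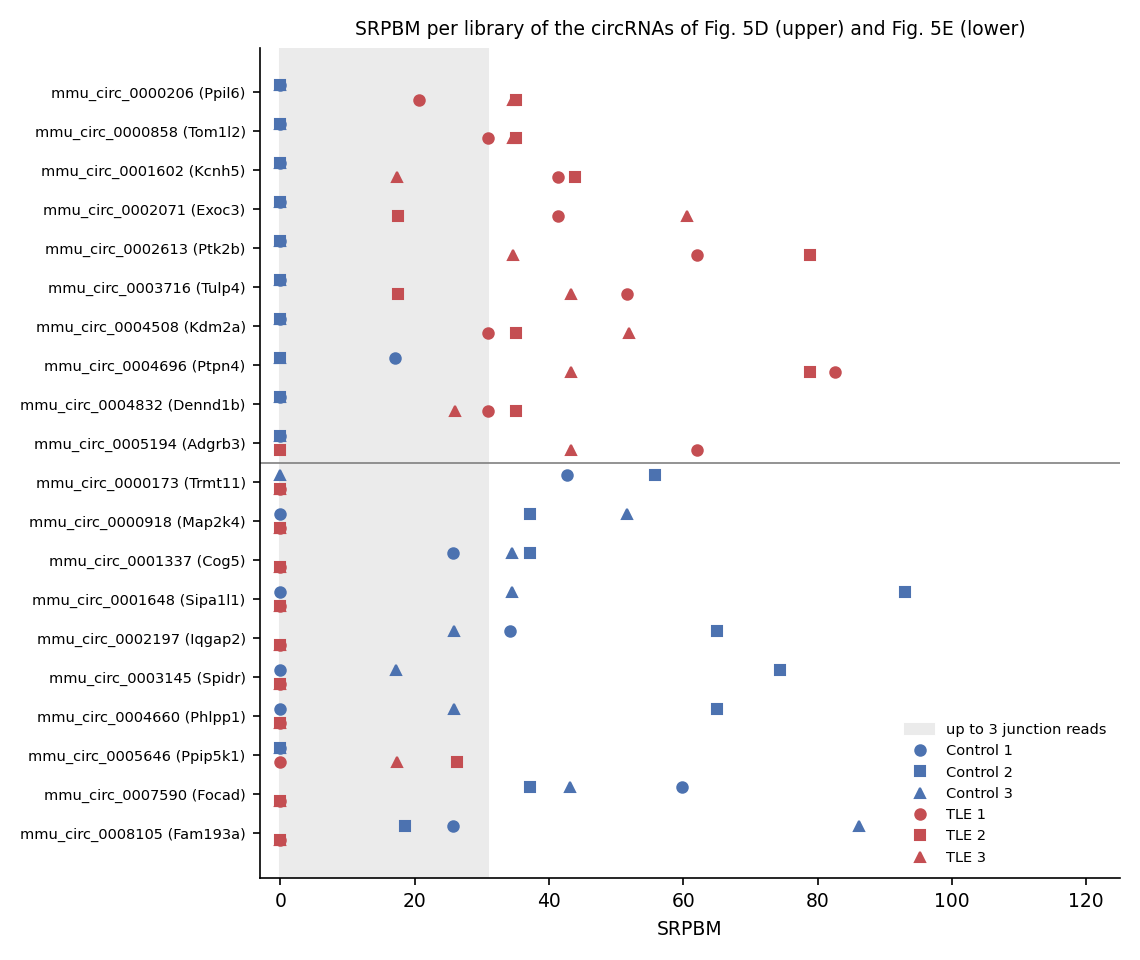
SRPBM (x axis) in each of the 3 Control and 3 TLE libraries for the 10 circRNAs of Fig. 5D (upper part) and the 10 of Fig. 5E (lower part), with the host gene in brackets; symbols stand for single libraries. The shaded band ends at 31.0 SRPBM, the largest value that 3 junction reads have in any library, and 18 of the circRNAs are at 0 in every library of the group drawn as lower.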

Our data showed that the expression of the top 20 dysregulated circRNAs, including 10 upregulated and 10 downregulated circRNAs, was consistent with the sequencing results. Notably, Circ_0 004696 was the most remarkably upregulated circRNA (Figure 5D,E).

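The circRNA listed as mmu_circ_0004696, with host gene Ptpn4 (ENSMUSG00000026384), was at 17.1 SRPBM in Control replicate 1 and was listed at 0 in Control replicates 2 and 3. In TLE replicates 1, 2 and 3 it was at 82.6, 78.9 and 43.3 SRPBM. These values correspond to 2 junction reads in all Control libraries together and to 8, 9 and 5 junction reads in the TLE libraries. As every Control library was under the floor, the TLE mean of 68.3 SRPBM was set against that floor. It was 2.58 times the floor, the highest bound among the 10 circRNAs of Fig. 5D. The log2 fold change was 1.95 (standard error 0.62, unadjusted p = 0.0057, adjusted p = 0.838 from limma with Benjamini-Hochberg adjustment), and it was 1.87 after the libraries were rescaled to the same total SRPBM. Every TLE library was above every Control library (two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). Its log2 fold change ranked 9 among the 4271 circRNAs tested and its unadjusted p ranked 16. With each library left out in turn, the log2 fold change stayed between 1.78 and 2.28 and past the paper's threshold. The circRNA made up 0.0097% of the total SRPBM. From the quantitative RT-PCR of Fig. 5D,E, the paper states that the circRNA of this number was the most upregulated one, and it names this circRNA CircPTPN4.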

**Figure 5:**
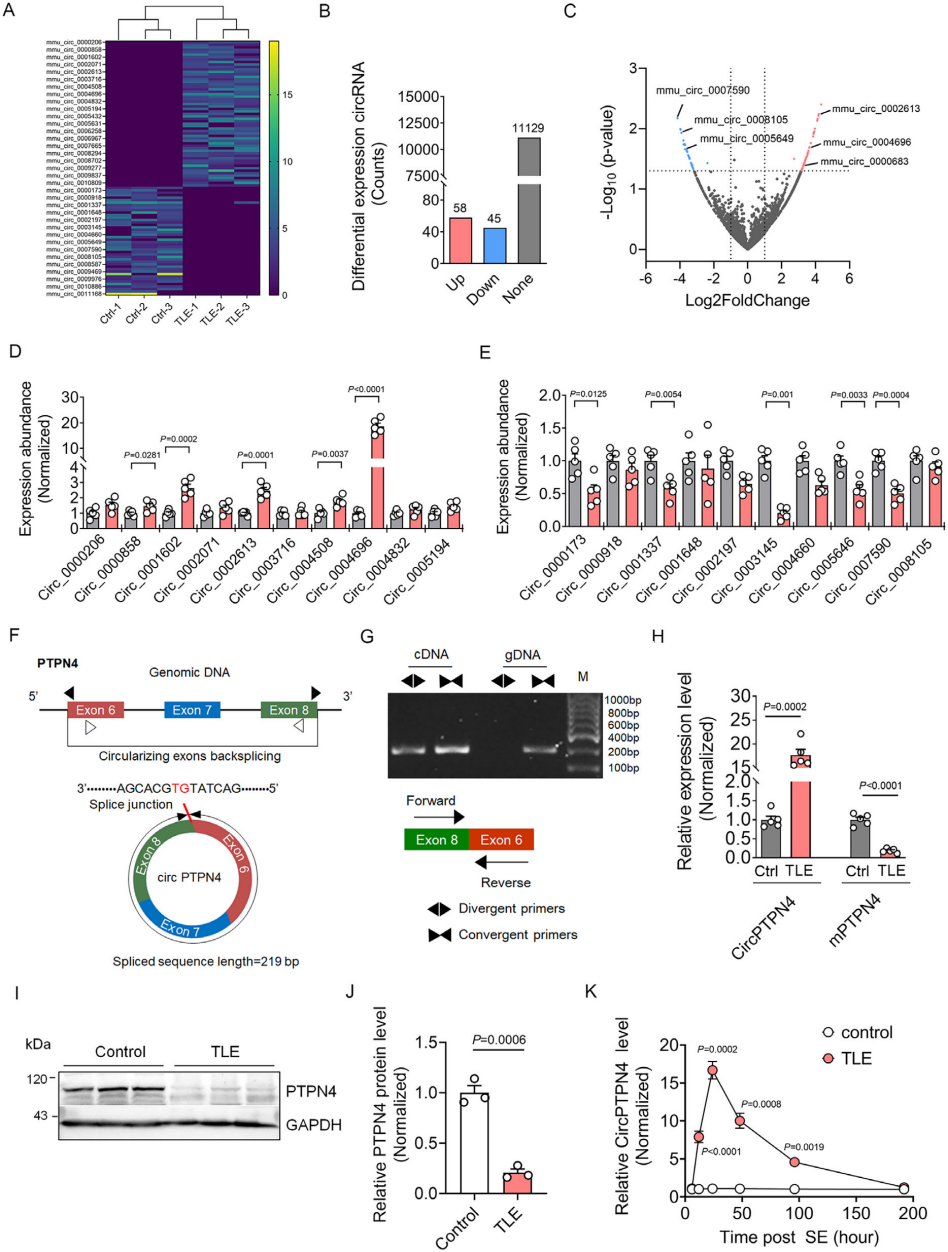
Upregulation of CircPTPN4 during early epileptogenesis in TLE mice. A) Heatmap showing hierarchical clustering of the top differentially expressed circRNA profiles in the cortex of Control and TLE mice. B) Bar graph illustrating the total number of 103 differentially expressed circRNAs, with 58 upregulated and 45 downregulated in TLE mice compared to Controls. C) Volcano plot displaying log2‐transformed fold changes in global circRNA expression in the cortex of Control and TLE mice (Orange, blue, and gray dots represent upregulated, downregulated, and unchanged circRNAs, respectively). D,E) Quantitative RT‐PCR validation of the top 10 upregulated and downregulated circRNAs in the cortex of Control and TLE mice (*n =* 5). F) Schematic diagram showing the circularization of exons 6, 7, and 8 of the host gene PTPN4 to form CircPTPN4. G) Divergent primers amplifying CircPTPN4 in cDNA, but not in genomic DNA (gDNA). H) Quantitative RT‐PCR analyses of CircPTPN4 and linear PTPN4 mRNA (mPTPN4) levels in Control and TLE mice (*n =* 5; CircPTPN4: *p =* 0.0002, TLE versus Control; mPTPN4: *p <* 0.0001, TLE versus Control). I) Western blot showing the protein level of PTPN4 in the cortex of Control and TLE mice. J) Bar graph quantifying the relative protein level of PTPN4 in the cortex of Control and TLE mice (*n =* 3, *p =* 0.0006, TLE versus Control). K) Quantification of CircPTPN4 expression levels at different time points in Control and TLE mice (*n =* 5; *p <* 0.0001 at 12 h; *p =* 0.0002 at 24 h; *p =* 0.0008 at 48 h; and *p =* 0.0019 at 96 h post‐SE). Data are presented as means ± S.E.M. Statistical significance was assessed using an unpaired two‐tailed Student's *t*‐test.

Circ_0 004696 (circBase ID: mmu_circ_0000069), hereafter termed CircPTPN4 originates from exons 6, 7, and 8 (chr1:121661607‐121662499) of the protein tyrosine phosphatase non‐receptor type 4 (PTPN4) gene (Gene ID: 19 258; NM_01 9933), with a length of 219 nucleotides (Figure 5F). cDNA and genomic DNA (gDNA) were amplified using divergent and convergent primers, respectively. 

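Ptpn4 lies on the minus strand of chromosome 1 of GRCm38, from 119652467 to 119837613, and its annotated transcript used here has 27 exons. Exon 6 (119765878 to 119765922) has 45 nucleotides, exon 7 (119765429 to 119765481) has 53 and exon 8 (119765031 to 119765151) has 121, together 219 nucleotides over a genomic span of 892 bases. The deposited table lists 18 circRNAs of Ptpn4. The one numbered mmu_circ_0004696 is listed from 119691601 to 119765922. Its ends are the outer ends of exon 6 and exon 18, so 13 exons with 1288 nucleotides lie between them in this transcript. At its back-spliced junction the end of exon 18, GGGTAGCACCAGGAACACCT, meets the start of exon 6, GTATCAGTACTTTTTGCAAA. A circle of exons 6, 7 and 8 would join the end of exon 8, AAGTTACATCAGCAGCACGT, to the same start of exon 6.

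Of the 18 Ptpn4 circRNAs, 9 share the outer end of exon 6, and 1, mmu_circ_0004709, has the outer end of exon 8. None is listed with both of these ends, also when the ends may lie within 5 bases, so the table holds no value for a circle of exons 6 to 8. Whether reads across such a junction were present but not kept by the authors' filters is not shown by the table, so its absence sets no limit on the reads of such a circle. In 14 of the 18, exons 6, 7 and 8 all lie between the ends. The Ptpn4 circRNA with the highest values, mmu_circ_0004707, spans exons 6 to 10. It was at 123 ± 35.4 SRPBM in Control and at 198 ± 25.1 SRPBM in TLE (SD, n = 3 each).

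**Figure D4:**
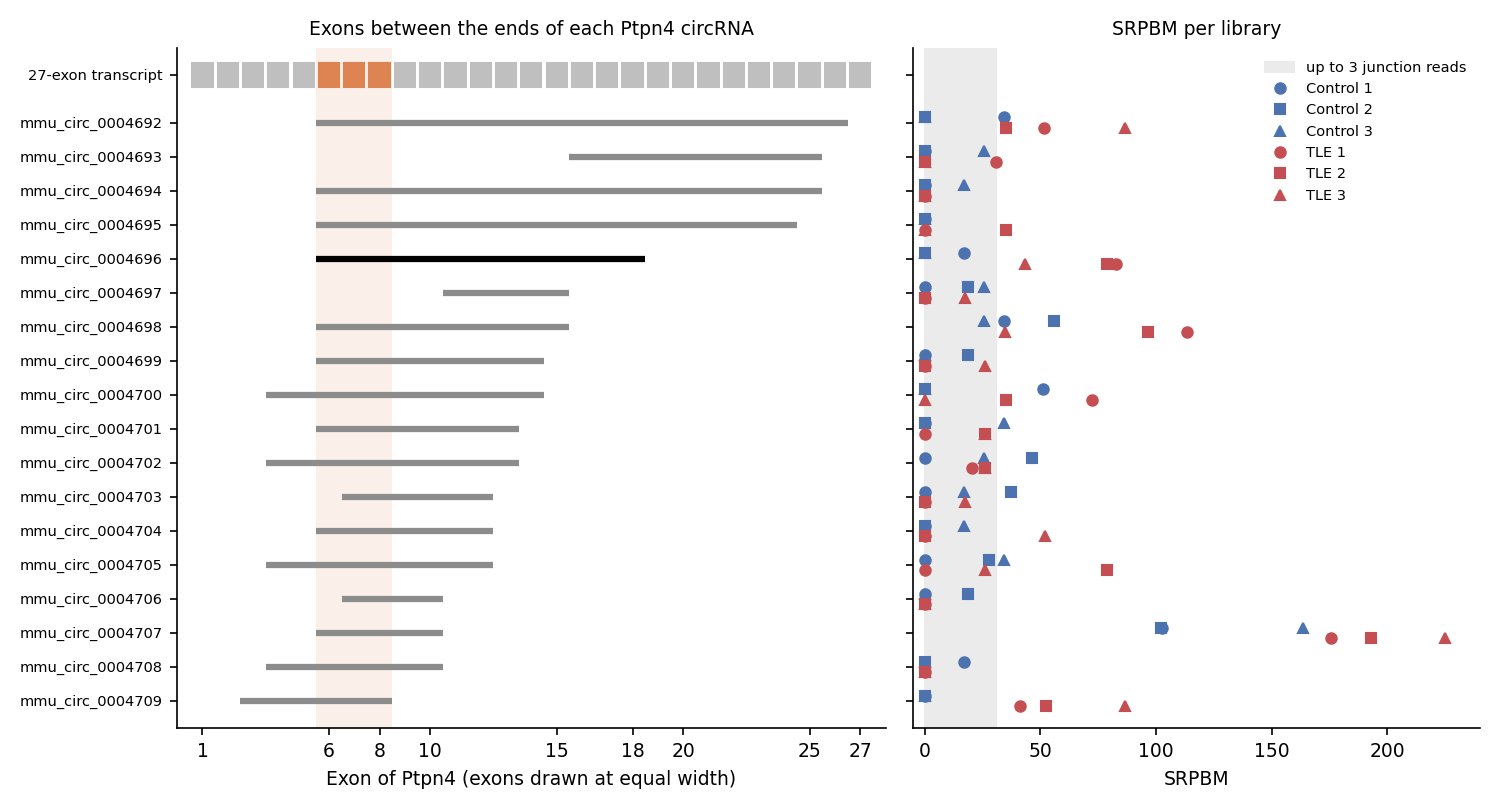
Left, exons of Ptpn4 (x axis, drawn at equal width, exons 6 to 8 in orange) between the ends of each of the 18 Ptpn4 circRNAs (y axis), with mmu_circ_0004696 in black. Right, SRPBM (x axis) of the same circRNAs in the 3 Control and 3 TLE libraries, where the shaded band marks up to 3 junction reads and mmu_circ_0004696 reaches 82.6 SRPBM in TLE replicate 1.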

Divergent primers amplified CircPTPN4 only in cDNA but not in gDNA, confirming its circular nature (Figure 5G). Circular RNAs are homologous to their corresponding messenger RNAs (mRNAs) and are primarily generated through reverse splicing of pre‐mRNA precursors. The synthesis of CircRNAs may compete with mRNA production, suggesting a regulatory interaction between these RNA species.^[^ ^34^ ^]^ An increase in circRNA production could therefore result in a relative decrease in mRNA levels.^[^ ^35^ ^]^ As expected, CircPTPN4 expression was remarkably upregulated in the cortex of TLE mice, while mPTPN4 (the mRNA of PTPN4) was downregulated (Figure 5H). Consistently, TLE mice also displayed decreased PTPN4 protein levels (Figure 5I,J).

We further examined temporal expression profile of CircPTPN4 following SE. Time‐course analyses revealed dynamic CircPTPN4 expression, peaking at 24 h post‐SE and gradually declining thereafter (Figure 5K). Taken together, these findings suggest that CircPTPN4 is transiently upregulated during early epileptogenesis in TLE mice.

### 2.4 CircPTPN4 is Specifically Upregulated in Endothelial cells under Epileptic Condition

Given that seizure‐induced BBB damage is accompanied by increased CircPTPN4 expression, we sought to investigate whether there is a connection between elevated CircPTPN4 levels and BBB injury. First, we examined CircPTPN4 expression in BMECs under epileptic conditions. Fluorescence in situ hybridization (FISH) analyses confirmed the presence of CircPTPN4 in BMECs (Figure S5A, Supporting Information). Quantitative RT‐PCR analyses revealed significant upregulation of CircPTPN4 in BMECs co‐cultured with free Mg^2^⁺‐treated epileptic neurons (Mg^2^⁺ free N BMEC) compared to both Control neuron co‐cultured BMECs (Ctrl N BMEC) and Control BMECs (Ctrl BMEC) (Figure S5B, Supporting Information). In agreement with these in vitro findings, in vivo FISH localized CircPTPN4 to cerebral vascular endothelial cells (Figure S5C, Supporting Information), and quantitative RT‐PCR demonstrated increased cortical CircPTPN4 expression in TLE mice at 24 h post‐SE (Figure S5D, Supporting Information).

To determine the cellular specificity of increase CircPTPN4 expression, we examined CircPTPN4 expression in free Mg^2^⁺‐treated neurons. While FISH analyses confirmed the presence of CircPTPN4 in neurons (Figure S6A, Supporting Information), no significant difference was observed between epileptic and Control neurons (Figure S6B, Supporting Information), suggesting endothelial‐specific upregulation of CircPTPN4 expression under epileptic conditions. We further investigated whether CircPTPN4 upregulation was specific to epileptic conditions by subjecting BMECs to oxygen‐glucose deprivation (OGD) (Figure S6C, Supporting Information). Although OGD treatment significantly reduced Occludin expression (Figure S6D,F, Supporting Information) without affecting cell viability (Figure S6E, Supporting Information), it did not alter CircPTPN4 levels (Figure S6G, Supporting Information). These findings demonstrate that while OGD can disrupt tight junctions, this occurs independently of CircPTPN4 regulation, highlighting the epilepsy‐specific nature of CircPTPN4 upregulation. Taken together, these results demonstrate that CircPTPN4 is specifically upregulated in endothelial cells under epileptic conditions, suggesting a potential role in epilepsy‐associated BBB dysfunction.

### 2.5 Knockdown of CircPTPN4 Ameliorates BBB Damage and Decreases Spontaneous Seizure Frequency Following SE

To investigate the role of CircPTPN4 in BBB disruption following epilepsy, mice were administered a CircPTPN4‐targeting shRNA (Sh‐CircPTPN4) that includes a brain‐ endothelium targeting peptide (NRGTEWD, BR1)^[^ ^36^ ^]^ and a CMV promoter via tail vein injection (**Figure** **6**A). After 2 weeks of infection, Status Epilepticus (SE) was induced in the mice, followed by BBB integrity assays 24 h post‐SE and a spontaneous recurrent seizure (SRS) assay 4 weeks after SE (Figure 6B). CircPTPN4 knockdown efficiency was confirmed by significantly reduced CircPTPN4 mRNA levels in the cortex (Figure 6C), hippocampus (Figure S7A, Supporting Information), and striatum (Figure S7B, Supporting Information).

**Figure 6:**
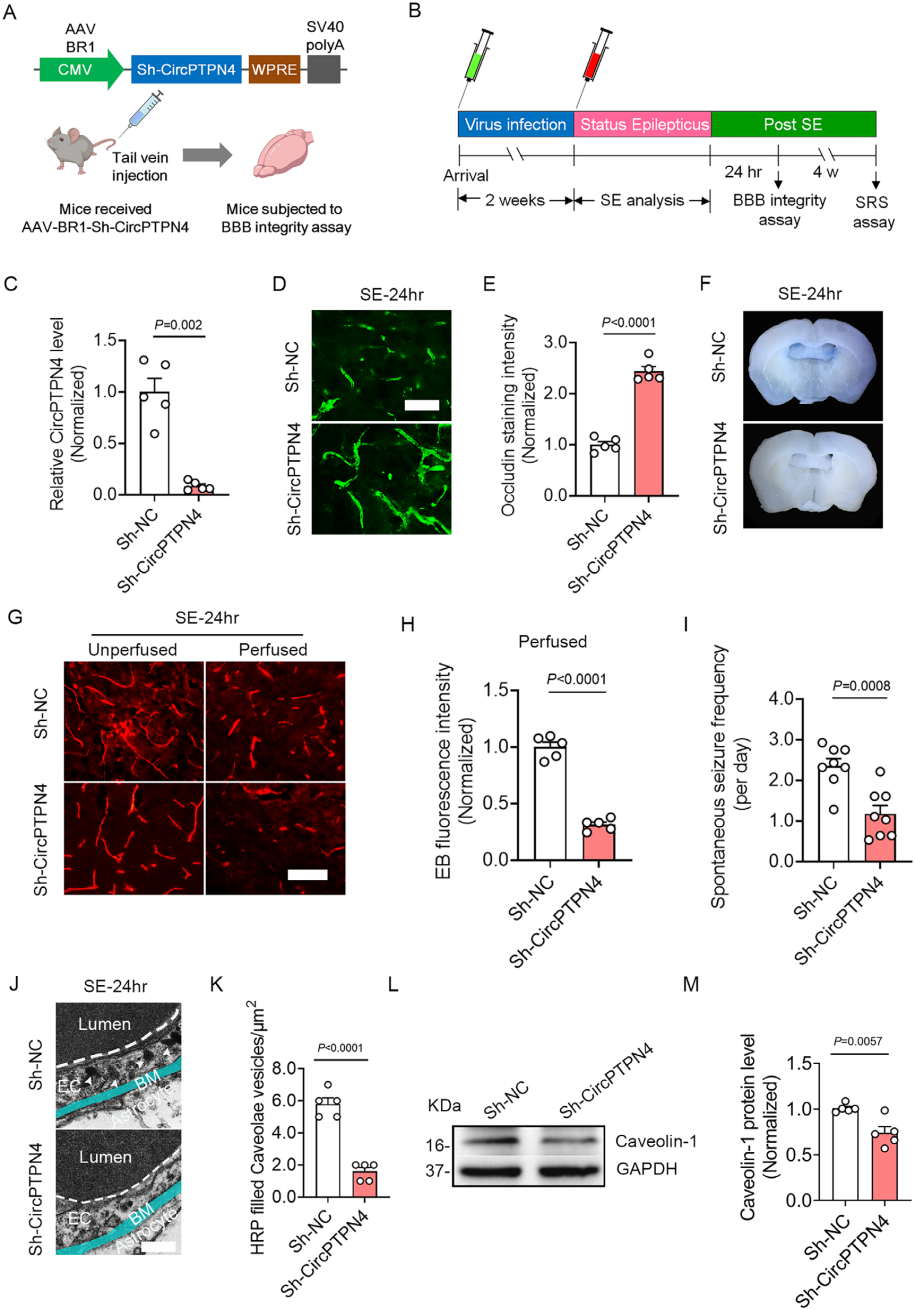
Knockdown of CircPTPN4 ameliorates BBB damage and reduces spontaneous seizure frequency following SE. A) Schematic diagram depicting AAV constructs for CircPTPN4‐targeting shRNA (Sh‐CircPTPN4), where the short hairpin RNA is fused with the brain endothelium‐targeting peptide NRGTEWD (BR1) and controlled by a CMV promoter. B) Experimental design schematic. 2 weeks after viral injection, mice underwent SE induction followed by BBB integrity and SRS frequency assays at 24 h and 4 weeks post‐SE, respectively. C) Quantitative RT‐PCR analyses validating CircPTPN4 knockdown efficiency in the cortex of Sh‐NC‐ and Sh‐CircPTPN4‐treated SE mice (*n =* 5, *p =* 0.002, Sh‐CircPTPN4 versus Sh‐NC). D) Representative images of Occludin immunostaining in the cortex of Sh‐NC‐ and Sh‐CircPTPN4‐treated SE mice. E) Bar graph quantifying the mean fluorescence intensity of Occludin staining (*n =* 5, *p <* 0.0001, Sh‐CircPTPN4 versus Sh‐NC). F) Coronal slices showing extravasated EB staining in the parenchyma of SE‐24 h mice treated with Sh‐NC or Sh‐CircPTPN4. G) EB fluorescence detected in the cortex of Sh‐CircPTPN4‐ and Sh‐NC‐treated mice 24 h after SE, before and after perfusion. H) Bar graph quantifying the mean fluorescence intensity of EB in the cortex of Sh‐CircPTPN4‐ and Sh‐NC‐treated perfused mice (*n =* 5, *p <* 0.0001, Sh‐CircPTPN4 versus Sh‐NC). I) Bar graph quantifying SRS frequency in Sh‐CircPTPN4‐ and Sh‐NC‐treated mice 4 weeks after SE (*n =* 8, *p =* 0.0008, Sh‐CircPTPN4 versus Sh‐NC). J) TEM examination of caveolae of HRP‐injected Sh‐NC‐ and Sh‐CircPTPN4‐treated SE mice (White arrowheads indicate HRP‐filled caveolae vesicles). K) Bar graph quantifying HRP filled caveolae vesicles counts (*n =* 5, *p <* 0.0001, Sh‐CircPTPN4 versus Sh‐NC). L) Western blot analyses showing Caveolin‐1 protein levels in the cortex of Sh‐NC‐ and Sh‐CircPTPN4‐treated SE mice. M) Bar graph quantifying Caveolin‐1 protein levels, expressed as the intensity ratio of Caveolin‐1 to GAPDH (*n =* 5, *p =* 0.0057, Sh‐CircPTPN4 versus Sh‐NC). Data are presented as means ± S.E.M. Statistical analyses was performed using an unpaired two‐tailed Student's *t*‐test (E, H, I, K, M), an unpaired two‐tailed Welch's *t*‐test (C). Scale bars = 25 µm in (D, G), 0.2 µm in (J).

Immunofluorescence analyses 24 h post‐SE revealed markedly increased Occludin staining intensity in Sh‐CircPTPN4‐treated mice compared to Sh‐NC Controls within the cortex (Figure 6D,E), hippocampus (Figure S7C,D, Supporting Information), and striatum (Figure S7E,F, Supporting Information). EB extravasation assays demonstrated decreased EB leakage in the parenchyma and ventricular regions following CircPTPN4 knockdown (Figure 6F). Pre‐perfusion EB fluorescence intensity showed no significant difference between Sh‐CircPTPN4‐ and Sh‐NC‐treated groups across brain regions. However, post‐perfusion analyses indicated lower EB fluorescence intensity in the parenchyma of the cortex (Figure 6G,H), hippocampus (Figure S7G,H, Supporting Information), and striatum (Figure S7I,J, Supporting Information) in Sh‐CircPTPN4‐treated mice compared to Sh‐NC‐treated mice 24 h post‐SE. Furthermore, spontaneous seizure frequency assay revealed that knockdown of CircPTPN4 reduced spontaneous seizure frequency 4 weeks after SE (Figure 6I). TEM results demonstrated a marked reduction in HRP‐filled caveolae vesicles within endothelial cells of Sh‐CircPTPN4‐treated SE‐24 h mice compared to Sh‐NC Controls (Figure 6J,K), indicating diminished transcytotic activity. Furthermore, immunoblotting analyses demonstrated decreased expression of caveolin‐1 in endothelial cells of Sh‐CircPTPN4‐treated SE‐24 h mice compared to Sh‐NC Controls (Figure 6L,M).

To assess the effect of CircPTPN4 on BMEC tight junctions under epileptic conditions, BMECs were transduced with lentivirus carrying Sh‐CircPTPN4 and co‐cultured with free Mg^2^⁺‐treated neurons (Figure S8A, Supporting Information). Quantitative real‐time PCR confirmed the efficient knockdown of CircPTPN4 in BMECs (Figure S8B, Supporting Information). Immunofluorescence analyses revealed that Occludin staining intensity was remarkably increased in Sh‐CircPTPN4‐treated BMECs compared to Sh‐NC Controls under epileptic conditions, while CD31 staining remained unchanged (Figure S8C–E, Supporting Information). Additionally, permeability assay confirmed reduced permeability of Sh‐CircPTPN4‐treated BMECs compared to Sh‐NC Controls (Figure S8F, Supporting Information).

To further investigate the effect of CircPTPN4 on BMEC tight junctions under basal conditions, CircPTPN4 was overexpressed (OE‐CircPTPN4) or knocked down (Sh‐CircPTPN4) in primary BMECs (Figure S9A, Supporting Information). The efficiency of CircPTPN4 overexpression and knockdown was verified in Figure S9B, Supporting Information. Quantitative RT‐PCR analyses revealed that CircPTPN4 overexpression suppressed Occludin expression (Figure S9C, Supporting Information). Consistently, immunofluorescence analyses showed that Occludin staining intensity was markedly decreased in CircPTPN4‐overexpressing (OE‐CircPTPN4) BMECs compared to Controls (Figure S9D–F, Supporting Information). Furthermore, OE‐CircPTPN4‐treated BMECs exhibited increased permeability compared to both Sh‐CircPTPN4‐treated and Control BMECs (Figure S9G, Supporting Information).

Taken together, these results suggest that CircPTPN4 knockdown ameliorates BBB damage and reduces SRS following epilepsy, highlighting the potential role of CircPTPN4 in modulating BBB integrity during epileptogenesis.

### 2.6 CircPTPN4 Promotes ECE‐1 Expression by Sponging miR‐145a‐5p

CircRNAs have been recognized as competing endogenous RNAs (CeRNAs) that sponge microRNAs (miRNAs), thereby disinhibiting the expression of specific target genes in a competitive manner. To identify the potential miRNAs targeted by CircPTPN4, we analyzed CircInteractome databases and predicted five candidate miRNAs: miR‐127‐5p, miR‐1305, miR‐145a‐5p, miR‐186, and miR‐431. We then analyzed the expression patterns of these miRNAs in the cortex of TLE mice 24 h post‐SE. Among the five predicted miRNAs, only miR‐145a‐5p revealed a significant alteration in expression (Figure S10A, Supporting Information).

To validate the expression of miR‐145a‐5p in BMECs under epileptic conditions, BMECs were co‐cultured with Mg^2+^ free neurons prior to miR‐145a‐5p analyses (Figure S10B, Supporting Information). Given previous reports of neuronal miR‐145a‐5p expression,^[^ ^37^ ^]^ FISH assay confirmed the location of miR‐145a‐5p in neurons (Figure S10C, Supporting Information). Quantitative RT‐PCR results indicated no difference in miR‐145a‐5p expression between Mg^2^⁺‐ free‐treated neurons and Controls (Figure S10D, Supporting Information). However, miR‐145a‐5p expression was markedly downregulated in BMECs co‐cultured with Mg^2^⁺‐ free‐treated neurons versus Control BMECs or BMECs co‐cultured with untreated neurons (Figure S10E, Supporting Information), confirming specific BMECs downregulation of miR‐145a‐5p under epileptic conditions. In vivo FISH detected decreased expression of miR‐145a‐5p in endothelial cells (Figure S10F, Supporting Information), and quantitative RT‐PCR showed decreased expression of miR‐145a‐5p at 24 h post‐SE with recovery observed by day 7 (Figure S10G, Supporting Information).

The predicted binding site of the CircPTPN4 seed region (Exon6; chr1:121661629‐chr1:121 661 651) to miR‐145a‐5p is shown in **Figure** **7**A. FISH analyses confirmed cytoplasmic co‐localization of CircPTPN4 and miR‐145a‐5p in BMECs (Figure 7B), supporting a potential ceRNA interaction. Biotinylated miR‐145a‐5p probe pulldown assays demonstrated significant enrichment of CircPTPN4 in complexes captured by the wild‐type (WT), but not a mutant, miR‐145a‐5p probe (Figure 7C). CircPCNX was undetectable in the miR‐145a‐5p‐captured fraction, further supporting the specificity of this interaction. Reciprocally, biotinylated CircPTPN4 pulled down miR‐145a‐5p, but not miR‐28a‐5p, and a random probe failed to pull down miR‐145a‐5p (Figure 7D).

**Figure 7:**
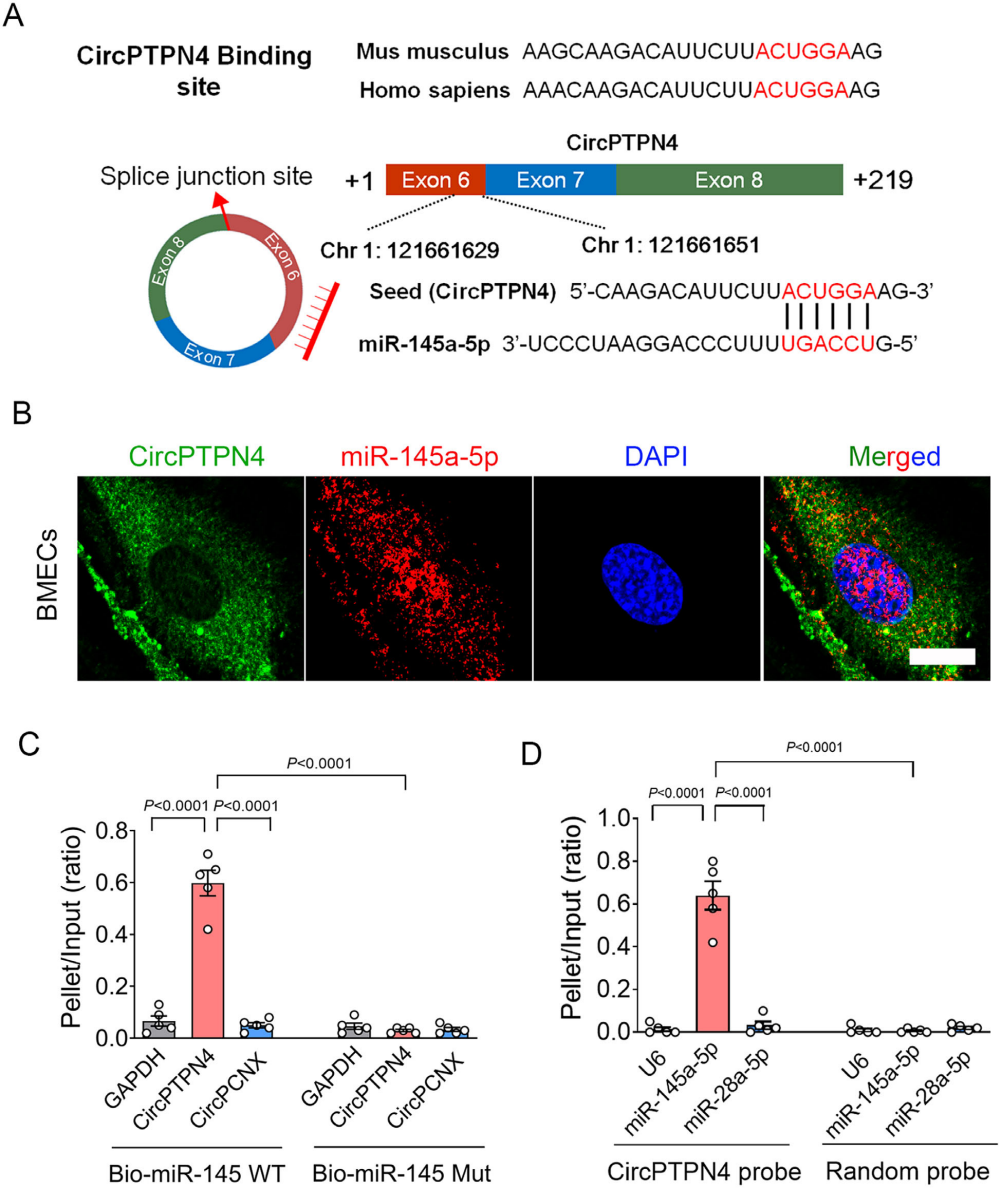
CircPTPN4 functions as a molecular sponge for miR‐145a‐5p. A) Schematic representation of the binding site in the CircPTPN4 seed region for miR‐145a‐5p. B) FISH assays showing the location of CircPTPN4 and miR‐145a‐5p in primary BMECs. C) Quantitative RT‐PCR analyses of CircPTPN4, GAPDH, and CircPCNX RNAs pulled down by biotinylated WT miR‐145a‐5p (Bio‐miR‐145 WT) and biotinylated mutant miR‐145a‐5p (Bio‐miR‐145 Mut), respectively (*n =* 5; *p <* 0.0001, Bio‐miR‐145 WT‐pulled down CircPTPN4 versus GAPDH; *p <* 0.0001, Bio‐miR‐145 WT‐pulled down CircPCNX versus CircPTPN4; *p <* 0.0001, Bio‐miR‐145 Mut‐pulled down CircPTPN4 versus Bio‐miR‐145 WT‐pulled down CircPTPN4). D) RT‐PCR analyses of U6, miR‐145a‐5p, and miR‐28a‐5p RNAs pulled down by CircPTPN4 and random probe, respectively (*n =* 5; *p <* 0.0001, CircPTPN4 probe‐pulled down miR‐145a‐5p versus U6; *p <* 0.0001, CircPTPN4 probe‐pulled down miR‐28a‐5p versus miR‐145a‐5p; *p <* 0.0001, CircPTPN4 probe‐pulled down miR‐145a‐5p versus random probe‐pulled down miR‐145a‐5p). Data are presented as means ± S.E.M. Statistical analysis was performed using two‐way ANOVA followed by Tukey's test. Scale bar = 10 µm.

Next, we identified the potential target genes of miR‐145a‐5p by performing bioinformatics analyses using miRDB, Starbase, and TargetScan, which identified 195 target genes (Figure S12A, Supporting Information). KEGG pathway analyses indicated that these target genes were largely correlated with endocytosis, MAPK signaling, axon guidance, and tight junction regulation (Figure S12B, Supporting Information). When focusing on tight junction‐associated genes, we identified ECE‐1, a rate‐limiting enzyme responsible for endothelin‐1 (ET‐1) production, as a key target. TargetScan predicted a miR‐145a‐5p binding site in the ECE‐1 3′‐UTR (Chr4:137589927‐Chr4:137 589 932) (Figure S11A, Supporting Information). Luciferase reporter assays confirmed direct binding, as miR‐145a‐5p mimics suppressed luciferase activity driven by the WT, but not a mutant, to ECE‐1 3′ UTR (Figure S11B, Supporting Information).

Assessment of ECE‐1 expression under epileptic conditions revealed upregulated mRNA and protein levels in the TLE mouse cortex 24 h post‐SE, returning to baseline by day 7 (Figure S11C–E, Supporting Information). Immunofluorescence showed that ECE‐1 was primarily localized to the vasculature (co‐localized with CD31), with markedly increased staining intensity at 24 h post‐SE and decreased expression by day 7 post SE (Figure S12C–E, Supporting Information). In vitro, ECE‐1 expression was remarkably upregulated in BMECs co‐cultured with Mg^2^⁺ free‐treated neurons compared to Controls (Figure S11F–H, Supporting Information), with immunofluorescence confirming endothelial localization (CD31 co‐localization) and increased staining intensity (Figure S11I,J, Supporting Information).

Next, to investigate the regulatory effect of miR‐145a‐5p on ECE‐1, BMECs were transfected with miR‐145a‐5p mimics or miR‐145a‐5p inhibitors. Transfection of BMECs with miR‐145a‐5p mimics downregulated ECE‐1 expression, while anti‐miR‐145a‐5p upregulated it, both in Control and Mg^2^⁺‐free‐treated conditions (Figure S11K,L, Supporting Information), confirming miR‐145a‐5p‐mediated inhibition of ECE‐1 expression. Furthermore, Transduction of CircPTPN4 shRNA lentivirus significantly attenuated the Mg^2^⁺‐free‐induced upregulation of ECE‐1 mRNA in BMECs (**Figure** **8**A). In vivo, CircPTPN4 shRNA AAV delivery inhibited seizure‐induced ECE‐1 protein upregulation in the cortex 24 h post‐SE (Figure 8B,C).

**Figure 8:**
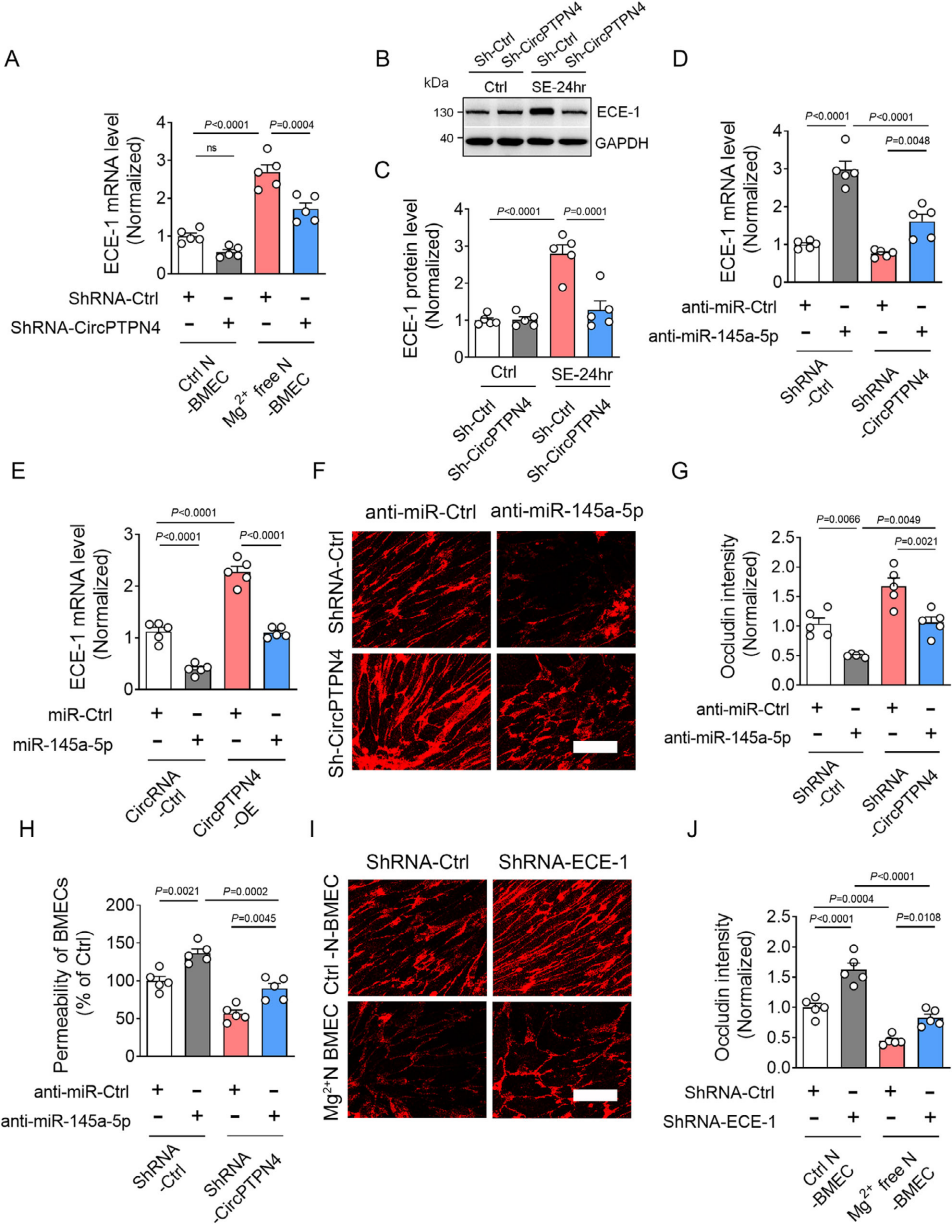
CircPTPN4 disrupts tight junction by upregulating ECE‐1 expression via miR‐145a‐5p sponging in BMECs. A) Quantitative RT‐PCR analyses of ECE‐1 mRNA levels in BMECs co‐cultured with Control neurons or Mg^2^⁺‐free neurons, and transduced with either Control‐ShRNA or CircPTPN4‐ShRNA lentivirus (*n =* 5; *p <* 0.0001, ShRNA‐Ctrl‐treated Mg^2^⁺‐free N BMECs versus ShRNA‐Ctrl‐treated Ctrl N BMECs; *p =* 0.0004, ShRNA‐CircPTPN4‐treated Mg^2^⁺‐free N BMECs versus ShRNA‐Ctrl‐treated Mg^2^⁺‐free N BMECs). B) Western blot analyses of ECE‐1 protein levels in the cortex of Control and SE‐24 h mice infected with Control‐ShRNA or CircPTPN4‐ShRNA lentivirus. C) Bar graph quantifying ECE‐1 protein levels as the intensity ratio of ECE‐1 to GAPDH (*n =* 5; *p <* 0.0001, ShRNA‐Ctrl‐treated SE‐24 h mice versus ShRNA‐Ctrl‐treated Ctrl mice; *p <* 0.0001, ShRNA‐CircPTPN4‐treated SE‐24 h mice versus ShRNA‐Ctrl‐treated SE‐24 h mice). D) Quantitative RT‐PCR analyses of ECE‐1 mRNA expression in Mg^2+^ free N BMECs transduced with ShRNA‐Ctrl or ShRNA‐CircPTPN4 lentivirus, and co‐treated with anti‐miR Control or miR‐145a‐5p inhibitors (*n =* 5; *p <* 0.0001, anti‐miR‐145a‐5p and ShRNA‐Ctrl BMECs versus Control anti‐miRNA and ShRNA‐Ctrl BMECs; *p =* 0.0048, anti‐miR‐145a‐5p and ShRNA‐CircPTPN4 BMECs versus Control anti‐miRNA and ShRNA‐CircPTPN4 BMECs; *p <* 0.0001, anti‐miR‐145a‐5p and ShRNA‐CircPTPN4 BMECs versus anti‐miR‐145a‐5p and ShRNA‐Ctrl BMECs). E) Quantitative RT‐PCR analyses of ECE‐1 mRNA expression in Mg^2+^ free N BMECs infected with OE‐Ctrl or OE‐CircPTPN4 lentivirus, and co‐treated with miR Control or miR‐145a‐5p mimics (*n =* 5; *p <* 0.0001, miR Control and OE‐Ctrl BMECs versus miR‐145a‐5p mimics and OE‐Ctrl BMECs; *p <* 0.0001, miR Control and OE‐Ctrl BMECs versus miR Control and OE‐CircPTPN4 BMECs; *p <* 0.0001, miR Control and OE‐CircPTPN4 BMECs versus miR‐145a‐5p mimics and OE‐CircPTPN4 BMECs). F) Representative immunofluorescence images of Occludin staining in Mg^2+^ free N BMECs infected with ShRNA‐Ctrl or ShRNA‐CircPTPN4 lentivirus, and co‐infected with anti‐miR Control or miR‐145a‐5p inhibitors. G) Bar graph showing quantification of Occludin staining intensity in Mg^2+^ free N BMECs infected with ShRNA‐Ctrl or ShRNA‐CircPTPN4 lentivirus, and co‐infected with anti‐miR Control or miR‐145a‐5p inhibitors (*n =* 5; *p =* 0.0066, anti‐miR‐145a‐5p and ShRNA‐Ctrl BMECs versus Control anti‐miRNA and ShRNA‐Ctrl BMECs; *p =* 0.0021, anti‐miR‐145a‐5p and ShRNA‐CircPTPN4 BMECs versus Control anti‐miRNA and ShRNA‐CircPTPN4 BMECs; *p =* 0.0049, anti‐miR‐145a‐5p and ShRNA‐CircPTPN4 BMECs versus anti‐miR‐145a‐5p and ShRNA‐Ctrl BMECs). H) Bar graph showing the permeability of Mg^2+^ free N BMECs transfected with ShRNA‐Ctrl or ShRNA‐CircPTPN4 lentivirus, and co‐treated with anti‐miR Control or miR‐145a‐5p inhibitors (*n =* 5; *p =* 0.0021, anti‐miR‐145a‐5p and ShRNA‐Ctrl BMECs versus Control anti‐miRNA and ShRNA‐Ctrl BMECs; *p =* 0.0045, anti‐miR‐145a‐5p and ShRNA‐CircPTPN4 BMECs versus Control anti‐miRNA and ShRNA‐CircPTPN4 BMECs; *p =* 0.0002, anti‐miR‐145a‐5p and ShRNA‐CircPTPN4 BMECs versus anti‐miR‐145a‐5p and ShRNA‐Ctrl BMECs). I) Representative immunofluorescence images of Occludin staining in Mg^2+^ free N BMECs co‐cultured with Control or Mg^2^⁺‐free neurons, and infected with Control‐ShRNA or ECE‐1‐ShRNA lentivirus. J) Bar graph showing quantification of Occludin staining in Ctrl N BMECs or Mg^2^⁺‐free N BMECs, and infected with Control‐ShRNA or ECE‐1‐ShRNA lentivirus (*n =* 5; *p <* 0.0001, ShRNA‐ECE‐1‐treated Ctrl N BMECs versus ShRNA‐Ctrl‐treated Ctrl N BMECs; *p =0*.0108, ShRNA‐ECE‐1‐treated Mg^2^⁺‐free N BMECs versus ShRNA‐Ctrl‐treated Mg^2^⁺‐free N BMECs; *p =* 0.0004, ShRNA‐Ctrl‐treated Mg^2^⁺‐free N BMECs versus ShRNA‐Ctrl‐treated Ctrl N BMECs; *p <* 0.0001, ShRNA‐ECE‐1‐treated Mg^2^⁺‐free N BMECs versus ShRNA‐ECE‐1‐treated Ctrl N BMECs). Values represent means ± S.E.M. Statistical analysis were performed using one‐way ANOVA followed by Tukey's test. Scale bar = 25 µm.

To determine if miR‐145a‐5p mediates CircPTPN4's regulation of ECE‐1, BMECs were co‐transduced with CircPTPN4 shRNA and miR‐145a‐5p inhibitors. CircPTPN4 knockdown attenuated the ECE‐1 upregulation induced by anti‐miR‐145a‐5p (Figure 8D). Conversely, overexpressing CircPTPN4 (OE‐CircPTPN4) increased ECE‐1, an effect suppressed by co‐treatment with miR‐145a‐5p mimics (Figure 8E), confirming miR‐145a‐5p's role in this regulatory pathway.

Taken together, these findings suggest that CircPTPN4 regulates ECE‐1 expression by binding to miR‐145a‐5p, highlighting a novel molecular pathway involved in BBB disruption following epilepsy.

### 2.7 CircPTPN4 Impairs Tight Junction by Upregulating ECE‐1 Expression via Sponging miR‐145a‐5p in BMECs

Having established the CircPTPN4/miR‐145a‐5p/ECE‐1 regulatory axis, we next investigated whether CircPTPN4 compromises tight junction integrity in BMECs via miR‐145a‐5p‐mediated ECE‐1 upregulation. To test this, BMECs co‐cultured with Mg^2^⁺‐free‐treated neurons were co‐transduced with CircPTPN4 shRNA and miR‐145a‐5p inhibitors. Quantitative RT‐PCR analyses revealed that CircPTPN4 knockdown significantly increased Occludin, claudin‐5, and ZO‐1 expression. Critically, this effect was abolished in BMECs co‐transduced with anti‐miR‐145a‐5p (Figure S13A–C, Supporting Information).

Consistently, immunofluorescence and permeability assays demonstrated CircPTPN4 shRNA transduction enhanced Occludin staining intensity and reduced permeability, while anti‐miR‐145a‐5p reversed these effects (Figure 8F–H). Furthermore, ECE‐1 knockdown rescued the downregulation of Occludin, claudin‐5, and ZO‐1 expression in BMECs under epileptic conditions (Figure S13D–F, Supporting Information). Immunofluorescence analyses confirmed that ECE‐1 silencing attenuated the reduction in Occludin staining intensity in Mg^2^⁺‐free ‐treated co‐cultures (Figure 8I,J).

Taken together, these results suggest that CircPTPN4 disrupts tight junction integrity by upregulating ECE‐1 expression via miR‐145a‐5p sequestering, thereby impairing BBB function.

### 2.8 Knockdown of ECE‐1 Ameliorates BBB Damage and Decreases Spontaneous Seizure Frequency Following SE

To evaluate ECE‐1′s contribution to BBB damage following epilepsy, mice received tail vein injections of Sh‐ECE‐1 virus to specifically knock down ECE‐1 in cerebral endothelial cells (**Figure** **9**A). 2 weeks post‐injection, SE was induced, followed by BBB integrity assay 24 h later. ECE‐1 knockdown efficiency was confirmed by significantly reduced mRNA and protein levels in the cortex (Figure 9B–D), hippocampus (Figure S14A, Supporting Information), and striatum (Figure S14B, Supporting Information) of Sh‐ECE‐1‐treated mice versus Sh‐NC Controls.

**Figure 9:**
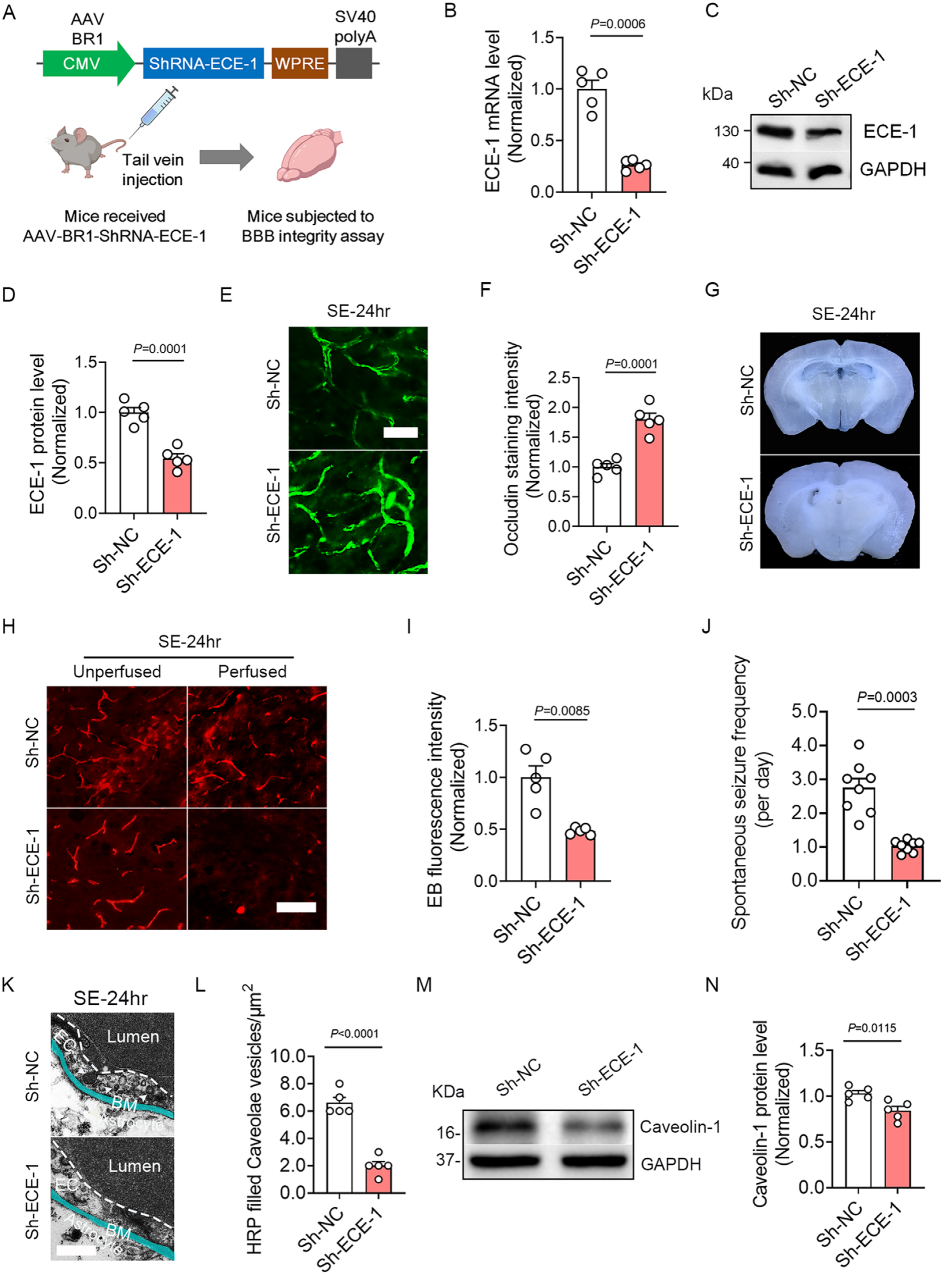
Knockdown of ECE‐1 ameliorates BBB damage in the cortex and reduces spontaneous seizure frequency following SE. A) Schematic representation of AAV constructs for endothelium ECE‐1‐targeting ShRNA (Sh‐ECE‐1). B) Quantitative RT‐PCR analyses of ECE‐1 mRNA levels in the cortex of Sh‐NC‐ and Sh‐ECE‐1‐treated SE‐24 h mice (*n =* 5, *p =* 0.0006, Sh‐ECE‐1 versus Sh‐NC group). C) Western blot analyses showing ECE‐1 protein levels in the cortex of Sh‐NC‐ and Sh‐ECE‐1‐treated SE‐24 h mice. D) Bar graph quantifying ECE‐1 protein levels, expressed as the intensity ratio of ECE‐1 to GAPDH (*n =* 5, *p =* 0.0001, Sh‐ECE‐1 versus Sh‐NC group). E) Representative images of Occludin immunostaining in the cortex of Sh‐NC‐ and Sh‐ECE‐1‐treated SE‐24 h mice. F) Bar graph showing quantification of mean fluorescence intensity of Occludin staining (*n =* 5, *p =* 0.0001, Sh‐ECE‐1 versus Sh‐NC group). G) Coronal slices showing extravasated EB staining in the parenchyma of SE‐24 h mice treated with Sh‐NC and Sh‐ECE‐1. H) EB fluorescence detected in the cortex of Sh‐ECE‐1‐ and Sh‐NC‐treated SE‐24 h mice before and after perfusion. I) Bar graph showing the quantification of the mean fluorescence intensity of EB in the cortex of Sh‐ECE‐1‐ and Sh‐NC‐treated perfused SE‐24 h mice (*n =* 5, *p =* 0.0085, Sh‐ECE‐1 versus Sh‐NC group). J) Bar graph showing the quantification of SRS in Sh‐ECE‐1‐ and Sh‐NC‐treated mice 4 weeks after SE (*n =* 8, *p =* 0.0003, Sh‐ECE‐1 versus Sh‐NC group). K) TEM examination of caveolae of HRP‐injected Sh‐NC‐ and Sh‐ECE‐1‐treated SE mice (White arrowheads indicate HRP‐filled caveolae vesicles). L) Bar graph quantifying HRP‐filled caveolae vesicles counts (*n =* 5, *p <* 0.0001, Sh‐ECE‐1 versus Sh‐NC). M) Western blot analyses showing Caveolin‐1 protein levels in the cortex of Sh‐NC‐ and Sh‐ECE‐1‐treated SE mice. N) Bar graph quantifying Caveolin‐1 protein levels, expressed as the intensity ratio of Caveolin‐1 to GAPDH (*n =* 5, *p =* 0.0115, Sh‐ECE‐1 versus Sh‐NC). Values represent means ± S.E.M. Statistical analysis were performed using an unpaired two‐tailed Student's *t*‐test (D, F, L, N) and unpaired two‐tailed Welch's *t*‐test (B, I, J). Scale bar = 25 µm in (E), 50 µm in (H) and 0.2 µm in (K).

Consistently, immunofluorescence analyses revealed significantly enhanced Occludin staining intensity in Sh‐ECE‐1 mice 24 h post‐SE in the cortex (Figure 9E,F), hippocampus (Figure S14C,D, Supporting Information), and striatum (Figure S14E,F, Supporting Information). EB extravasation assays further demonstrated that ECE‐1 knockdown attenuated parenchymal EB leakage (Figure 9G). Pre‐perfusion EB fluorescence intensity showed no intergroup differences across brain regions. However, post‐perfusion analyses revealed significantly lower EB fluorescence in the parenchyma of Sh‐ECE‐1 mice versus Controls in the cortex (Figure 9H,I), hippocampus (Figure S14G,H, Supporting Information), and striatum (Figure S14I,J, Supporting Information). Furthermore, ECE‐1 knockdown reduced the frequency of spontaneous seizures 4 weeks post‐SE (Figure 9J). TEM results showed that the HRP‐filled caveolae vesicles within brain endothelial cells of Sh‐ECE‐1‐treated SE‐24 h mice was markedly decreased compared to Sh‐NC‐treated Controls (Figure 9K,L), suggesting decreased transcytotic activity following ECE‐1 knockdown. Consistent with these findings, immunoblot analysis confirmed significant downregulation of caveolin‐1 expression in endothelial cells isolated from Sh‐ECE‐1‐treated SE‐24 h mice (Figure 9M,N).

Taken together, these results suggest that ECE‐1 knockdown ameliorates BBB damage and reduces spontaneous seizure frequency following SE.

### 2.9 ET‐1 Down Regulates the Expression of Tight Junction Proteins by Activating the p38/MAPK Pathway

Following confirmation of ECE‐1′s detrimental effects on tight junctions, we attempt to delineate how ECE‐1 exactly regulates the expression of tight junction proteins in brain endothelial cells. ECE‐1 is the major enzyme involved in the synthesis of ET‐1^[^ ^38^ ^]^ ‐a peptide implicated in endothelial integrity disruption.^[^ ^39^, ^40^ ^]^ As expected, Elisa revealed increased ET‐1 level in medium from epileptic neuron‐*co*‐cultured‐BMECs (**Figure** **10**B), while ET‐2 and ET‐3 (also endothelial expressed^[^ ^41^, ^42^, ^43^ ^]^) remained unchanged (Figure S15A,B, Supporting Information). These results implicate ET‐1 as the mediator of ECE‐1‐induced tight junction disruption. Since ET‐1 modulates three major MAPK pathways, including extracellular signal‐related kinase 1/2 (ERK1/2), c‐Jun N‐terminal kinase (JNK), and p38 proteins,^[^ ^44^ ^]^ which directly regulate tight junctions in pathological contexts.^[^ ^45^ ^]^ We first assessed MAPK pathway activation in BMECs under epileptic conditions. Western Blotting detected no significant changes in JNK (Figure S15C,D, Supporting Information) or ERK1/2 phosphorylation (Figure S15E,F, Supporting Information). Notably, p38 phosphorylation was markedly increased (Figure 10C,D), indicating selective p38/MAPK pathway activation. To determine if ET‐1 drives p38 phosphorylation, ECE‐1 was knocked down in epileptic‐condition BMECs. Our data showed that ECE‐1 silencing significantly reduced ET‐1 level (Figure 10E) and suppressed p38 phosphorylation (Figure 10F,G), confirming ET‐1‐dependent p38 activation. Finally, to establish p38's role in tight junction suppression, BMECs were pretreated for 1 h with the p38 inhibitor adezmapimod (SB203580,10 µM) prior to and during 3 h ’ co‐culture with Mg^2+^‐free‐treated neurons (Figure 10A). Pharmacological inhibition attenuated p38 phosphorylation (Figure 10H,I) and rescued expression of tight junction proteins (Figure 10J–M). These results demonstrated that ET‐1 downregulates the expression of tight junction proteins via p38/MAPK pathway activation in brain endothelial cells.

**Figure 10:**
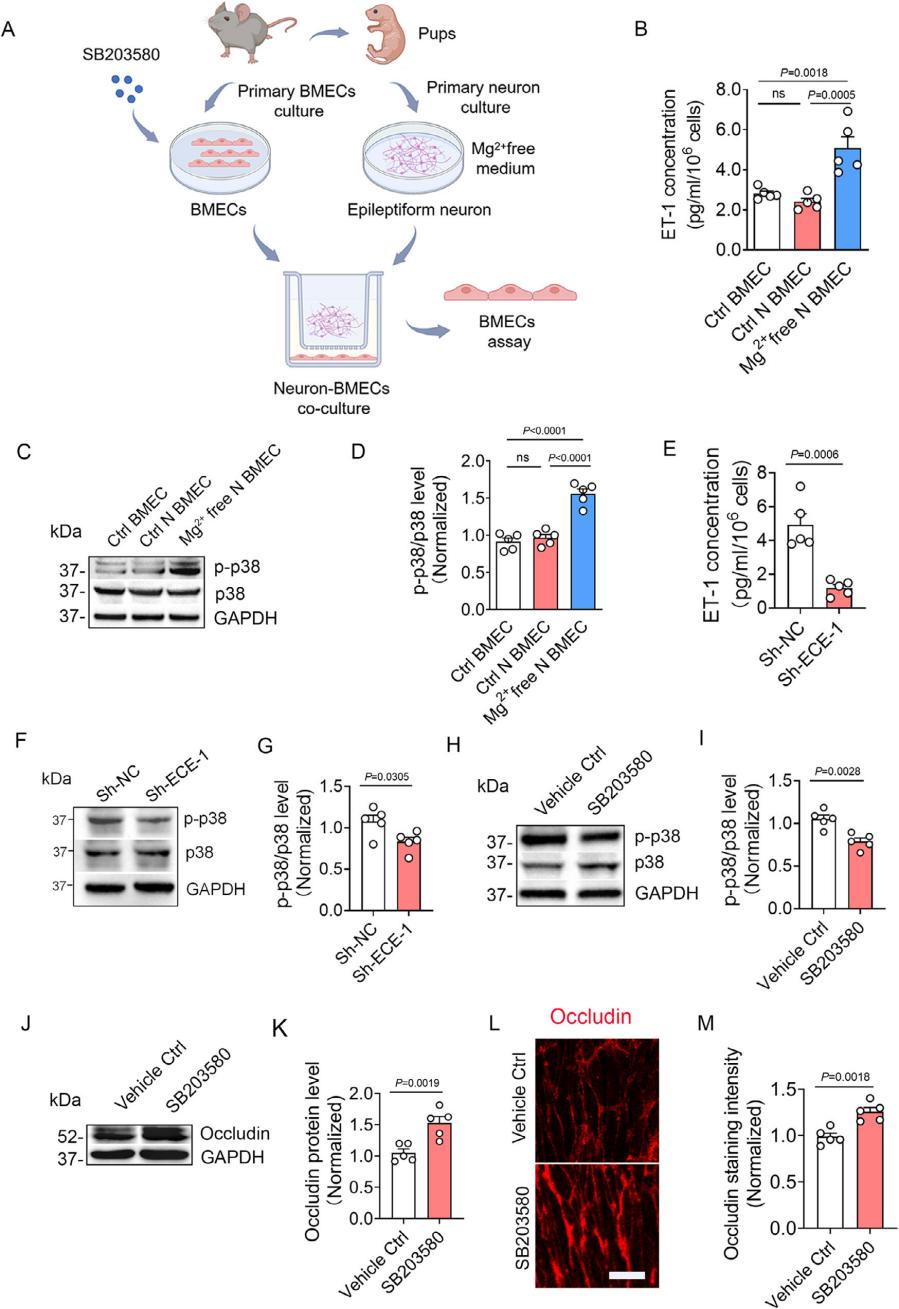
ET‐1 downregulates the expression of tight junction protein via p38/MAPK signaling pathway activation. A) Schematic diagram illustrating the BMECs‐epileptic neuron co‐culture system. Prior to co‐culture with free‐Mg^2+^‐treated epileptic neurons, BMECs were pretreated with the p38/MAPK inhibitor SB203580 for 1 h. SB203580 was maintained throughout the co‐culture period to ensure continuous pathway inhibition. B) Elisa analyses of ET‐1 levels in Ctrl BMEC, Ctrl N BMEC, and Mg^2^⁺ free N BMEC (*n =* 5; ns, Ctrl N BMEC versus Ctrl BMEC; *p =* 0.0005, Mg^2^⁺ free N BMEC versus Ctrl N BMEC; *p =* 0.0018, Mg^2^⁺ free N BMEC versus Ctrl BMEC). C) Western blot analyses showing p‐p38/p38 levels in Ctrl BMEC, Ctrl N BMEC, and Mg^2^⁺ free N BMEC. D) Bar graph quantifying p‐p38/p38 levels (*n =* 5; ns, Ctrl N BMEC versus Ctrl BMEC; *p <* 0.0001, Mg^2^⁺ free N BMEC versus Ctrl N BMEC; *p <* 0.0001, Mg^2^⁺ free N BMEC versus Ctrl BMEC). E) Elisa analyses of ET‐1 levels in Sh‐NC or Sh‐ECE‐1 treated Mg^2^⁺ free N BMECs (*n =* 5, *p =* 0.0006, Sh‐ECE‐1 versus Sh‐NC). F) Western blot analyses showing p‐p38/p38 levels in Sh‐NC or Sh‐ECE‐1 treated Mg^2^⁺ free N BMEC. G) Bar graph quantifying p‐p38/p38 levels (*n =* 5, *p =* 0.0305, Sh‐ECE‐1 versus Sh‐NC). H) Western blot analyses showing p‐p38/p38 levels in vehicle Control (PBS) and SB203580 treated Mg^2^⁺ free N BMECs. I) Bar graph quantifying p‐p38/p38 levels (*n =* 5, *p =* 0.0028, vehicle Control versus SB203580 treated Mg^2^⁺ free N BMECs). J) Western blot analyses showing Occludin protein levels in vehicle Control and SB203580 treated Mg^2^⁺ free N BMECs. K) Bar graph quantifying Occludin protein levels (*n =* 5, *p =* 0.0019, vehicle Control versus SB203580 treated Mg^2^⁺free N BMECs). (L) Representative images of Occludin immunostaining in vehicle Control and SB203580 treated Mg^2^⁺ free N BMECs. M) Bar graph showing quantification of mean fluorescence intensity of Occludin staining (*n =* 5, *p =* 0.0018, vehicle Control versus SB203580 treated Mg^2^⁺ free N BMECs). Data are presented as means ± S.E.M. Statistical analyses was performed using one‐way ANOVA followed by Tukey's test (B, D), unpaired two‐tailed Student's *t*‐test (E, G, I, K, M). Scale bar = 25 µm.

### 2.10 Plasma CircPTPN4 Level is Correlated with BBB Injury at Early Stage of Epileptogenesis

To investigate whether plasma CircPTPN4 correlates with BBB disruption during early epileptogenesis, we analyzed plasma CircPTPN4 expression, Evans blue extravasation, and tight junction protein expression in TLE mice (**Figure** **11**A). Our results showed that plasma CircPTPN4 level exhibited similar temporal dynamics to cortical expression (Figure 5K), peaking at 24 h post‐SE before gradual decline (Figure 11B). Critically, endothelial‐specific CircPTPN4 knockdown (Figure S16A,B, Supporting Information) significantly reduced plasma CircPTPN4 levels versus Controls at all post‐SE time points (Figure S16C–F, Supporting Information), confirming the endothelial origin of plasma CircPTPN4 in epileptic mice.

**Figure 11:**
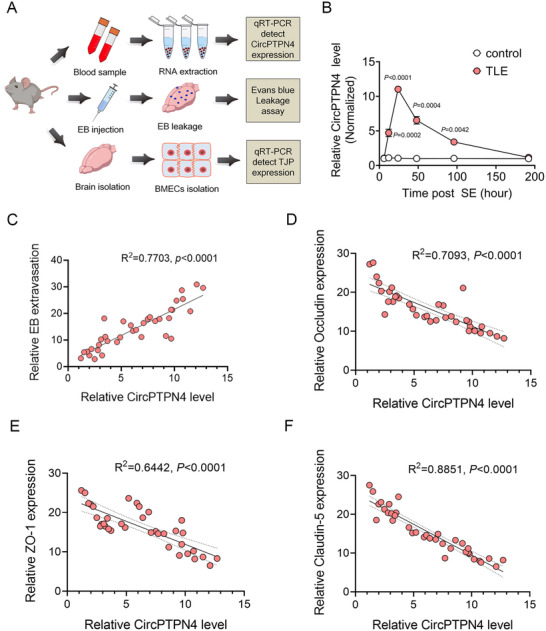
Correlational analyses of plasma CircPTPN4 and BBB injury in epileptic mice. A) Schematic representation of the workflow for correlating plasma CircPTPN4 levels with BBB injury in epileptic mice. B) Line graph depicting plasma CircPTPN4 levels in Control and epileptic mice at 6, 12, 24, 48, 96, and 192‐h post‐status epilepticus (SE) (*n =* 5; *p =* 0.0002 at 12 h; *p <* 0.0001 at 24 h; *p =* 0.0004 at 48 h; and *p =* 0.0042 at 96 h after SE). C) Correlation analysis between plasma CircPTPN4 levels and Evans blue (EB) extravasation in the brain parenchyma (*n =* 36, R^2^ = 0.7703, *p <* 0.0001). D–F) Correlation analysis of plasma CircPTPN4 levels and mRNA expression of tight junction proteins: Occludin (*n =* 36, R^2^ = 0.7093, *p <* 0.0001), ZO‐1 (*n =* 36, R^2^ = 0.6442, *p <* 0.0001), and claudin‐5 (*n =* 36, R^2^ = 0.8851, *p <* 0.0001) in TLE mice. Values are expressed as means ± S.E.M. Statistical significance was assessed using an unpaired two‐tailed Student's *t*‐test (B: 6, 12, and 192 h) and unpaired two‐tailed Welch's *t* test (B: 24, 48, and 96 h). Pearson's correlation coefficient was used to estimate correlations (C, D, E, F).

Furthermore, correlation analyses revealed a strong positive correlation between plasma CircPTPN4 level and parenchymal EB extravasation (Figure 11C) and a significant inverse correlation between plasma CircPTPN4 level and tight junction protein expression (Figure 11D–F). Taken together, these results suggest that plasma CircPTPN4 levels reflect BBB disruption severity during early epileptogenesis and represent a potential biomarker for BBB damage.

## 3 Discussion

CircRNAs are a newly discovered class of endogenous non‐coding RNAs that exhibit complex spatiotemporal expression patterns. Recently, a large number of highly expressed circRNAs have been identified in the human and mouse brain. The function of circRNAs is closely linked to their cellular localization. CircRNAs in the nucleus are involved in transcription, alternative splicing, and the regulation of chromatin loops.^[^ ^46^ ^]^ Upon translocation to the cytoplasm, circRNAs act as competing endogenous RNAs (ceRNAs), functioning as miRNA sponges. These molecules bind to miRNAs, thereby preventing their interaction with and repression of target messenger RNAs (mRNAs).^[^ ^47^ ^]^ Our study establishes that cytoplasmic CircPTPN4 acts as a ceRNA, sequestering miR‐145a‐5p to upregulate endothelin‐converting enzyme‐1 (ECE‐1). This elevates endothelin‐1 (ET‐1) production, which activates the p38/MAPK pathway to downregulate tight junction proteins (Occludin, claudin‐5, ZO‐1). This molecular cascade mediates blood‐brain barrier (BBB) disruption during early epileptogenesis and increases spontaneous recurrent seizure frequency in chronic epilepsy (Figure S17, Supporting Information).

The BBB regulates the transit of ions, molecules, and cells between the circulation and brain parenchyma.^[^ ^48^ ^]^ Murine studies indicate BBB leakage peaks 1‐2 days following epileptogenic insults, subsequently declining over time.^[^ ^49^, ^50^ ^]^ Consistent with prior findings, our data demonstrate maximal BBB damage in mice occurs 24 h post‐SE, a pattern observed uniformly across brain regions in TLE mice. Composed primarily of brain microvascular endothelial cells (BMECs) and tight junction proteins (TJPs; e.g., Occludin, claudin‐5, ZO‐1), the BBB exhibits detectable leakage in rodent SE models within the initial days, progressively resolving over subsequent weeks and correlating with spontaneous seizures onset.^[^ ^51^ ^]^ Similarly, our results show significant TJP disruption and increased BBB permeability at 24 h post‐SE, followed by recovery by 7 days. Although BBB damage is most acute during early epileptogenesis, its effects persist and may critically influence chronic epilepsy development.^[^ ^52^ ^]^ BBB disruption potentially contributes to epileptogenesis post‐SE via direct mechanisms (e.g., neuronal depolarization from potassium influx) and indirect mechanisms (e.g., glial activation, neuroinflammation, synaptogenesis),^[^ ^53^, ^54^ ^]^ which may mediate SRS chronically. Astrocytes, which regulate seizure‐associated neurotransmitters (e.g., glutamate, GABA), ions, water, pH, and glial transmitters release, thereby modulating synaptic transmission and neuronal excitability^[^ ^55^ ^]^ ‐become dysfunctional following BBB compromise,^[^ ^56^ ^]^ contributing to abnormal neuronal excitability. Increased BBB permeability during early epileptogenesis is linked to significant neuroinflammation and targeted neuronal degeneration,^[^ ^57^ ^]^ partly attribute to monocyte infiltration into the parenchyma. Infiltrating monocytes release cytokines, activate microglia, and generate pro‐inflammatory mediators,^[^ ^58^ ^]^ potentially leading to neuronal damage, hyperexcitability, and spontaneous seizures. Epileptic seizures trigger aberrant neuronal proliferation, including mossy fibers sprouting^[^ ^59^ ^]^ and the ectopic granule cell emergence in the hippocampal dentate gyrus.^[^ ^60^ ^]^ These cellular changes are believed to be closely associated with the progression of epilepsy. While nitric oxide (NO) is crucial for synaptic transmission and synaptic plasticity,^[^ ^61^ ^]^ elevated neuronal nitric oxide synthase (nNOS) expression and enhanced enzymatic activity post‐SE may contribute to abnormal neuronal proliferation^[^ ^62^ ^]^ and altered neuronal plasticity. Consequently, BBB disruption represents a significant long‐term factor in spontaneous seizure susceptibility. In vitro evidence indicates neurons during epileptic activity release excessive glutamate, damaging BMEC tight junctions and increasing BBB permeability, suggesting seizure‐driven glutamate directly compromises TJ integrity. Furthermore, seizure‐associated glutamate release upregulates matrix metalloproteinases (MMP‐2 and MMP‐9), which degrades the perivascular extracellular matrix and TJP components, thereby promoting BBB damage.^[^ ^63^, ^64^ ^]^

CircRNAs in endothelial cells have been shown to regulate the integrity of the BBB. For example, CircFoxO3 upregulation in endothelial cells attenuates BBB impairment via autophagy activation,^[^ ^65^ ^]^ while Circ_2858 promotes BBB disruption by sponging miR‐93‐5p to elevate VEGFA expression during Escherichia coli meningitis.^[^ ^66^ ^]^ In this study, we identify CircPTPN4 as a critical regulator of BBB integrity in a murine TLE model. FISH assay revealed epilepsy‐specific upregulation of CircPTPN4 in BMECs but not neurons. CircPTPN4 knockdown in endothelial cells attenuated early BBB impairment and reduced chronic‐phase spontaneous seizure frequency, indicating its dual role in mediating initial BBB damage and sustaining persistent proepileptogenic effects. To evaluate whether CircPTPN4 upregulation is epilepsy‐dependent, we assessed its expression in Control and oxygen‐glucose deprivation (OGD)‐treated BMECs. Notably, CircPTPN4 levels remained unchanged following OGD despite significant tight junction disruption, demonstrating that OGD‐induced tight junction disruption occurs independently of CircPTPN4 and confirming its specificity to epileptic pathogenesis.

MicroRNAs (miRNAs) serve as key post‐transcriptional regulators of gene expression by binding target sites within the untranslated regions (UTRs) of messenger RNAs. CircRNAs can function as competing endogenous RNAs (ceRNAs), sequestering miRNAs to promote target gene expression competitively. Bioinformatics analyses identified a binding site between CircPTPN4 and miR‐145a‐5p, which was experimentally validated via RNA pull‐down and FISH assays. Although miR‐145a‐5p is established as a tumor suppressor in oncology,^[^ ^67^ ^]^ emerging evidence implicates it in endothelial cell function and vascular regulation.^[^ ^68^ ^]^ Here we observed cytoplasmic co‐localization of CircPTPN4 and miR‐145a‐5p in BMEC. Under epileptic condition, miR‐145a‐5p expression was downregulated, exhibiting an inverse correlation with CircPTPN4 upregulation. These results indicate that CircPTPN4 mediates endothelial dysfunction and BBB impairment through a ceRNA mechanism by sponging miR‐145a‐5p.

Recent studies indicate that miR‐145a‐5p is expressed in neurons and modulates neural proliferation and synaptic plasticity.^[^ ^37^, ^69^ ^]^ Consistent with these findings, we observed neuronal localization of miR‐145a‐5p via co‐localization with the mature neuron marker NeuN. However, unlike in BMECs, miR‐145a‐5p expression in neurons remained stable under epileptic conditions. This cell‐type‐specific regulation suggests miR‐145a‐5p mediates cell‐autonomous effects within BMECs to modulate BBB integrity in epilepsy.

To identify miR‐145a‐5p target genes, we conducted bioinformatics analyses and pinpointed the ECE‐1 as a key candidate. Consistent with CircPTPN4 dynamics, ECE‐1 expression was upregulated at 24 h post‐SE and normalized by 7 days in the cortex of TLE mice. Furthermore, modulation experiments confirmed that miR‐145a‐5p mimic transfection downregulated ECE‐1, while miR‐145a‐5p inhibitors upregulated ECE‐1 in both Control and epileptic BMECs. Critically, CircPTPN4 knockdown via shRNA lentivirus attenuated anti‐miR‐145a‐5p‐induced ECE‐1 upregulation. Conversely, miR‐145a‐5p mimic transfection rescued ECE‐1 overexpression induced by CircPTPN4 ectopic expression. These data establish miR‐145a‐5p the function mediator through which CircPTPN4 regulates ECE‐1.

In this study, ECE‐1 knockdown improved BBB integrity in epileptic mice, indicating its critical role in BBB impairment. As the primary enzyme for endothelin‐1 (ET‐1) synthesis, ECE‐1 elevation drives BBB dysfunction through ET‐1 overproduction. Previous studies demonstrate ET‐1 induces tight junction disruption^[^ ^39^, ^40^ ^]^ and activates the mitogen‐activated protein kinase (MAPK) pathway,^[^ ^70^, ^71^, ^72^ ^]^ which directly regulate tight junction proteins expression.^[^ ^73^, ^74^ ^]^ We therefore propose that ET‐1 mediates tight junction downregulation via MAPK pathway activation in epileptic condition. Validation experiments revealed concomitant elevation of ET‐1 and phospho‐p38/MAPK in BMECs co‐cultured with epileptic neurons. ECE‐1 knockdown reduced both ET‐1 production and p38/MAPK phosphorylation. Critically, p38/MAPK inhibition significantly upregulated tight junction protein expression in epileptic neuron co‐cultured BMECs. These findings establish that ET‐1 increases BBB permeability by activating the p38/MAPK pathway to suppress tight junction protein expression.

Given the established role of BBB injury in epileptogenesis, early detection and restoration of BBB integrity represent critical therapeutic targets. Liquid biopsy has emerged as a significant non‐invasive diagnostic modality,^[^ ^75^, ^76^ ^]^ with peripheral blood serving as a primary biofluid source. Circular RNAs are endogenously synthesized and enter circulation via exosome transport and passive leakage during pathology.^[^ ^77^ ^]^ Their covalently closed circular structure confers exceptional RNase resistance, ensuring remarkable plasma stability.^[^ ^24^ ^]^ Plasma circRNAs currently serve as diagnostic biomarkers in oncology (e.g., circFARSA in lung cancer,^[^ ^78^ ^]^ hsa_circ_0000467 in gastric cancer^[^ ^79^ ^]^). In this study, plasma CircPTPN4 levels mirrored expression patterns in BMECs of epileptic mice, indicating its reflection of cerebral endothelial dynamics. Importantly, plasma CircPTPN4 positively correlated with early‐stage BBB injury severity. These findings position CircPTPN4 quantification as a promising non‐invasive approach for assessing BBB integrity in epilepsy patients.

In conclusion, our findings establish that CircPTPN4 compromises BBB integrity during early epileptogenesis by competitively binding miR‐145a‐5p to upregulate ECE‐1. Subsequent ECE‐1‐mediated ET‐1 synthesis activates the p38/MAPK pathway, downregulating tight junction protein expression and increasing vascular permeability. Crucially, CircPTPN4 knockdown attenuated tight junction disruption, reduced acute BBB damage, and decreased chronic spontaneous seizure frequency. These findings suggest that targeting the CircPTPN4/miR‐145a‐5p/ECE‐1 signaling pathway could be a promising strategy for developing novel therapeutics aimed at preserving BBB function and mitigating seizure activity in epilepsy.

## 4 Experimental Section

### Animals

Male C57BL/6 J mice (4–6 weeks old, weighing 19 ± 2 g) were obtained from the Nanjing Biomedical Research Institute of Nanjing University (NBRI, Nanjing, China). The mice were housed in an air‐conditioned room at 22 ± 1 °C with a 12‐h light/dark cycle (lights on from 7:00 A.M. to 7:00 P.M.). Food and tap water were provided ad libitum. All procedures were approved by the Animal Care and Use Committee of the Medical School of Southeast University (protocol number: 017 042 0003) and were conducted in accordance with the National Institutes of Health Guide for the Care and Use of Laboratory Animals. Every effort was made to minimize animal suffering and discomfort and to reduce the number of animals used. In experiments, mice of the same age, size, sex, and genetic background were randomly arranged into Control and treatment groups.

### Pilocarpine Induction of TLE

The temporal lobe epilepsy (TLE) model was induced as previously described,^[^ ^80^ ^]^ with some modifications. Mice were intraperitoneally (i.p.) administered scopolamine methyl bromide (Sigma, Cat. No. S8502, 2 mg kg^−1^) dissolved in saline 30 min prior to pilocarpine injection to block the peripheral effects of pilocarpine. Pilocarpine hydrochloride (TRC, Cat. No. P441500, 290 mg kg^−1^, i.p.) was then administered to induce status epilepticus (SE). Control mice were intraperitoneally (i.p.) administered twice of saline, with the same dosage and time interval with scopolamine methyl bromide and pilocarpine. The pilocarpine dosing regimen was determined based on the previous studies^[^ ^81^, ^82^, ^83^ ^]^ and the preliminary experiments to determine the dosage. These results showed that when mice were treated with pilocarpine at the dosage of 290 mg kg^−1^, with the mice exhibited typical behavior seizures (>4 based on Racine Scale), which is characterized by status epilepticus. Furthermore, the mortality rate of the mice treated at this dosage was as low as 20%. Seizure intensity was assessed using the Racine scale: Stage 1, mouth and facial movements; Stage 2, head nodding; Stage 3, forelimb clonus; Stage 4, seizures characterized by rearing; Stage 5, seizures characterized by rearing and falling. Animals exhibiting behavioral seizures with a Racine score > 4 more than once, along with EEG recording, were classified as status epilepticus. To terminate status epilepticus, mice received an intraperitoneal injection of diazepam (10 mg kg^−1^), while Control mice were administered an equivalent volume of saline.

### Magnetic Resonance Imaging Scan and Image Analyses

Magnetic resonance imaging (MRI) was performed using a 7.0‐Tesla horizontal scanner (Bruker, Ettlingen, Germany, PharmaScan) at Southeast University. Mice were initially anesthetized with isoflurane (2%–3% in a 70/30 N_2_/O_2_ mixture) and head‐fixed in an animal carrier using tooth and ear bars. Fixation and anesthesia were necessary to minimize movement artifacts. The breathing rate of the mice was maintained at 100–120 breaths per minute by adjusting the isoflurane concentration during image acquisition. T2‐weighted scans were performed at 24 h and 7 days after status epilepticus (SE), with Control mice used for comparison. T2‐weighted imaging (T2WI) parameters were as follows: TR = 30 000 ms, TE = 10.0 ms, FOV = 31 × 20 mm, matrix = 256 × 256, flip angle = 128°, slice thickness = 1 mm, slice spacing = 1 mm, and number of excitations (NEX) = 4. The acquired MRI data were exported in DICOM format using Paravision 6.0.1, and the DICOM images were converted to Neuroimaging Informatics Technology Initiative (NIfTI) format using MRIcron (dcm2nii tool). The strong bias field produced by the instrument's surface coil was corrected using AIDAmri. The edema area in mice after SE was identified based on the higher signal intensity in T2‐weighted images compared to Control mice.

### Quantitative Real‐Time PCR

Total mRNA and circRNA were extracted from brain microvascular endothelial cells (BMECs) or brain tissues using TRIzol reagent (Vazyme Biotech, Cat. No. R401‐01). Total RNA from plasma was isolated using the MolPure Blood RNA Kit (YEASEN, Cat. No. 19241ES50) according to the manufacturer's instructions. cDNA was synthesized using the HiScript III RT SuperMix for qPCR (+gDNA wiper) (Vazyme Biotech, Cat. No. R323‐01). RNA and cDNA concentrations were measured using a spectrophotometer (OD‐1000, Wuyi Technology, Nanjing, China). Quantitative real‐time PCR assays were performed using the AceQ qPCR SYBR Green Master Mix (Low ROX Premixed) (Vazyme Biotech, Cat. No. Q131‐02) on a quantitative real‐time PCR system (Applied Biosystems, Foster City, CA, USA). The PCR conditions included one cycle at 95 °C for 5 min, followed by 40 cycles at 95 °C for 10 s and 60 °C for 30 s. Relative mRNA expression was normalized to GAPDH mRNA levels in the same samples and calculated using the ΔΔCt method. For circRNA amplification, divergent and convergent primer sets were used. Total miRNA was isolated using the MiPure Cell/Tissue miRNA Kit (Vazyme Biotech, Cat. No. RC201) and reverse transcribed into cDNA using the miRNA first Strand cDNA Synthesis Kit (by stem‐loop) (Vazyme Biotech, Cat. No. MR101) according to the manufacturer's instructions. The reagents and conditions for miRNA real‐time PCR were identical to those used for circRNA analyses. miR‐145a‐5p qRT‐PCR primers were designed using Vazyme miRNA Design V1.01 software. miRNA levels were normalized to the expression of the small RNA U6. All primers used in this study are listed in Table S1, Supporting Information.

### Western Blot Assay

Brain tissues were homogenized in RIPA lysis buffer (Beyotime, Cat. No. P0013B) supplemented with a protease inhibitor cocktail (EDTA‐free, 100× in DMSO) (Med Chem Express, Cat. No. HY‐K0010) on ice. After centrifugation at 12 000 rpm for 25 min, the protein content in each supernatant was determined using Pierce BCA Protein Assay Kit (Pierce, Cat. No. 23 227) and quantified to the same concentration. Samples were boiled at 100 °C for 5 min in sodium dodecyl sulfate (SDS) loading buffer to denature the proteins. Proteins with varying molecular weights were separated using 12% SDS‐polyacrylamide gels (SDS‐PAGE) and transferred to nitrocellulose membranes (Merck Millipore, Cat. No. HATF00010) using a Bio‐Rad Mini Protean III wet transfer unit (Bio‐Rad, Hercules, CA, USA). Membranes were incubated with 5% nonfat milk in TBST (0.01% Tween‐20) for 1 h, followed by incubation with specific primary antibodies at 4 °C overnight. After three washes with 1× TBST to remove unbound antibodies, membranes were re‐incubated for 2 h with the appropriate HRP‐conjugated secondary antibodies. Signals were detected digitally using Chemistar High‐Sig ECL Western Blotting Substrate (Tanon, Cat. No. 180‐5001). The blot intensity was quantified using ImageJ software (NIH, version 1.8.0). The primary antibodies used for Western blotting are listed in Table S2, Supporting Information.

### Immunofluorescence

Brain tissues or cells were fixed in ice‐cold 4% paraformaldehyde solution overnight or for 30 min, respectively. After dehydration in 30% sucrose solution, brain tissues were cut into 35 µm‐thick slices. Fixed brain tissue slices or cells were permeabilized with 0.1% Triton X‐100 in PBS for 15 min, blocked with 5% BSA at room temperature for 1 h, and then incubated overnight at 4 °C with specific antibodies. The tissues or cells were washed three times with PBS for 15 min each and incubated with appropriate secondary antibodies (1:200, Yeasen Biotechnology) for 2 h at room temperature. The slides were rinsed and mounted. Images were captured using a laser confocal microscope (Nikon A1R HD25, Tokyo, Japan). Image processing and fluorescence quantification were performed using ImageJ software (NIH, version 1.8.0) by an investigator blinded to group assignments. The primary antibodies used for immunofluorescence are listed in Table S2, Supporting Information.

### BBB Integrity Evaluation with Tracer

For detection of EB leakage, mice were intravenously injected with 6 µL g^−1^ of body weight of 2% (wt/vol) Evans Blue (EB) (Sigma, Cat. No. E2129) and circulated for 6 h. For detection of dextran leakage, 10 mg kg^−1^ of 40 kDa Dextran (Sigma, Cat. No. FD40S) dissolved in saline was administered in mice and circulated for 10 min. In order to observe more clearly the accumulation of tracers in brain parenchyma, mice deeply anesthetized with isoflurane were underwent cardiac perfusion to remove dyes from the blood vessels. A total of 200 mL of saline was administered to ensure thorough removal of blood and tracers in vascular, till the limbs and liver looks paleness. The perfusion pressure was maintained at 6.0 mmHg, which was determined to be the optimal rate for achieving continuous outflow of the perfusate. Following this, 200 mL of 4% paraformaldehyde was perfused for tissue fixation. For detection of Sulfo‐NHS‐LC‐Biotin leakage, deeply anesthetized mice were perfused with 35 mL 5 mg mL^−1^ Sulfo‐NHS‐LC‐Biotin (Med Chem Express, Cat. No. HY‐D0799A) dissolved in PBS. The perfusion pressure was maintained at 2.0 mmHg. The brain tissue was then fixed with 4% paraformaldehyde overnight and dehydrated in a 30% sucrose solution. EB staining on the brain surface was captured, and the brain tissue was then cut into thick slices for visual observation of EB leakage in different brain regions. Brains were also cut into 35 µm slices for microscopic observation of EB autofluorescence (excitation wavelength: 633 nm; emission wavelength: 640–700 nm) or for further immunostaining. For Evans Blue quantification in the brain parenchyma, equal‐weight hemispheres of perfused mice were homogenized in 50% trichloroacetic acid (Aladdin, Cat. No. T104257). After centrifugation at 1000 g for 10 min, the pH of the supernatant was adjusted to neutral with 5 M NaOH. The absorbance of EB was measured at 620 nm using a microplate reader (Biotech, USA). Mice brain tissues were also dissected immediately following cervical dislocation, washed with PBS, and fixed with 4% paraformaldehyde supplemented with 0.025% glutaraldehyde (Adamas‐beta, Cat. No. 0 100 8335) to preserve intravascular EB or dextran. Additionally, 35 µm thick brain tissue slices were acquired for further observation. Images were captured using a laser confocal microscope (Nikon A1R HD25, Tokyo, Japan) with consistent settings, primarily including the following elements: The “Ch Series” feature was enabled during the imaging process to prevent color crossover. The three main parameters influencing signal strength are the detector's sensitivity (“HV”) set to 42, the “Offset” configured to 0, and the laser power set at 0.5. No changes were made to display and adjustment settings during imaging. Pictures of ROI positions in cortical regions were determined with similar vascular density. Furthermore, image acquisition regions across different experimental groups were kept as consistent as possible. A series of ROI mean values were normalized to the average of the Control group. Specifically, the mean fluorescence intensity value (µControl) for the Control group data is calculated first, and then all values (including those from the Control group) are compared to µControl. Image processing and fluorescence quantification were performed using ImageJ software (NIH, version 1.8.0) by an investigator blinded to group assignments.

### Transmission Electron Microscopy

TEM imaging was done as previous described with some modifications.^[^ ^9^ ^]^ Mice were intravenously injected with 0.5 mg g^−1^ of body weight of horseradish peroxidase (Sigma Aldrich, HRP, type II, Cat. No. P8250) dissolved in PBS. After 30 min of HRP circulation, 1 mm^3^ brain tissues were dissected and fixed by immersion in 0.01 M Phosphate Buffer Solution (2.5% glutaraldehyde, Pinuofei, PN0019) for 1 h at room temperature (RT) followed by fixation with 1% osmium acid in 0.1 M phosphate buffer solution (with pH 7.4) at room temperature in the dark for 2 h. Fixed tissues were washed overnight in 0.1 M sodium cacodylate buffer and then cut in 50 µm‐thick free floating sections using a vibrotome. Sections were incubated for 45 min at RT in 0.05 M Tris‐HCl pH 7.6 buffer, containing 5 mg/10 mL of 3‐3′ diaminobenzidine (DAB, Med Chem Express, Cat. No. HY‐W014212) with 0.01% hydrogen peroxide. The samples were prepared by Pinuofei Biological Co., Ltd (Wuhan, China). The steps are as follows: After rinsed with 0.1 M phosphate‐buffered saline (PBS, pH 7.4), tissues were then dehydrated with different concentration gradients of ethanol and 100% acetone. After embedding with acetone and 812 embedding agent, tissues were polymerized for 48 h and then ultra‐thin sections (80 nm) were prepared and the sections were collected using a 150‐mesh square Huaguan membrane copper mesh. The copper mesh was stained with a 2% acetic uranium saturated alcohol solution in the dark for 8 min, after washing, the copper mesh was then stained with a 2.6% citrate lead solution under carbon dioxide‐free conditions for 8 min. This work also prepared samples without HRP injection. The images were obtained using the transmission electron microscope (H‐7650C) of Southeast University. The magnification of the image is 4000X.

### Primary Brain Microvascular Endothelial Cells Culture

The neocortex was dissected from 4–6‐week‐old C57BL/6J mice and carefully remove large blood vessels by rolling it on filter paper. The brain tissue was then cut into 1 mm^3^ pieces using scissors in DMEM/F12 medium (Gibco, Cat. No. C11330500BT) and digested with a solution containing collagenase I (Gibco, Cat. No. 9001‐12‐1), 0.8% Trypsin‐EDTA (Beyotime, Cat. No. C0201), and 1% DNase I (Sigma, Cat. No. 10 104 159 001) for 1.5 h at 37 °C with gentle rotation. After digestion, the mixture was centrifuged at 1000 rpm for 5 min to remove the digestion fluid. The pellet was resuspended in 20% bovine serum albumin (BSA, Yuanye Bio‐Technology, Cat. No. BIO‐000001) and centrifuged at 1000 g for 20 min at 4 °C. Brain microvascular endothelial cells were collected from the bottom of the tube and resuspended in DMEM/F12 supplemented with 15% FBS (Gibco, Cat. No. A5669701), murine EGF (Pep Rotech, Cat. No. 315‐09, 0.005%), murine bFGF (Pep Rotech, Cat. No. 450‐33, 0.1%), vitamin C (Solar Bio, Cat. No. A8100, 0.01%), hydrocortisone (Solar Bio, Cat. No. G8450, 0.2%), heparin sodium (Solar Bio, Cat. No. H8060, 0.068%), and L‐glutamine (Beyotime, Cat. No. C0905, 1%). The cells were then plated on 0.1% gelatin (Solar Bio, Cat. No. G0040)‐coated 6‐well plates and cultured in a 37 °C, 5% CO_2_ incubator for ≈8 days for further experiments.

### Primary Neuron Culture and Establishment of Epileptiform Discharge Model

The hippocampus was dissected from postnatal day 0 (P0) newborn mice and cut into 1 mm^3^ pieces in pre‐cooled DMEM/F12 medium (Gibco, Cat. No. C11330500BT). The tissue was then digested with 0.125% trypsin (Gibco, Cat. No. 25 200 056) in a 37 °C incubator for 10 min. After digestion, the reaction was terminated by adding fetal bovine serum (FBS, Gibco, Cat. No. A5669701), and the mixture was centrifuged at 1000 rpm for 5 min. The pellet was resuspended in neurobasal medium (Gibco, Cat. No. 21 103 049) supplemented with B27 (Gibco, Cat. No. 17 504 044) and gently triturated using a pipette. The resulting suspension was filtered through a 40 µm nylon mesh and plated onto Poly‐D‐Lysine (PDL, Beyotime, Cat. No. C0312)‐coated 6‐well plates. The cells were then cultured in a 37 °C, 5% CO_2_ incubator for ≈7 days for subsequent experiments. To establish an in vitro neuronal epilepsy model, hippocampal neurons were cultured in a magnesium‐free extracellular solution (145 mM NaCl, 2.5 mM KCl, 10 mM HEPES, 2 mM CaCl_2_, 10 mM glucose, 0.002 mM glycine in distilled water, pH 7.2, adjusted to 325 mOsm with sucrose) at 37 °C for 3 h. Epileptiform activity was then assessed by whole‐cell current‐clamp recordings.

### Whole Cell Current‐Clamp Recording

Whole cell current‐clamp recording was performed as we described previously.^[^ ^84^ ^]^ Neurons were treated with magnesium‐free medium to induce seizure activity. The electrophysiological recordings were initiated by replacing the culture medium with a recording solution containing: 145 mM NaCl, 10 mM HEPES, 10 mM glucose, 2.5 mM KCl, 2 mM CaCl_2_, 0.002 mM glycine, 1 mM MgCl_2_, pH 7.3, and osmolality adjusted to 325 mOsm with sucrose. Neurons were then continuously monitored in whole‐cell current‐clamp mode using a Multiclamp 700B patch clamp amplifier and an Axon Digidata 1550 A/D converter (Molecular Devices). The recording chamber was perfused continuously with the recording medium at a flow rate of 0.5 mL min^−1^. All experiments were conducted at room temperature. To assess neuronal firing patterns, 1000 ms depolarizing current steps, starting at 10 pA and increasing in 30 pA increments, were applied from a holding potential of ‐70 mV. Action potentials were elicited with 5 ms depolarizing current pulses. The number of action potentials was quantified using the threshold search function in Clampfit (Molecular Devices, version 10.6).

### Oxygen Glucose Deprivation and Cell Viability Assay

BMECs cultured on 96‐well plates were allowed to reach 80% confluence. For the oxygen‐glucose deprivation (OGD) assay, BMECs were placed in glucose‐free, deoxygenated DMEM (Gibco, Cat. No. 11 966 025) and exposed to an oxygen‐free environment (95% N_2_, 5% CO_2_) for 5 h. Cells cultured under normal conditions served as Controls. Cell viability was assessed using the CCK‐8 kit (Beyotime, Cat. No. C0037) according to the manufacturer's instructions. Briefly, 20 µL of CCK‐8 solution was added to the BMECs, followed by a 2‐h incubation. The absorbance was measured at 450 nm using a microplate reader (Biotech, USA).

### Sodium Fluorescein Permeability Assay

BMECs were cultured in the upper chamber of a Transwell insert with a pore size of 0.4 µm. The medium in both the upper and lower chambers was maintained at the same level, ensuring contact between the two. A complete monolayer cell barrier was formed to assess permeability. After exposure to virus or co‐culture with epileptiform neurons, the medium in the upper chamber was replaced with the same medium as in the lower chamber, with the addition of 10 µg mL^−1^ Na‐F (Sigma, Cat. No. F6377). After incubating at 37 °C for 60 min, the fluorescence intensity in the lower chamber was measured at 488 nm using a microplate reader (Biotech, USA).

### Circular RNA Library Construction and Sequencing

Total RNA was isolated and purified from the cortex of three Control male mice (6 weeks old) and three epileptic male mice (6 weeks old) using TRIzol reagent (Vazyme Biotech, Cat. No. R401‐01). Ribosomal RNA was removed using the Illumina Ribo‐Zero Gold Kit. RNA purity was assessed with a Kaio spectrophotometer (Kaio, Beijing). RNA integrity and concentration were evaluated using the Agilent 2100 RNA Nano 6000 Assay Kit (Agilent Technologies, Cat. No. 5067‐1511). Long non‐coding RNA (lncRNA) libraries were constructed using 3 µg of total RNA from each sample. Different index tags were selected to build the library, following the instructions provided in the NEB Next Ultra Directional RNA Library Prep Kit for Illumina (New England BioLabs, Cat. No. E7760). The library was sequenced on an Illumina platform (PE150) by Annoroad Gene Technology (Beijing) Co., LTD.

### Circular RNA Data Analyses

The raw data were filtered to generate high‐quality clean reads by removing those with contaminated junctions, low‐quality reads (where the Phred Quality Score ≤ 19 for more than 15% of the total bases), reads with an N ratio greater than 5%, and those that matched ribosomal RNA. Circular RNAs (circRNAs) were identified using CIRI. The sequences were initially split using the BWA‐MEM algorithm, and the results were compared to identify paired chiastic clipping and paired‐end mapping sites, as well as GT‐AG splicing signals. Sequences with junction sites were re‐matched for circRNA identification using a dynamic programming algorithm to ensure reliability. The expression levels of circRNAs were quantified using the Spliced Reads per Billion Mapping normalization method. Differential expression analyses of circRNAs were performed using DESeq2. circRNAs with Log2 fold change ≥ 1.5 or ≤ −1.5 and *p <* 0.05 were considered markedly differentially expressed. The numbers of up‐regulated and down‐regulated circRNAs were then determined. Additionally, Gene Ontology terms and Kyoto Encyclopedia of Genes and Genomes pathways associated with the differentially expressed circRNA genes were identified.

### Biotinylated RNA Pull‐Down Assay

BMECs cultured on 100 mm × 20 mm Style Dishes (Corning, Cat. No. 430 167) to 80% confluence were used for the CircPTPN4 and miR‐145a‐5p pull‐down assays. For CircPTPN4 to miR‐145a‐5p affinity isolation, BMECs were washed with 1× PBS and lysed with 1 mL of lysis buffer (Beyotime, Cat. No. P0658S) per dish on ice for 10 min. For miR‐145a‐5p to CircPTPN4 affinity isolation, BMECs were transfected with biotinylated wild‐type miR‐145a‐5p (Bio‐miR‐145‐WT) or biotinylated mutant miR‐145a‐5p (Bio‐miR‐145‐MUT) at a final concentration of 100 nM for 48 h. After three washes with ice‐cold PBS, the cells were lysed with lysis buffer. The lysates were centrifuged at 12 000 rpm for 15 min. A total of 50 µL of supernatant from each sample was prepared as input. Biotinylated CircPTPN4 probe (100 nM, RiboBio) was dissolved in binding buffer (0.5 M NaCl, 20 mM Tris‐HCl, pH 7.5, 1 mM EDTA), and the probe was incubated with streptavidin magnetic beads (Beyotime, Cat. No. P0658S) with rotation at 4 °C for 2 h to form the probe‐magnetic bead complex. This complex was then incubated with BMECs supernatant at 4 °C for 4 h with rotation to capture CircPTPN4‐binding miRNAs. For miR‐145a‐5p to CircPTPN4 isolation, lysates of BMECs transfected with biotinylated miRNAs were directly incubated with streptavidin magnetic beads at 4 °C for 4 h with rotation to capture miR‐145a‐5p‐binding circRNAs. The beads were washed three times with wash buffer, and the bound RNA complex was eluted with elution buffer for subsequent quantitative RT‐PCR analyses. The biotinylated wild‐type and mutant miR‐145a‐5p were synthesized by Gene Pharma (Shanghai, China). Their sequences are provided in Table S3, Supporting Information. The primers for GAPDH, CircPTPN4, CircPCNX, U6, miR‐145a‐5p, and miR‐28a‐5p are listed in Table S1, Supporting Information.

### Elisa

BMECs cultured on 96‐well plates were allowed to reach 80% confluence. After coculturing with normal neurons or epileptiform neurons for 3 h, the supernatant was collected and centrifuged at 4 °C for 20 min to remove impurities and cell debris. The ET‐1 content in each supernatant was determined using Enzyme‐Linked Immunosorbent Assay Kit Mouse ET‐1 (Endothelin 1) ELISA Kit (Elabscience, Cat. No. E‐EL‐M2730). The ET‐2 content in each supernatant was determined using Mouse Endothelin 2 (EDN2) ELISA Kit (Jianglai, Cat. No. JL20426). The ET‐3 content in each supernatant was determined using Mouse Endothelin 3 (EDN3) ELISA Kit (Wuxi Donglin Technology Development Co., LTD, Cat. No. DL‐EDN3‐Mu). Briefly, 100 µL each dilution of standard, blank and sample was added into the appropriate wells. Cover the plate with the sealer provided in the kit. Incubate for 90 min at 37 °C. Decant the liquid from each well and immediately add 100 µL of Biotinylated Detection Ab working solution to each well. Cover the plate with a new sealer and incubate for 1 h at 37 °C. Wash three times with wash buffer and pat it dry with clean absorbent paper. Add 100 µL of HRP Conjugate working solution to each well. Cover the plate with a new sealer and incubate for 30 min at 37 °C. After washing five times with wash buffer and patting it dry against clean absorbent paper, 90 µL of Substrate Reagent was added to each well. The plate was covered with a new sealer and incubated for about 15 min at 37 °C. 50 µL of Stop Solution was added to each well and the optical density (OD value) of each well was immediately determined with a microplate reader set to 450 nm. Plot a four‐parameter logistic curve on a log‐log axis, with standard concentration on the x‐axis and OD values on the y‐axis.

### Fluorescence In Situ Hybridization in Combination with Immunostaining

The FISH assay was performed using the Fluorescence in Situ Hybridization Kit (Beyotime, Cat. No. R0306M) following the manufacturer's protocol. Briefly, fixed brain slices or cells cultured on coverslips were permeabilized with 0.3% Triton X‐100 and incubated with proteinase K (20 µg mL^−1^) to expose the epitope for improved binding between the CircPTPN4 probe and miR‐145a‐5p. The samples were then incubated in 0.5 M HCl for 5 min to neutralize basic proteins, followed by acetylation with Acetylation Solution for 10 min. Next, the samples were prehybridized with a hybridization solution for 1 h at 50 °C. To analyze CircPTPN4 expression in BMECs or neurons, the samples were incubated overnight in a hybridization solution containing biotin‐labeled CircPTPN4 probes (50 nM, RiboBio). The following day, the samples were treated with Alexa Fluor 647‐streptavidin (1:200, Invitrogen, Cat. No. S3235), CD31 antibody (1:100, Santa Cruz, Cat. No. S18916), or anti‐NeuN antibody (1:200, Abcam, Cat. No. ab177487). For investigating the binding of CircPTPN4 to miR‐145a‐5p, the samples were incubated overnight with biotin‐labeled CircPTPN4 probes (50 nM, RiboBio) or digoxigenin‐labeled miR‐145a‐5p probes (50 nM, RiboBio). The next day, the samples were treated with Alexa Fluor 488‐streptavidin (1:200, Invitrogen) or anti‐digoxigenin‐poly‐POD antibody (1:200, Roche Diagnostics, Cat. No. 11 207 733 910). After three washes with PBS, miR‐145a‐5p signals were amplified using TSA Cyanine (YEASEN, Cat. No. 60406ES) for 10 min at room temperature. For miR‐145a‐5p expression analyses in neurons, the samples were incubated overnight with digoxigenin‐labeled miR‐145a‐5p probes, followed by treatment with anti‐digoxigenin‐poly‐POD antibody (1:200, Roche Diagnostics, Cat. No. 11 207 733 910) or anti‐NeuN antibody (1:200, Abcam, Cat. No. ab177487) overnight. The miR‐145a‐5p signals were then amplified with TSA Fluorescein (YEASEN, Cat. No. 60405ES) for 10 min at room temperature. The slides were rinsed, mounted, and images were acquired using a laser confocal microscope (Nikon A1R HD25, Tokyo, Japan). Image processing and fluorescence quantification were performed with ImageJ software (NIH, version 1.8.0) by an investigator blinded to the group assignments. The probe sequences are provided in Table S3, Supporting Information.

### Luciferase Assay

The pMIR‐REPORT‐ECE‐1‐3′UTR vector or pMIR‐REPORT‐ECE‐1‐Mutant vector (RiboBio, Guangzhou, China) was constructed using the ECE‐1 3′UTR sequences or mutant sequences, with a constitutive Renilla expression plasmid (Promega) included as an internal Control for transfection efficiency. BMECs were transfected with these plasmids and a miR‐145a‐5p mimic (RiboBio, Guangzhou, China) according to the manufacturer's instructions, with a miRNA Control used as the negative Control. Luciferase activity was measured 24 h ’ post‐transfection using the Dual Luciferase Reporter Gene Assay Kit (YEASEN, 11402ES60) following the manufacturer's protocol. The ECE‐1 3′UTR sequence was obtained from the NCBI database.

### Adeno‐Associated Virus Injection

AAV‐BR1‐ShRNA‐negative Control (Sh‐NC), AAV‐BR1‐ShRNA‐CircPTPN4 (Sh‐CircPTPN4), AAV‐BR1‐ShRNA‐ECE‐1 (Sh‐ECE‐1) were constructed and packaged by Han Bio (Shanghai, China). The ShRNA sequences and CircPTPN4 sequence used in the design process are provided in Tables S4 and S5, Supporting Information. Virus were injected via tail vein to infect cerebrovascular endothelial cells (5 × 10^12^ v. g per mouse). Mice were immobilized with intravenous visual mouse tail injection fixator (YLS‐Q9G, Jinan), and their tails were swabbed with an alcohol cotton ball to dilate the blood vessels. The virus was injected about one‐third of the way from the tip of the tail, and pressure was applied with a cotton ball for 1 min to Control bleeding. Given the minimal damage, no pain medication was administered. The mice then recovered for 2 weeks.

### Lentivirus Vector Construction

The pLO5‐circPTPN4 lentivirus vector (OE‐CircPTPN4) and the pLO5‐ negative Control lentivirus vector (OE‐NC) were constructed by Geneseed (Guangzhou, China). The exons 6, 7, and 8 of the PTPN4 gene were precisely inserted into the pLO5‐ciR lentivirus vector, while a scrambled sequence was employed to create the Control lentivirus vector. 

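The sequence of Table S5 has 219 nucleotides and occurs once in the 27-exon transcript of Ptpn4, at positions 1098 to 1316 of its 10874 nucleotides. It starts at the first base of exon 6 and ends at the last base of exon 8. The 6 bases ACTGGA, which pair with positions 2 to 7 of miR-145a-5p counted from its 5′ end, occur once in it, at positions 38 to 43 within exon 6, and are followed by an A. The longer match to positions 2 to 8 occurs 0 times. Of the CircPTPN4 primers of Table S1, the convergent pair covers positions 56 to 127 of the sequence. The pair named divergent-1 has its forward primer at positions 57 to 76 and its reverse primer at positions 196 to 216, and the pair named divergent-2 has them at 50 to 70 and 193 to 215. Both forward primers thus lie before the reverse primers within exons 7 and 8, at distances of 160 and 166 nucleotides.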

The circPTPN4 sequence is listed in Table S5, Supporting Information.

### Cell Transfection

BMECs were cultured on 12‐well plates and experiments were performed when BMECs reaching 70% confluence. For circPTPN4 overexpression, the BMECs were transduced with 1 µg of the OE‐circPTPN4 lentivirus and 1.5 µL of Lipofectamine 2000 (ThermoFisher, 11 668 030) in 500 µL of DMEM for a duration of 48 h. For circPTPN4 knockdown, hU6‐ShRNA‐circPTPN4 lentivirus vector (Sh‐CircPTPN4) was constructed by Genechem (Shanghai, China). BMECs were transduced with Sh‐CircPTPN4 (1.25 × 109TU/500ul) and Polybrene (Beyotime, C0351) in 500 µL of DMEM for 3 days. For miR‐145a‐5p intervention in vitro, BMECs were treated with miR‐145a‐5p mimics or miR‐145a‐5p inhibitors for 2 days, according to the manufacturer's instructions. The miR‐145a‐5p mimics (HY‐R00282), miRNA mimics negative Control (HY‐R04602), miR‐145a‐5p inhibitor (HY‐RI00282), and miRNA inhibitor negative Control (HY‐RI04602) were purchased from Med Chem Express (MCE). The sequences of the miR‐145a‐5p mimic and inhibitor are provided in Table S6, Supporting Information.

### Statistical Analyses

All results are expressed as means ± standard error of the mean (S.E.M.) in the figure legends. At least five independent samples were used in each group and each sample was repeated three times to ensure the reliability. The same brain regions from different mice were considered independent samples. Since the Control group serves as the benchmark in the experiment to assess the relative changes of other groups, this work first calculated the mean value (µControl) of the Control group's data during the data processing phase. Subsequently, all data (including that of the Control group) is compared to µControl so that the Control group data centers ≈1. This adjustment eliminates baseline differences between experiments, allowing the relative changes of the other groups to be expressed with 1 as the reference point. The statistics are evaluated utilizing the “evaluation of outliers” function of GraphPad. The “ROUTE” method can identify one or more outliers, and the parameter Q is set to 1%. In this article, no data were excluded when performing the statistical analyses. Statistical analysis was performed using GraphPad Prism 8.4.2 software. Comparisons between two groups were performed using an unpaired two‐tailed Student's *t*‐test (for homogeneity of variance) or an unpaired two‐tailed Welch's *t*‐test (for heterogeneity of variance). One‐way or two‐way analyses of variance (ANOVA) with Tukey's post hoc test was used for multiple group comparisons. For comparisons between three groups with the heterogeneity of variance, Brown‐Forsythe and Welch's ANOVA was used, followed by Dunnett's T3 post hoc test. The Shapiro–Wilk test was used to assess the normality of each group's distribution. Pearson's correlation coefficient was used to evaluate correlations. Differences were considered statistically significant for *p* < 0.05.

## Conflict of Interest

The authors declare no conflict of interest.

## Author Contributions

X.Z. and J.Y. conceptualized the project. J.Y. designed and performed most of the experiments. Y.H., F.W., X.P., and H.Q. performed or helped in the interpretation and design of some key experiments. Y.Y., C.Z., and L.Z. investigated the project background. J.Y., Y.H., L.Z., X.L., K.X., and C.Z. were involved in the data visualization process. A.Z., C.C., Y.Z., C.Z., and G.G. supervised the study. J.Y. wrote the original draft. X.Z. edited the manuscript.

## Supporting information

Supporting Information

Supplemental Data

## Data Availability

The data that support the findings of this study are available from the corresponding author upon reasonable request. The raw sequencing data was deposited in the NCBI Gene Expression Omnibus (GEO) repository under accession number GSE273352. The dataset is publicly accessible through this permanent link: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE273352.

# Supplementary material for: Circular RNA PTPN4 Contributes to Blood‐Brain Barrier Disruption during Early Epileptogenesis
**Source:** Adv Sci (Weinh). 2025 Dec 14;13(12):e02250. doi: 10.1002/advs.202502250
**Supplement:** Supplementary file 1 — Supporting Information

Supporting Information

Circular RNA PTPN4 Contributes to Blood-Brain Barrier Disruption During Early Epileptogenesis

*Jiurong Yang^1^, Yang Hu^1^, Feiyu Wang^1^, Xintao Peng^1,2^, Honggang Qi^1^, Yuanyuan Yao^1^, Canyu Zhang^1^, Lijie Zhou^1^, Xuemei Liang^1^, Kang Xu^1^, Cong Zhang^1^, Aifeng Zhang^3^, Chen Chen^4^, Yu Zeng^5^, Chenchen Zhang^6^, Guangming Gan^6,7^ and Xinjian Zhu*********^1^*

**
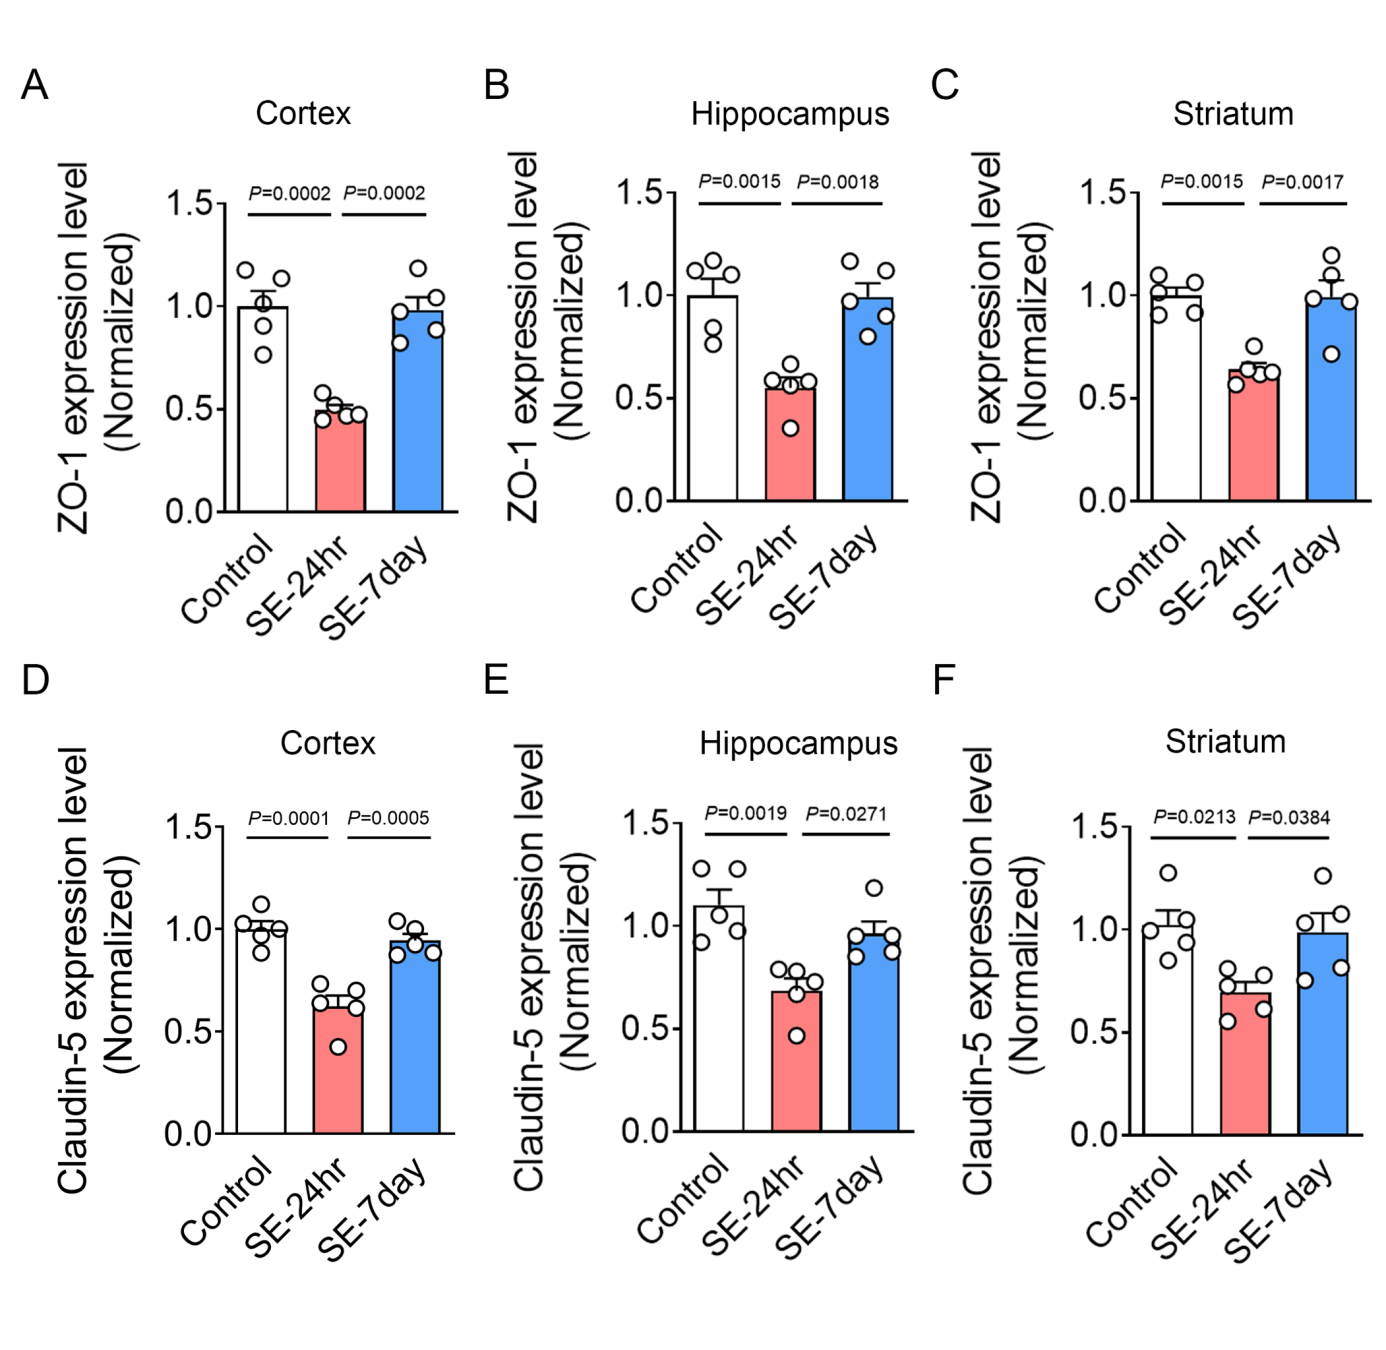
**

**Figure S1.** Regional downregulation of tight junction proteins ZO-1 and Claudin-5 during early epileptogenesis. A-C) Quantative RT-PCR analyses of ZO-1 expression in the cortex (n=5; p=0.0002, SE-24h vs Control; p=0.0002, SE-7day vs SE-24h), hippocampus (n=5; p=0.0015, SE-24h vs Control; p=0.0018, SE-7day vs SE-24h), and striatum (n=5; p=0.0015, SE-24h vs Control; p=0.0017, SE-7day vs SE-24h) at 24 hours and 7days after SE. D-F) Quantative RT-PCR analyses of claudin-5 expression in the cortex (n=5; p=0.0001, SE-24h vs Control; p=0.0005, SE-7day vs SE-24h), hippocampus (n=5; p=0.0019, SE-24h vs Control; p=0.0217, SE-7day vs SE-24h), and striatum (n=5; p=0.0213, SE-24h vs Control; p=0.0384, SE-7day vs SE-24h) at 24 hours and 7days after SE. Data are presented as means ± S.E.M. Statistical significance was determined by one-way ANOVA followed by Tukey’s post hoc test.

**
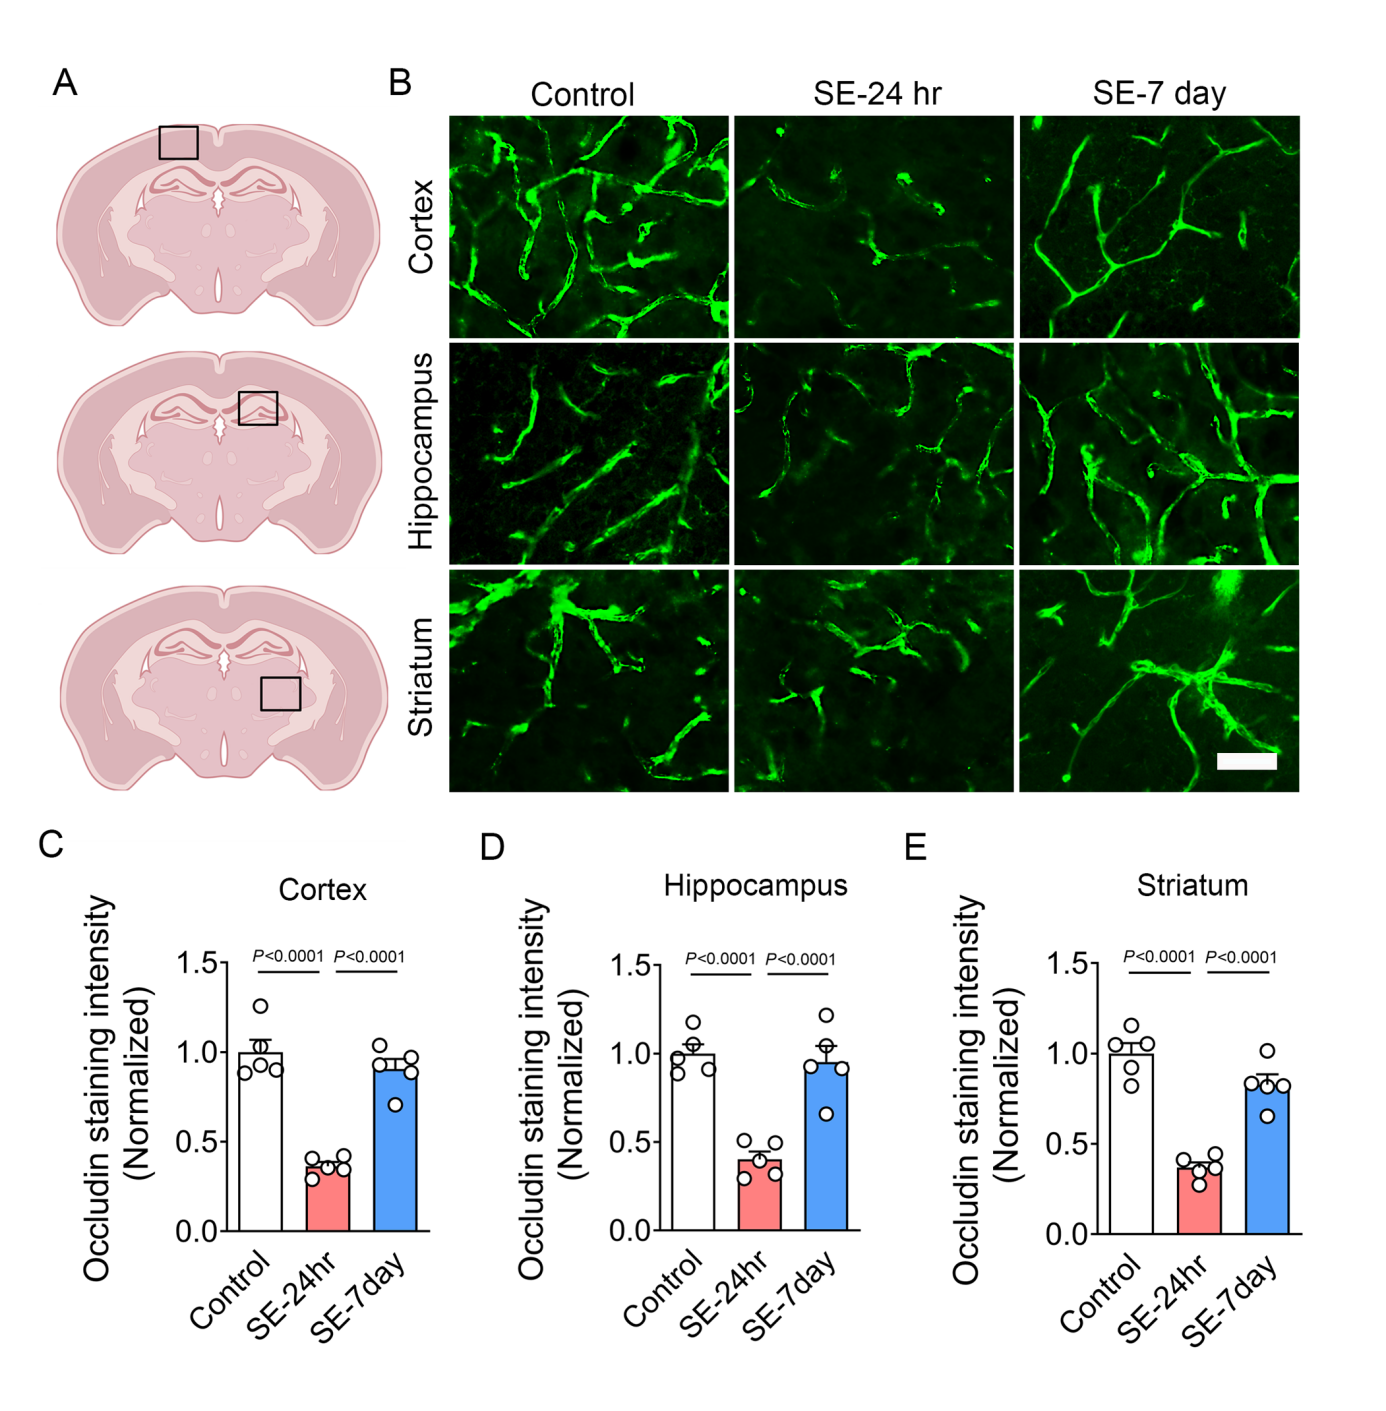
**

**Figure S2.** Regional downregulation of tight junction protein Occludin during early epileptogenesis. A) Schematic coronal section showing analyzed brain regions (boxed: cortex, hippocampus, striatum). B) Representative images of Occludin immunofluorescence in the cortex, hippocampus, and striatum of Control, SE-24h, and SE-7day mice. C-E) Bar graph displaying the quantification of mean Occludin fluorescence intensity in the cortex (n=5; p<0.0001, SE-24h vs Control; p<0.0001, SE-7day vs SE-24h), hippocampus (n=5; p<0.0001, SE-24h vs Control; p<0.0001, SE-7day vs SE-24h), and striatum (n=5; p<0.0001, SE-24h vs Control; p<0.0001, SE-7day vs SE-24h). Data are presented as means ± S.E.M. Statistical analyses were performed using one-way ANOVA followed by Tukey’s post hoc test. Scale bar=25 μm.

**
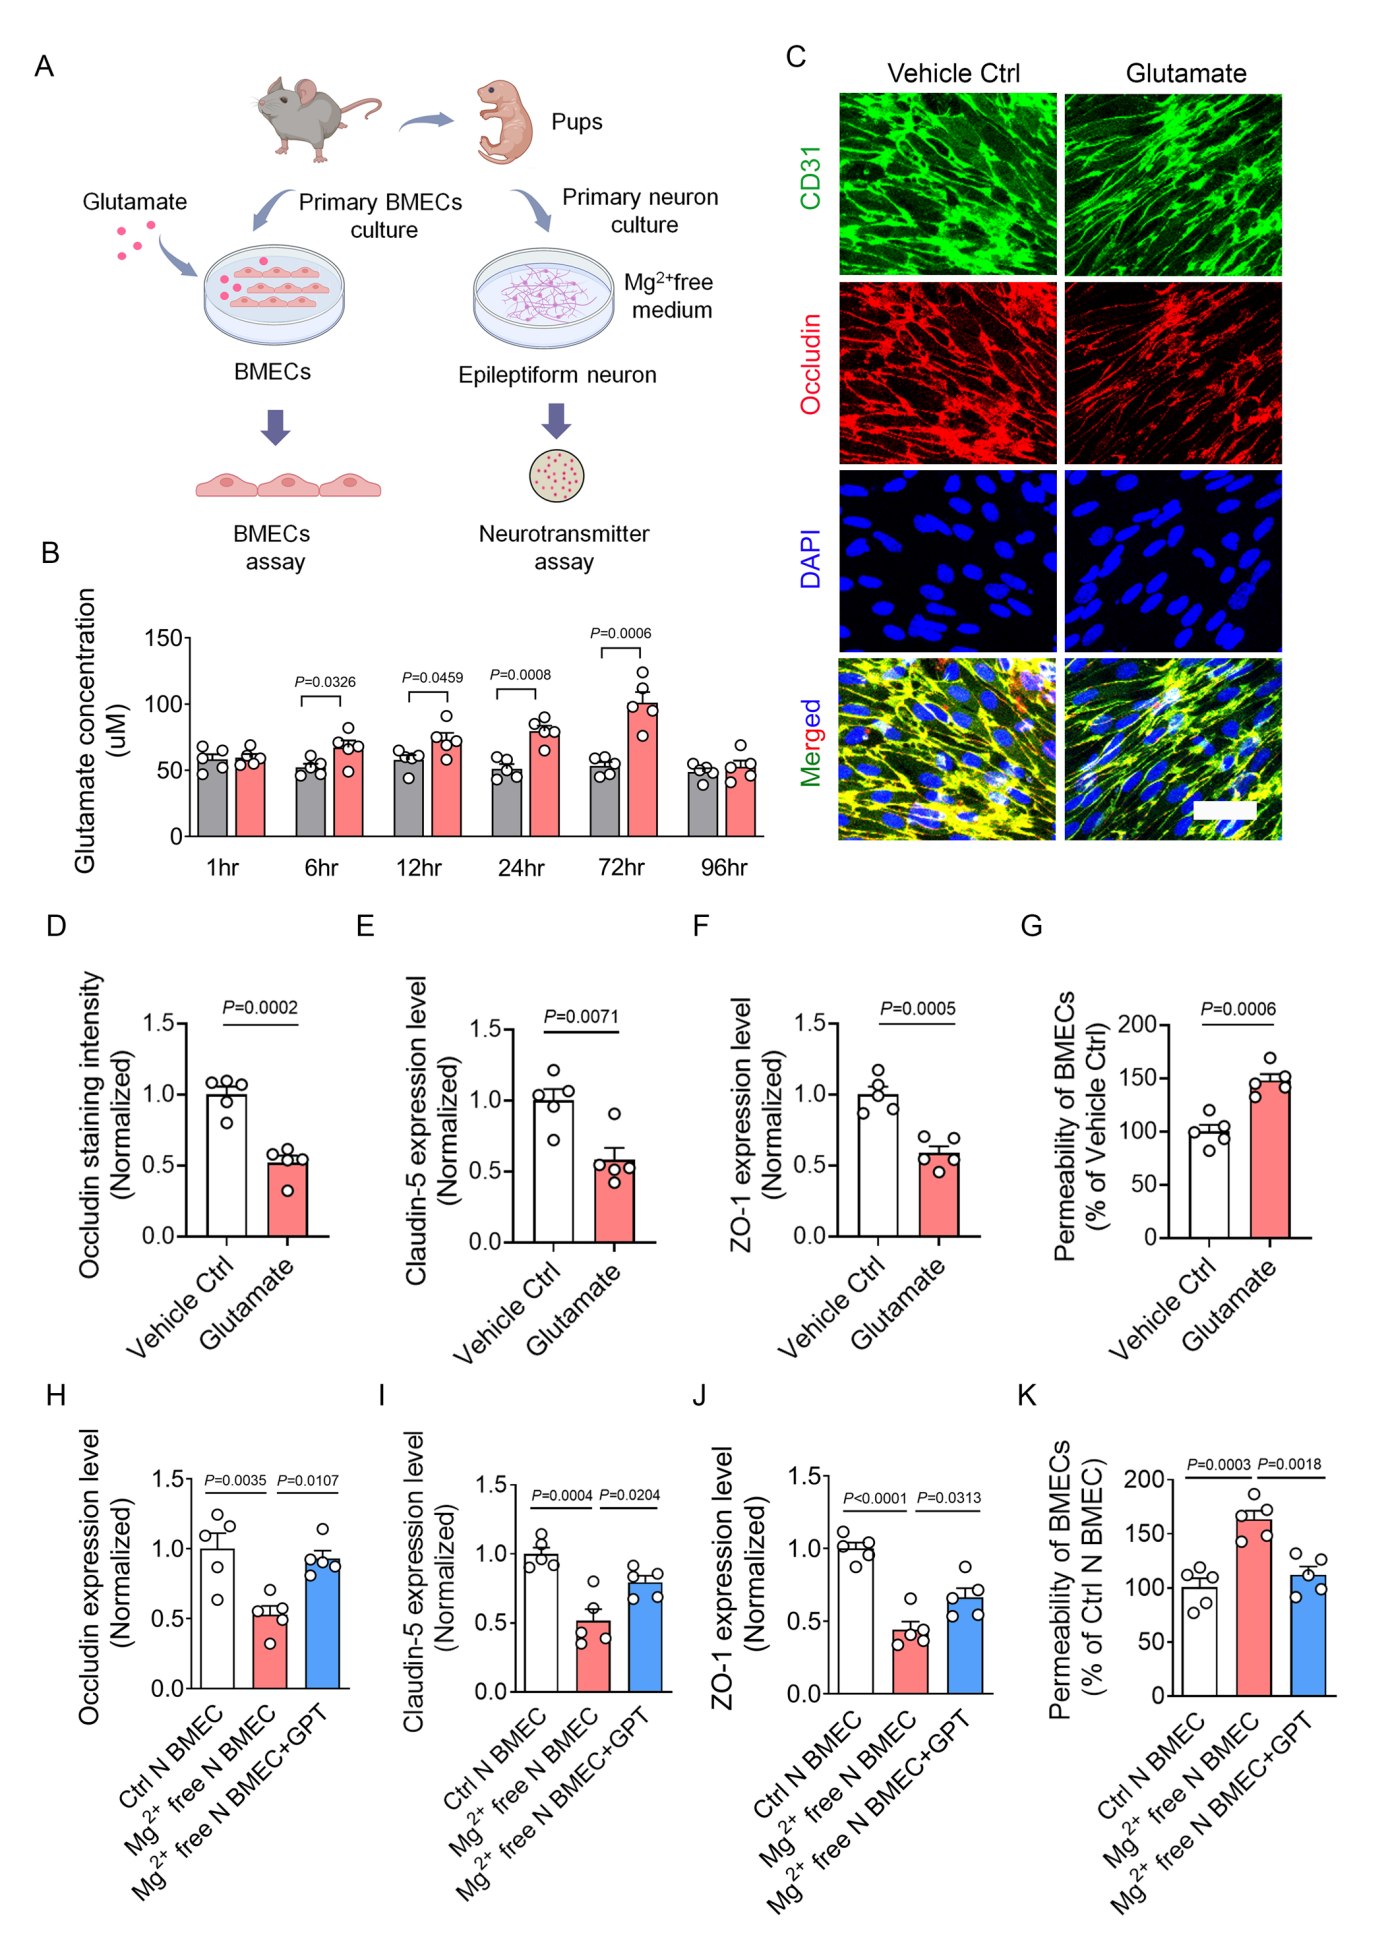
**

**Figure S3.** Glutamate-dependent disruption of endothelial tight junctions in epileptic conditions. A) Schematic representation of tight junction detection in primary BMECs following glutamate exposure and the neurotransmitter release assay in free Mg²⁺-induced epileptiform neuronal cultures. B) Glutamate release measured at various time points in free Mg²⁺-induced epileptiform neuronal culture medium (n=5; p=0.0326 at 6 h, p=0.0459 at 12 h, p=0.0008 at 24 h, and p=0.0006 at 72 h). C) Representative images of CD31/Occludin co-immunostaining in vehicle Control and glutamate-treated BMECs. D) Quantification of the mean fluorescence intensity of Occludin staining in vehicle Control and glutamate-treated BMECs (n=5, p=0.0002, Glutamate vs vehicle Control). E, F) Quantative RT-PCR analyses of claudin-5 (n=5, p=0.0071, Glutamate vs vehicle Control) and ZO-1 (n=5, p=0.0005, Glutamate vs vehicle Control) expression in Control versus glutamate-treated BMECs. G) Permeability assay using Na-F assay in vehicle Control versus glutamate-treated BMECs (n=5, p=0.0006, Glutamate vs vehicle Control). H-J) Quantative RT-PCR analyses of Occludin (n=5; p=0.0035, Mg²⁺-free neuron co-cultured BMEC vs Control; p=0.0107, Mg²⁺-free neuron co-cultured BMEC + GPT vs Mg²⁺-free neuron co-cultured BMEC), claudin-5 (n=5; p=0.0004, Mg²⁺-free neuron co-cultured BMEC vs Control; p=0.0204, Mg²⁺-free neuron co-cultured BMEC + GPT vs Mg²⁺-free neuron co-cultured BMEC), and ZO-1 expression (n=5; p<0.0001, Mg²⁺-free neuron co-cultured BMEC vs Control; p=0.0313, Mg²⁺-free neuron co-cultured BMEC + GPT vs Mg²⁺-free neuron co-cultured BMEC). (K) Permeability analyses using Na-F assay in Control (Ctrl N BMEC), Mg²⁺-free neuron co-cultured BMEC (Mg²⁺-free N BMEC), and Mg²⁺-free neuron co-cultured BMEC treated with GPT (Mg²⁺-free N BMEC + GPT) (n=5; p=0.0003, Mg²⁺-free N BMEC vs Ctrl N BMEC; p=0.0018, Mg²⁺-free N BMEC + GPT vs Mg²⁺-free N BMEC). Values are presented as means ± S.E.M. Statistical analysis include unpaired two-tailed Student’s t-test (B, D, E, F, G), one-way ANOVA followed by Tukey’s post hoc test (H, I, J, K). Scale bar=25 μm.

**
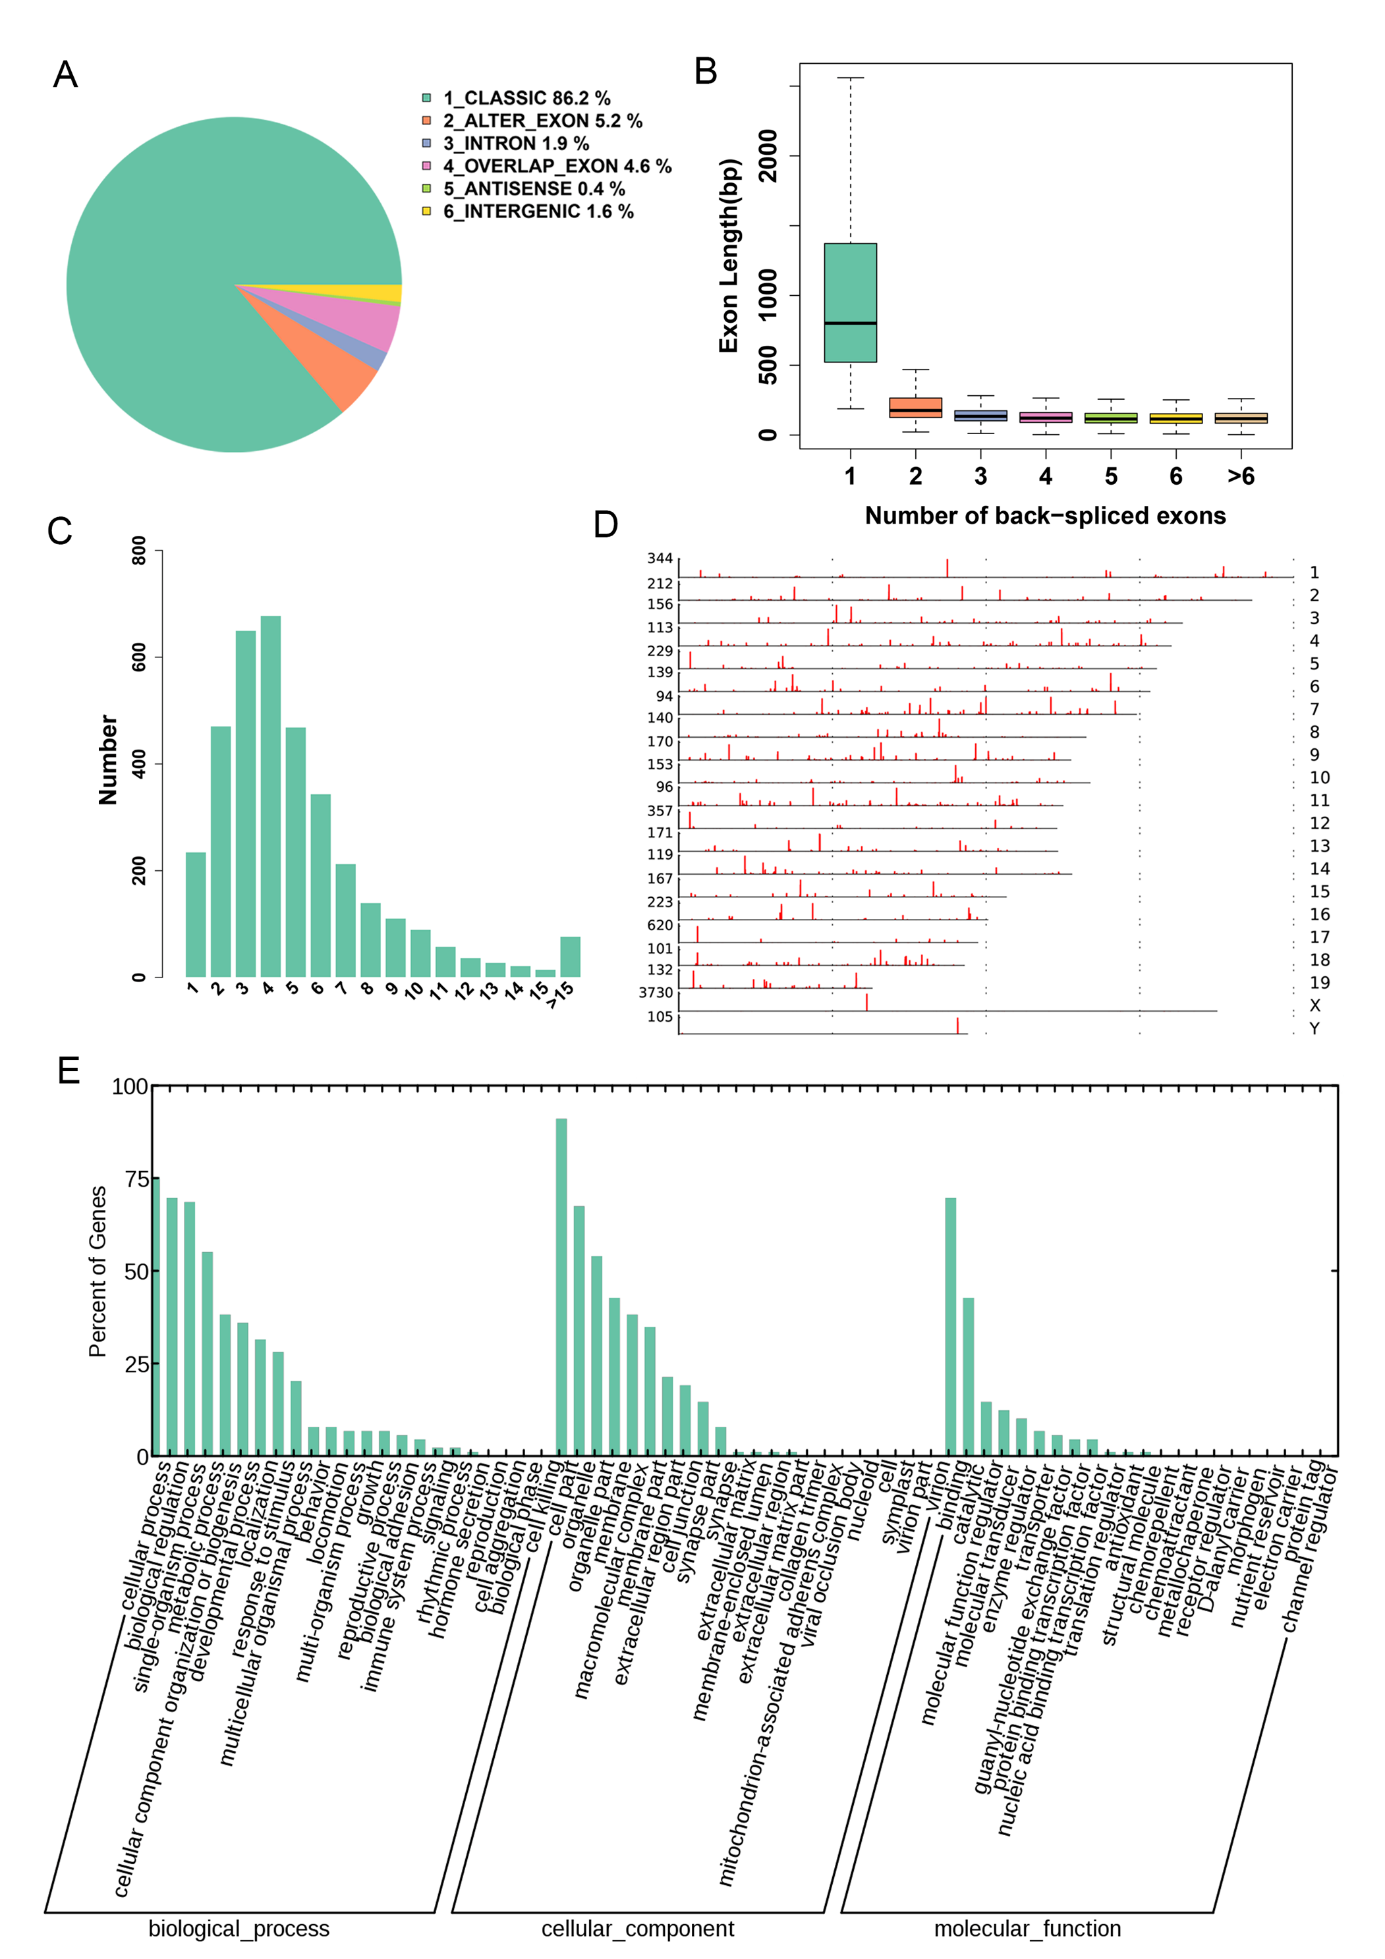
**

**Figure S4.** Bioinformatics analyses of cortical circRNAs detected by microarray in TLE mice. A) Pie chart illustrating the proportion of different types of circular RNAs identified in the microarray. B) Box-and-whisker plot depicting the exon lengths of single- and multiple-exon-derived circRNAs. C) Bar graph showing the number of circular RNAs with varying numbers of exons. D) Distribution of the start and end positions of circular RNAs across different chromosomes. E) Gene Ontology (GO) analyses of genes derived from circRNAs.

**
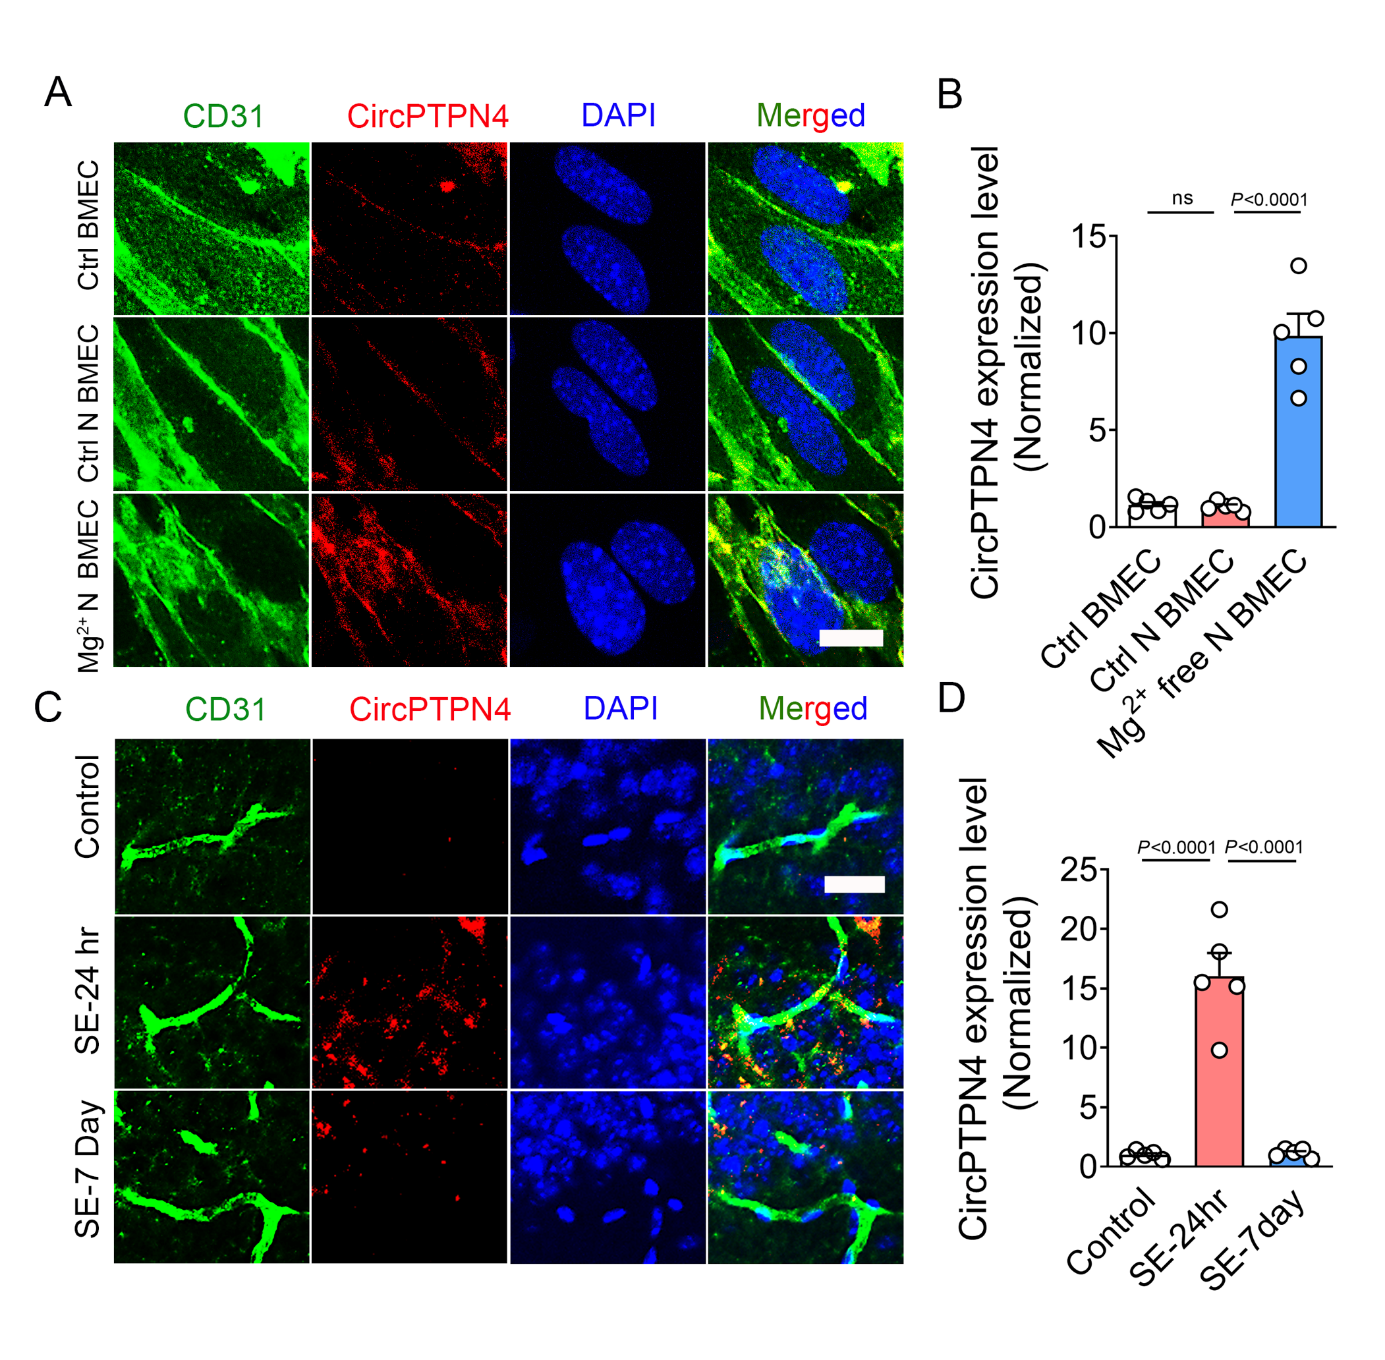
**

**Figure S5.** CircPTPN4 location and expression in endothelial cells *in vitro* and *in vivo* under epileptic conditions. A) Representative images showing the location of CircPTPN4 in Ctrl BMEC, Ctrl N BMEC, and Mg²⁺ free N BMEC. BMECs were stained with CD31. B) Quantative RT-PCR analyses of CircPTPN4 expression in Ctrl BMECs, Ctrl N BMEC and Mg²⁺ free N BMECs (n=5; ns, Ctrl N BMEC vs Ctrl BMEC; p<0.0001, Mg²⁺ free N BMEC vs Ctrl N BMEC). C) Representative images showing the location of CircPTPN4 in endothelial cells of Control, SE-24h, and SE-7day mice. Endothelial cells were stained with CD31. D) Quantative RT-PCR analyses of CircPTPN4 expression in the cortex of Control, SE-24h, and SE-7day mice (n=5; p<0.0001, SE-24h vs Control; p<0.0001, SE-7day vs SE-24h). Data are presented as means ± S.E.M. Statistical analyses was performed using one-way ANOVA followed by Tukey’s post hoc test. Scale bar=10 μm in (A) and 25 μm in (C).

**
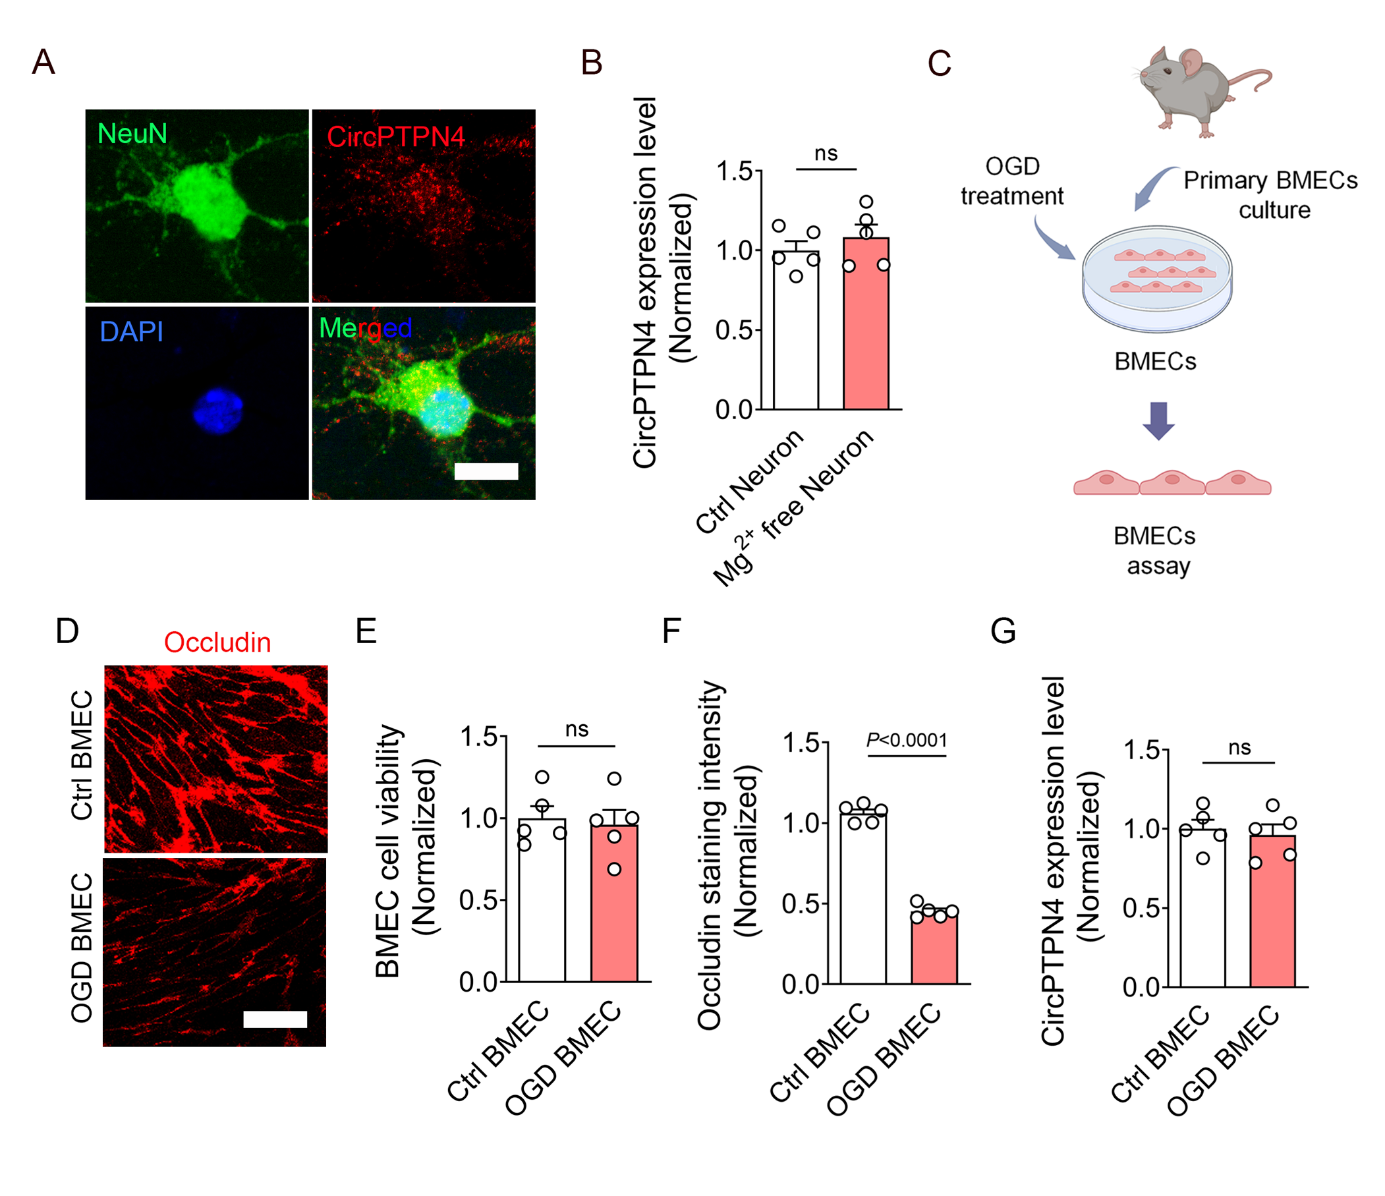
**

**Figure S6.** CircPTPN4 is specifically upregulated in BMECs under epileptic conditions. A) Representative images showing the location of CircPTPN4 in neurons. Neurons were stained with NeuN. B) Quantative RT-PCR analyses of CircPTPN4 expression in Control and Mg²⁺-free neurons (n=5; ns; Ctrl neuron vs Mg^2+^ free neuron). C) Schematic diagram illustrating that primary BMECs were exposed to OGD treatment, followed by a tight junction assay. D) Representative images of Occludin immunostaining in Control and OGD-treated BMECs. E) Bar graph showing the results of a cell viability assessment of Control and OGD-treated BMECs (n=5, ns, Ctrl BMEC vs OGD BMEC). F) Bar graph quantifying the mean fluorescence intensity of Occludin in Control and OGD-treated BMECs (n=5, p<0.0001, OGD BMEC vs Ctrl BMEC). G) Quantative RT-PCR analyses of CircPTPN4 levels in Control and OGD-treated BMECs (n=5, ns, OGD BMEC vs Ctrl BMEC). Values are expressed as means ± S.E.M. Statistical analyses were performed using unpaired two-tailed Student’s t-test. Scale bar = 10 µm (A) and 25 µm (D).

**
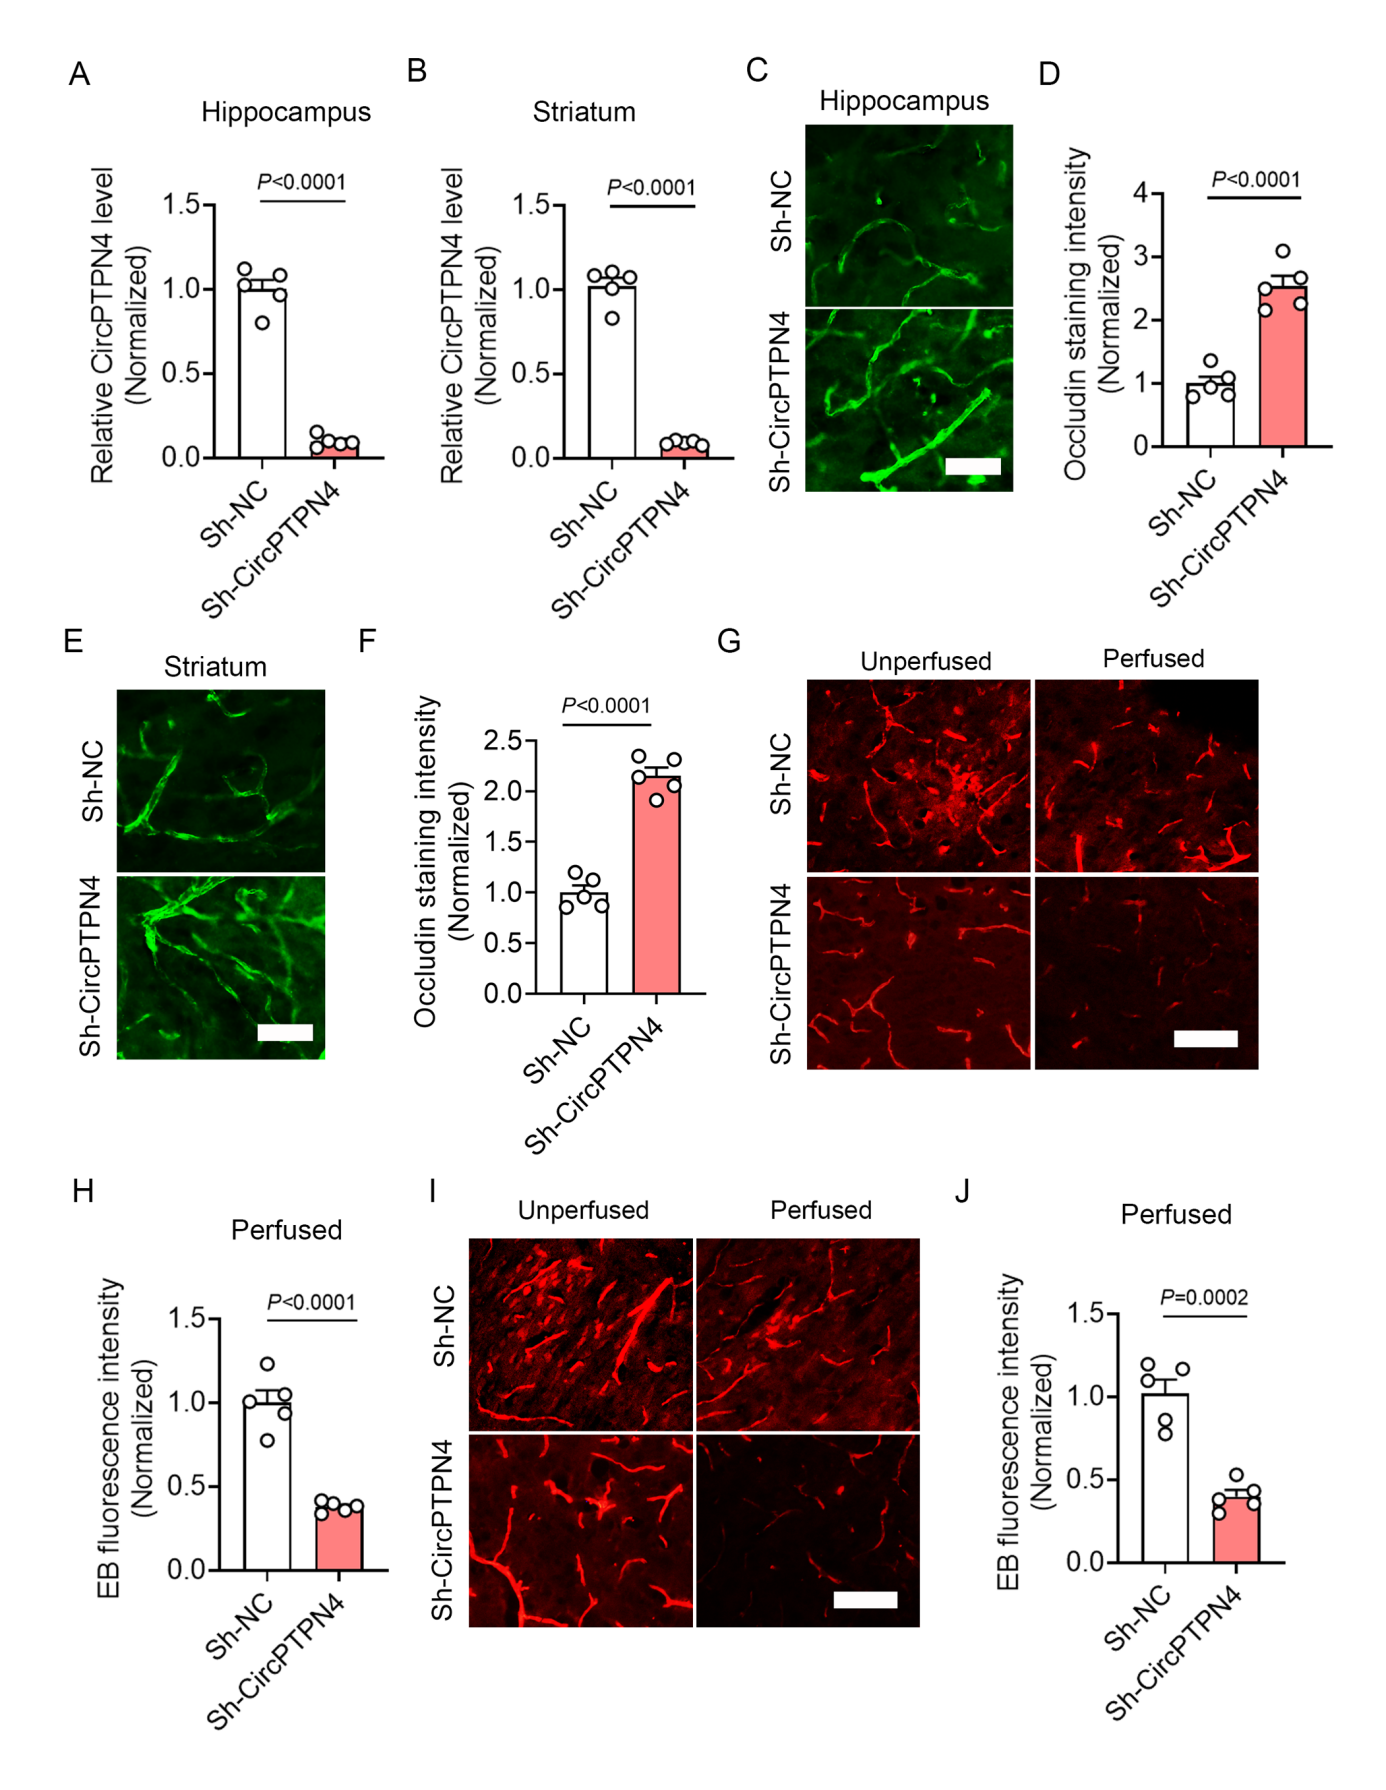
**

**Figure S7.** Knockdown of CircPTPN4 ameliorates BBB damage in the hippocampus and striatum. A, B) Quantative RT-PCR analyses confirming the efficiency of CircPTPN4 knockdown in the hippocampus (n=5, p<0.0001, Sh-CircPTPN4 vs Sh-NC) and striatum (n=5, p<0.0001, Sh-CircPTPN4 vs Sh-NC) of Sh-NC- and Sh-CircPTPN4-treated SE-24h mice. C) Representative images of Occludin immunostaining in the hippocampus of Sh-NC- and Sh-CircPTPN4-treated SE-24h mice. D) Bar graph quantifying the mean fluorescence intensity of Occludin staining in the hippocampus (n=5, p<0.0001, Sh-CircPTPN4 vs Sh-NC). E) Representative images of Occludin immunostaining in the striatum of Sh-NC- and Sh-CircPTPN4-treated SE-24h mice. F) Bar graph quantifying the mean fluorescence intensity of Occludin staining in the striatum (n=5, p<0.0001, Sh-CircPTPN4 vs Sh-NC). G) EB fluorescence detected in the hippocampus of Sh-CircPTPN4- and Sh-NC-treated mice before and after perfusion. H) Bar graph quantifying the mean fluorescence intensity of EB in the hippocampus of Sh-CircPTPN4- and Sh-NC-treated mice after perfusion (n=5, p<0.0001, Sh-CircPTPN4 vs Sh-NC). I) EB fluorescence detected in the striatum of Sh-CircPTPN4- and Sh-NC-treated mice before and after perfusion. J) Bar graph quantifying the mean fluorescence intensity of EB in the striatum of Sh-CircPTPN4- and Sh-NC-treated mice after perfusion (n=5, p=0.0002, Sh-CircPTPN4 vs Sh-NC). Values are expressed as means ± S.E.M. Statistical analysis were performed using unpaired two-tailed Student’s t-test. Scale bar =25µm.

**
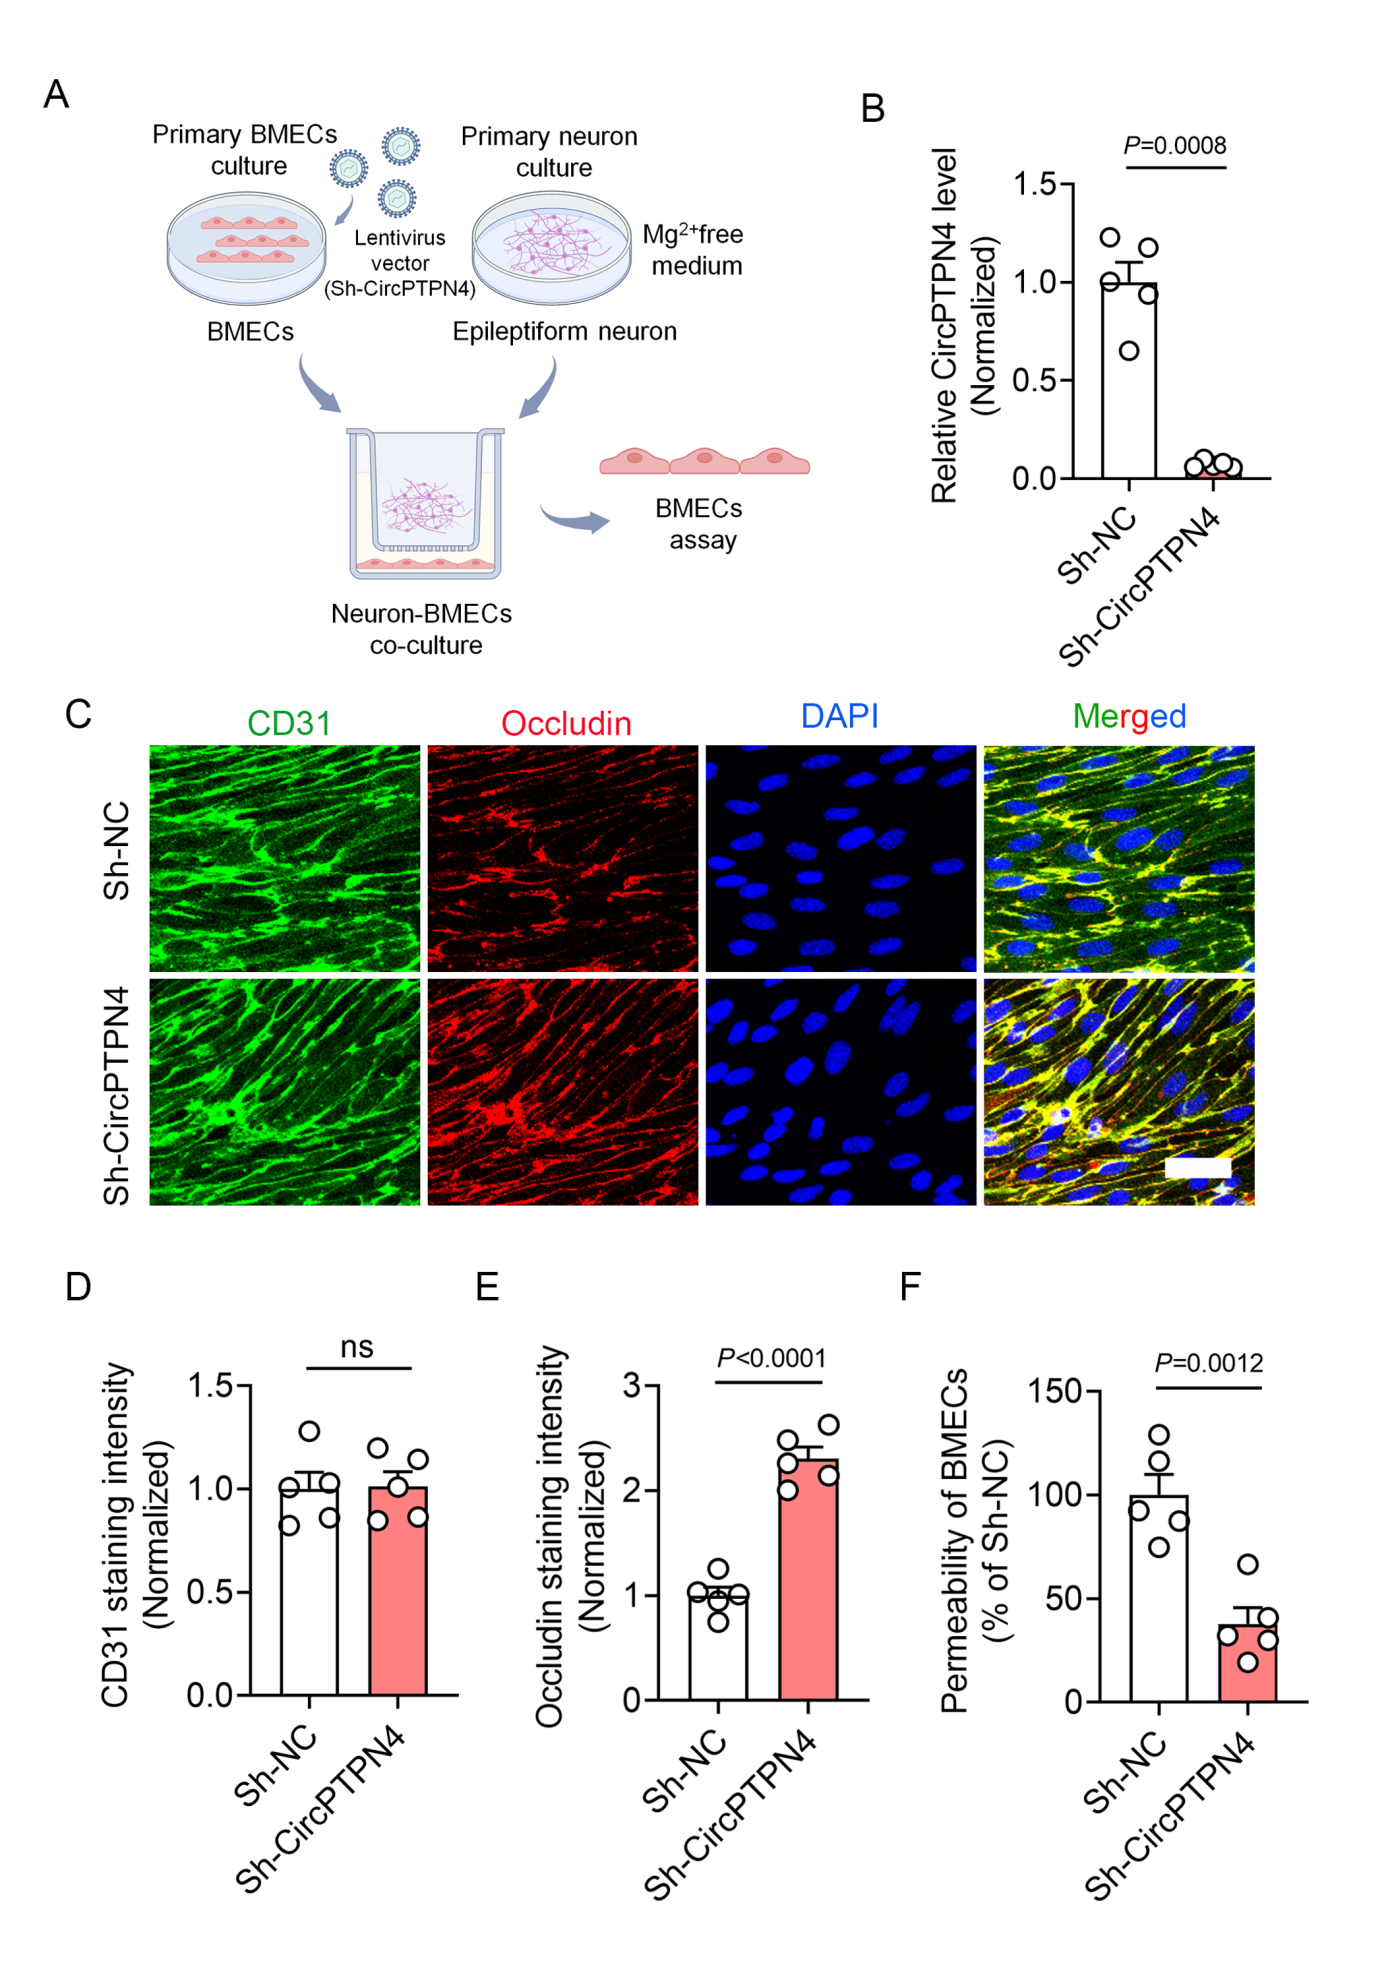
**

**Figure S8.** Knockdown of CircPTPN4 ameliorates epilepsy-induced BMEC tight junction damage. A) Schematic diagram illustrating the co-culture of Sh-CircPTPN4-treated BMECs with free Mg²⁺-induced epileptiform neurons, followed by tight junction assay. B) Quantative RT-PCR analyses validating CircPTPN4 levels in Sh-NC- and Sh-CircPTPN4-treated BMECs co-cultured with epileptiform neurons (n=5, p=0.0008, Sh-CircPTPN4 vs Sh-NC). C) Representative images of CD31/Occludin immunostaining in Sh-NC- and Sh-CircPTPN4-treated BMECs co-cultured with epileptiform neurons. D, E) Bar graph quantifying the mean fluorescence intensity of CD31 (n=5, ns, Sh-CircPTPN4 vs Sh-NC) and Occludin staining (n=5; p<0.0001, Sh-CircPTPN4 vs Sh-NC). F) Bar graph showing the permeability of BMECs in Sh-NC- and Sh-CircPTPN4-treated BMECs co-cultured with epileptiform neurons (n=5; p=0.0012, Sh-CircPTPN4 vs Sh-NC). Data are presented as means ± S.E.M. Statistical analyses was performed using an unpaired two-tailed Student’s t-test (D, E, F) and an unpaired two-tailed Welch’s t-test (B). Scale bar=25 μm.

**
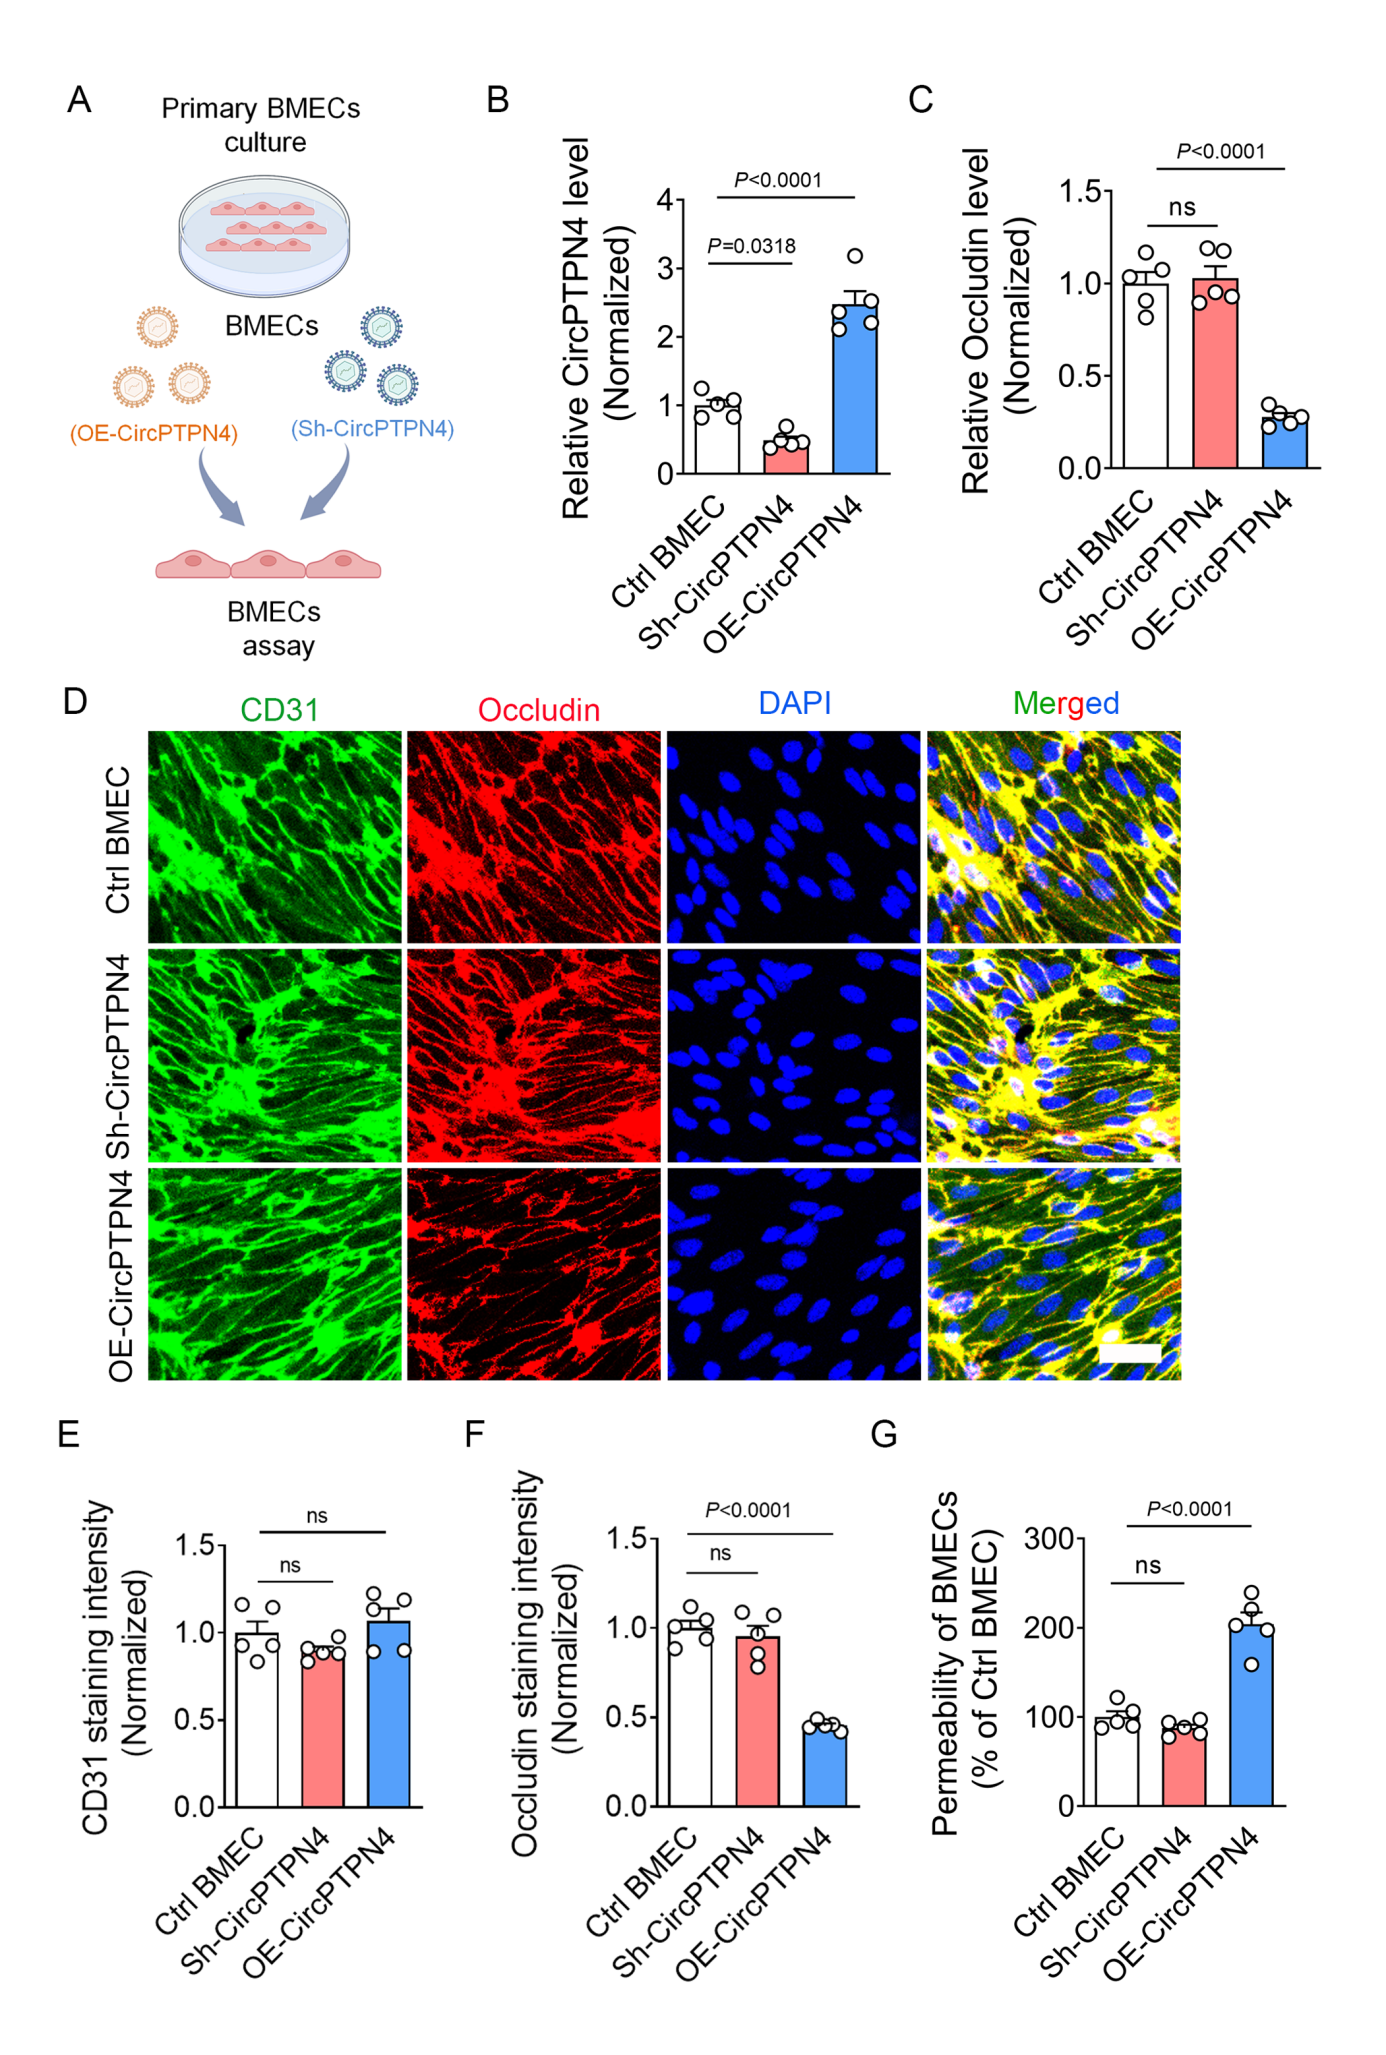
**

**Figure S9.** Effect of CircPTPN4 on tight junctions of normal BMECs. A) Schematic of the experimental design: Primary BMECs were infected with lentivirus carrying either OE-CircPTPN4 or Sh-CircPTPN4, followed by a tight junction assay. B) Quantative RT-PCR analyses of CircPTPN4 overexpression (OE-CircPTPN4) and knockdown (Sh-CircPTPN4) efficiency (n=5; p=0.0318, Sh-CircPTPN4 vs Control; p<0.0001, OE-CircPTPN4 vs Control). C) Quantative RT-PCR analyses of Occludin in Control, Sh-CircPTPN4, and OE-CircPTPN4-treated BMECs (n=5; ns, Sh-CircPTPN4 vs Control; p<0.0001, OE-CircPTPN4 vs Control). D) Representative images of CD31/Occludin co-immunostaining in Control, Sh-CircPTPN4, and OE-CircPTPN4-treated BMECs. E, F) Quantification of the mean fluorescence intensity of CD31 (n=5; ns, Sh-CircPTPN4 vs Control; ns, OE-CircPTPN4 vs Control) and Occludin (n=5; ns, Sh-CircPTPN4 vs Control; p<0.0001, OE-CircPTPN4 vs Control) in Control, Sh-CircPTPN4-, and OE-CircPTPN4-treated BMECs. G) Bar graph showing the permeability of BMECs, as measured by the Na-F assay, in Control, Sh-CircPTPN4-, and OE-CircPTPN4-treated BMECs (n=5; ns, Sh-CircPTPN4 vs Control; p<0.0001, OE-CircPTPN4 vs Control). Data are presented as means ± S.E.M. Statistical analysis were performed using one-way ANOVA followed by Tukey's post hoc test. Scale bar=25 µm.

**
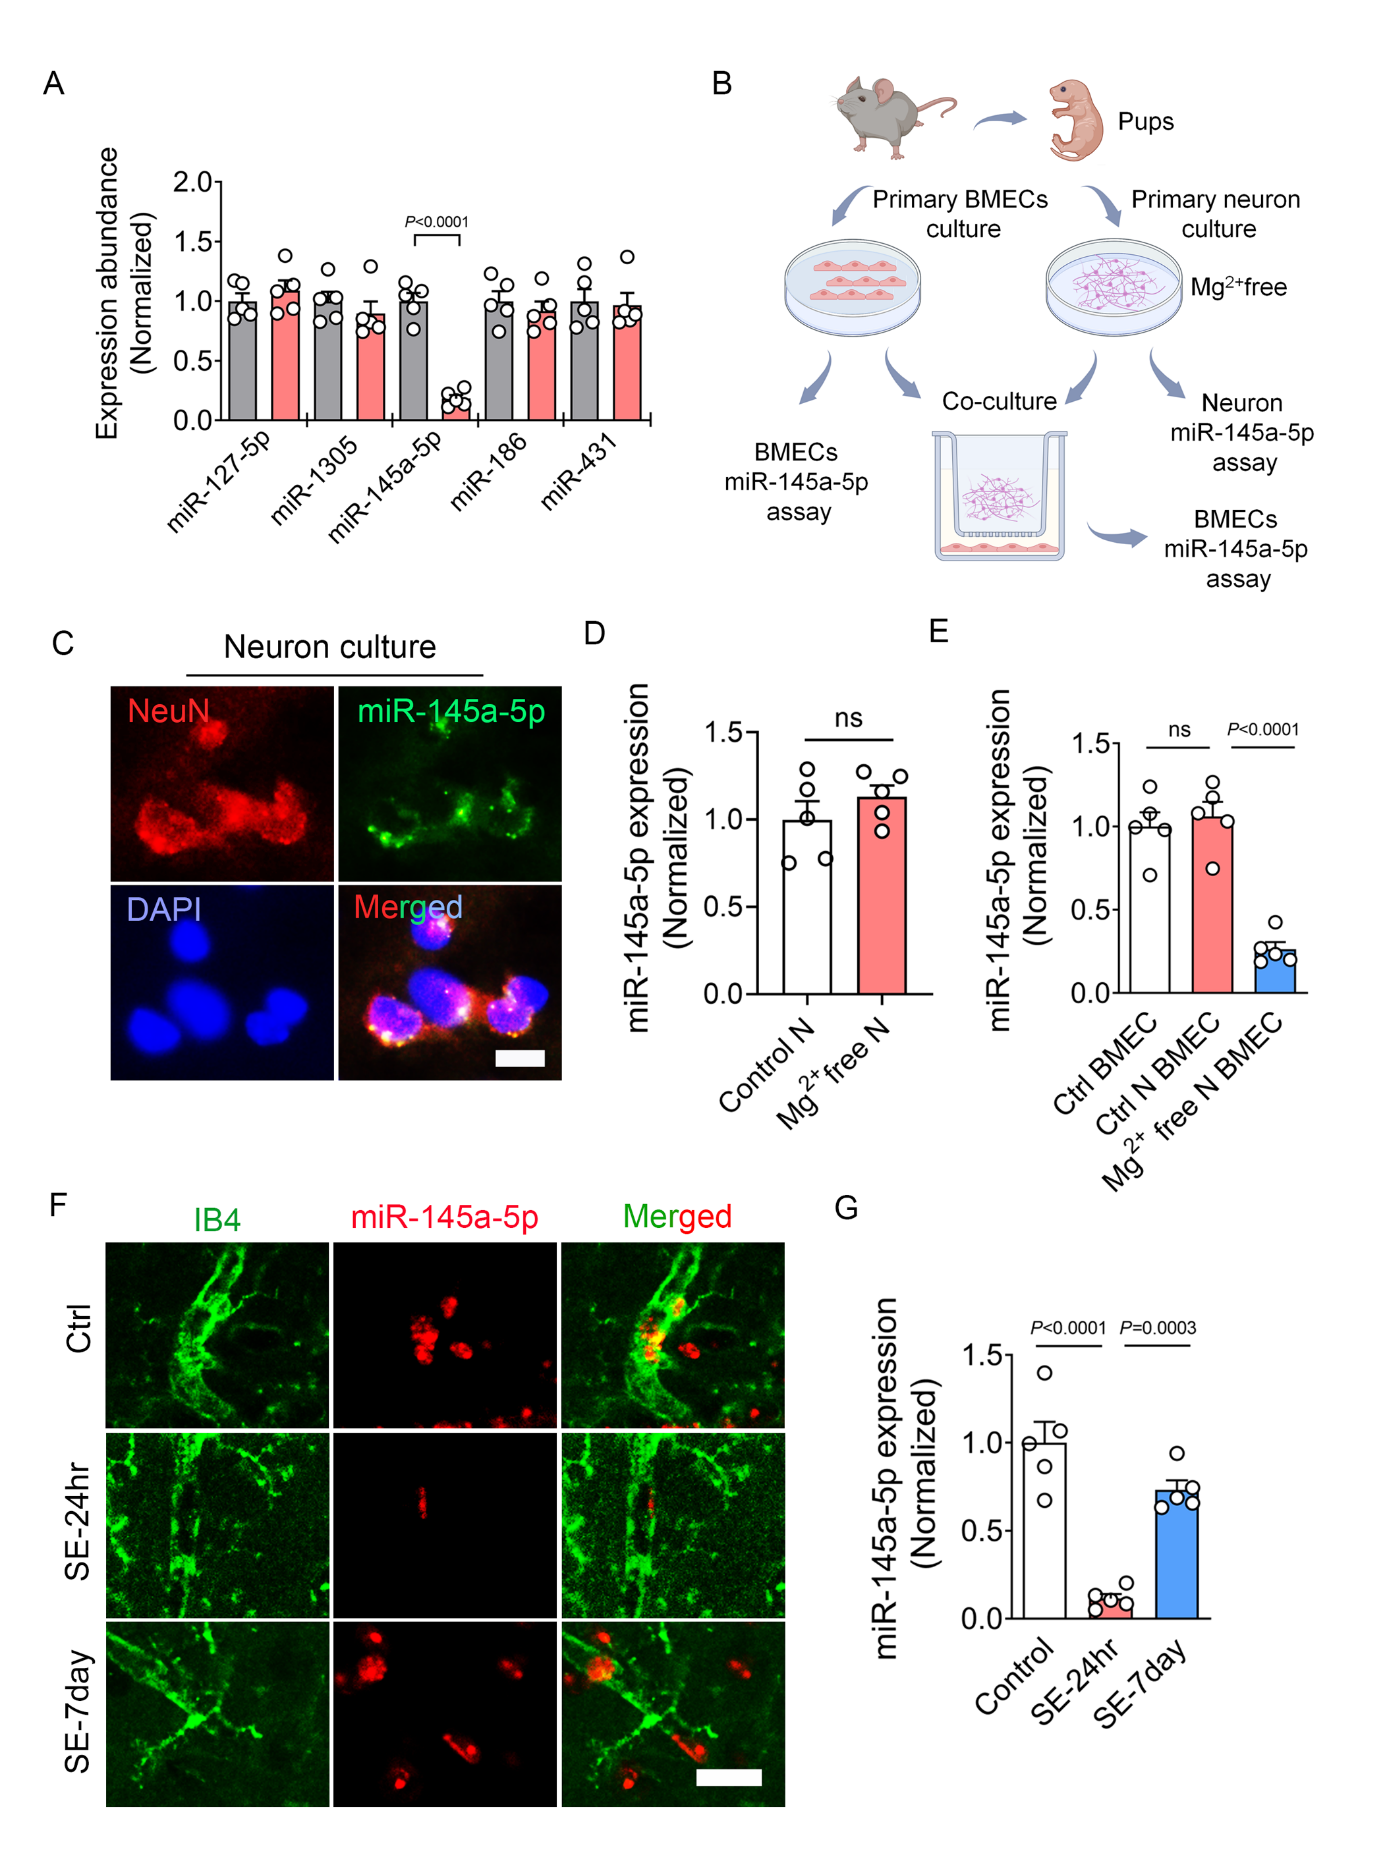
**

**Figure S10.** Cell-type-specific regulation of miR-145a-5p in vascular endothelia under epileptic condition. A) Quantative RT-PCR analyses confirmed significant changes in miR-145a-5p expression among the top five predicted CircPTPN4-targeted miRNAs at 24 hours post-SE. B) Schematic diagram illustrating the co-culture of BMECs with free Mg²⁺-induced epileptiform neurons, followed by miR-145a-5p assay. Samples of Ctrl BMECs, Ctrl/Mg^2+^ free Neurons and Ctrl N/Mg^2+^ free N BMECs were collected for miR-145a-5p assay. C) Representative images showing miR-145a-5p location in neurons. Neurons were stained with NeuN. D) Quantative RT-PCR analyses of miR-145a-5p expression in Control and free Mg²⁺-treated neurons (n=5, ns, Mg²⁺ free N vs Control N). E) Quantative RT-PCR analyses of miR-145a-5p expression in Ctrl BMEC, Ctrl N BMEC, and Mg²⁺ free N BMEC (n=5; ns, Ctrl N BMEC vs Ctrl BMEC; p<0.0001, Mg²⁺ free N BMEC vs Ctrl N BMEC). F) Representative images showing miR-145a-5p expression in endothelial cells of Control, SE-24h, and SE-7day mice. Endothelial cells were marked with IB4. G) Quantative RT-PCR analyses of miR-145a-5p expression in the cortex of Control, SE-24h, and SE-7day mice (n=5; p<0.0001, SE-24h vs Control; p=0.0003, SE-7day vs SE-24h). Values are presented as means ± S.E.M. Statistical analysis were performed using one-way ANOVA followed by Tukey’s post hoc test (E, G) and unpaired two-tailed student’s t-test (A, D). Scale bar = 10µm.

**
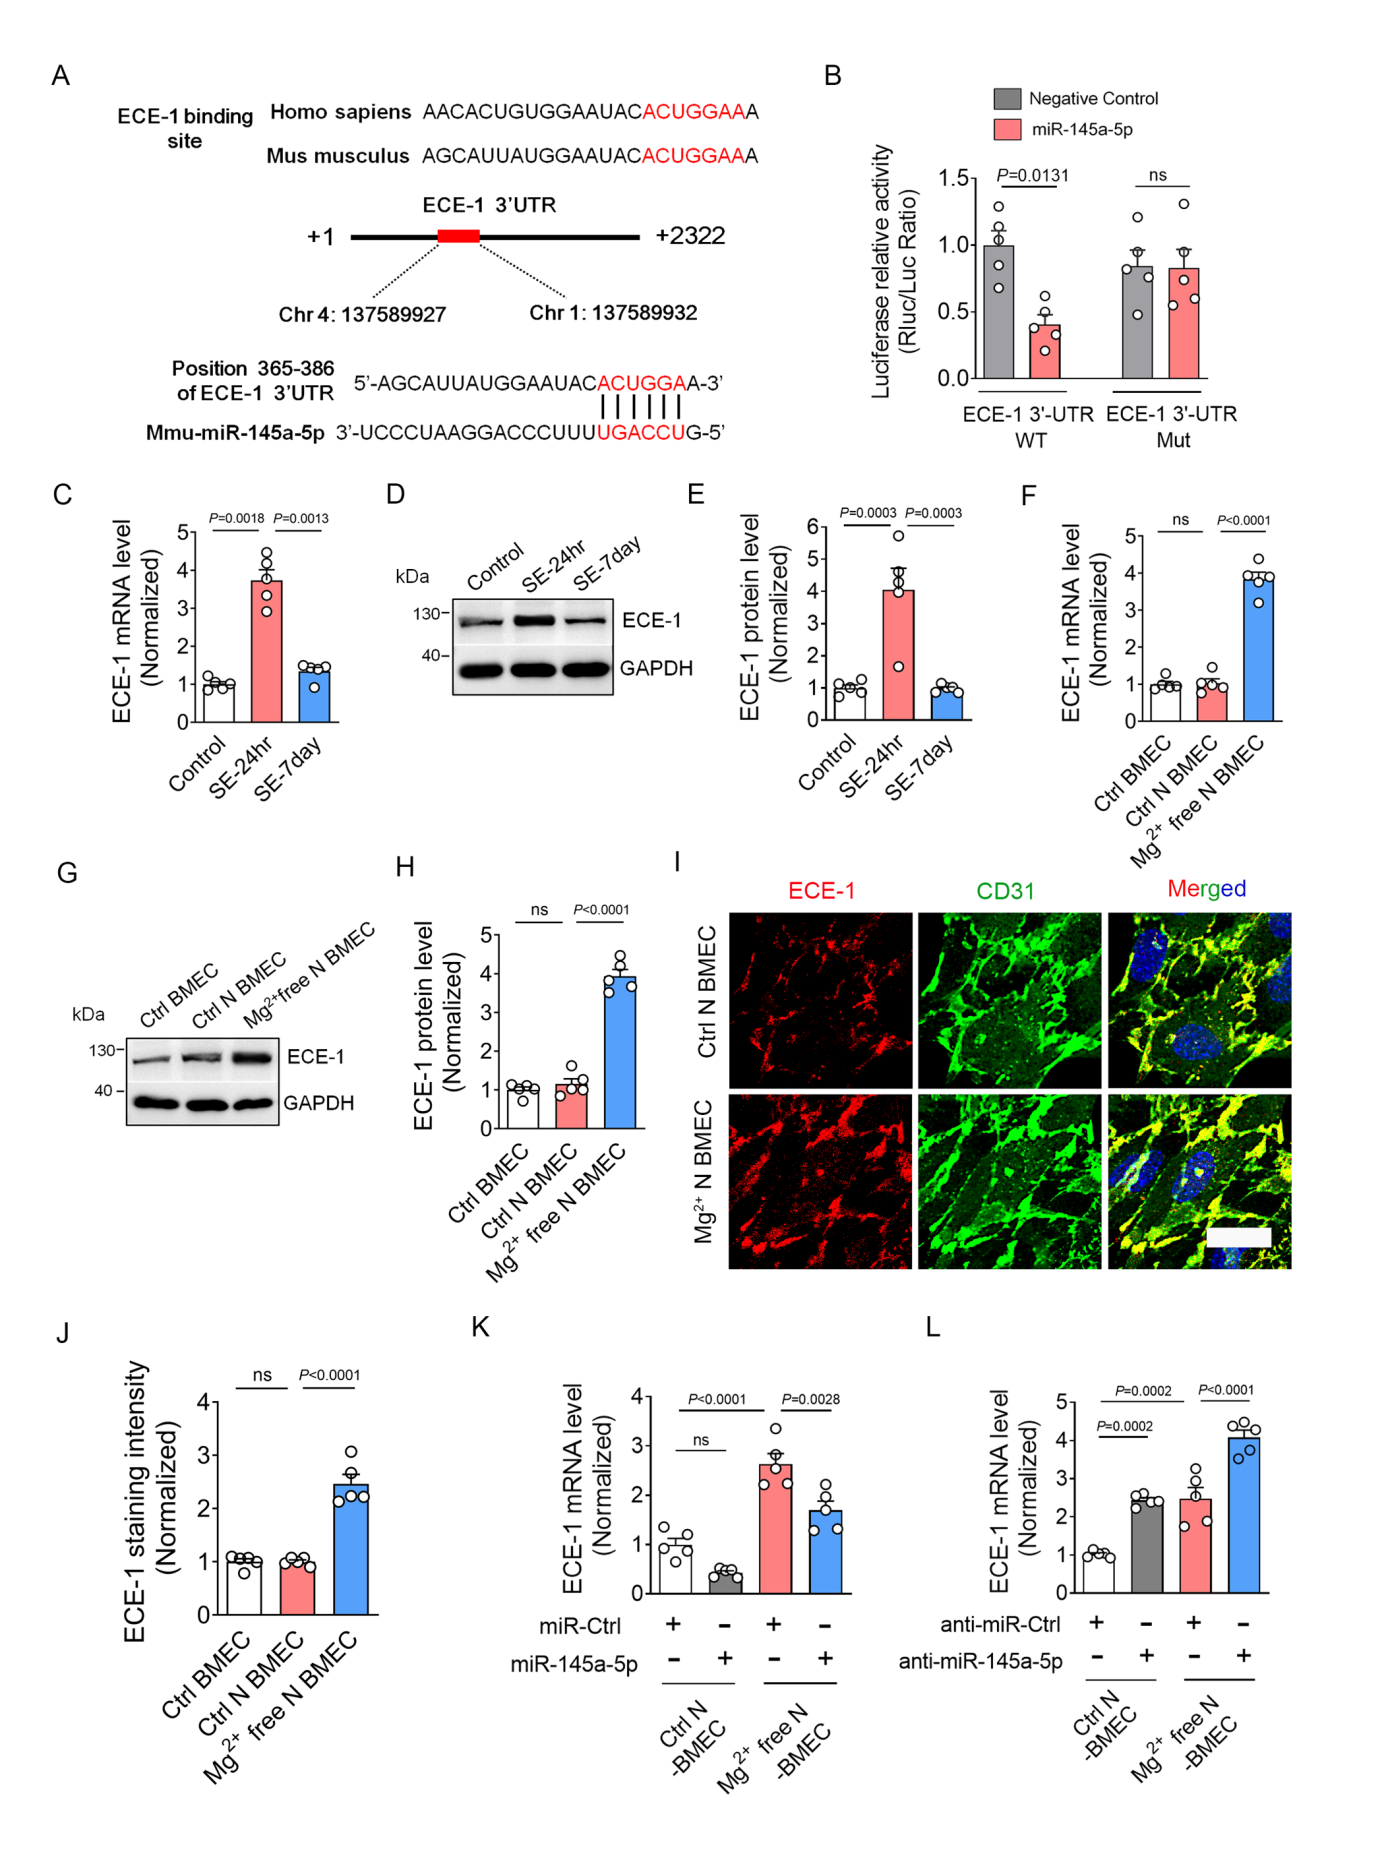
**

**Figure S11.** MiR-145a-5p targets ECE-1 and regulates its expression. A) Schematic diagram showing the binding sites between ECE-1 mRNA and miR-145a-5p. B) Luciferase activity analyses of wild-type (WT) and 3’-UTR mutant constructs of ECE-1 mRNA (n=5, p=0.0131, ECE-1 3’UTR WT Negative Control vs ECE-1 3’UTR WT miR-145a-5p). C) Quantative RT-PCR analyses of ECE-1 mRNA expression in the cortex of Control, SE-24h, and SE-7day mice (n=5; p=0.0018, SE-24h vs Control group; p=0.0013, SE-7day vs SE-24h group). D) Western blot analyses showing the protein levels of ECE-1 in the cortex of Control, SE-24h, and SE-7day mice. E) Bar graph showing the quantification of ECE-1 protein levels, represented as the intensity ratio of ECE-1 to GAPDH (n=5; p=0.0003, SE-24h vs Control group; p=0.0003, SE-7day vs SE-24h group). F) Quantative RT-PCR analyses of ECE-1 mRNA expression in Control BMECs, Control neuron co-cultured BMECs, and Mg²⁺-free neuron co-cultured BMECs (n=5; ns, Ctrl N BMEC vs Ctrl BMEC; p<0.0001, Mg²⁺-free N BMEC vs Ctrl N BMEC). G) Western blot analyses showing the protein levels of ECE-1 in Control BMECs, Control neuron co-cultured BMECs, and Mg²⁺-free neuron co-cultured BMECs. H) Bar graph showing the quantification of ECE-1 protein levels, represented as the intensity ratio of ECE-1 to GAPDH (n=5; ns, Ctrl N BMEC vs Ctrl BMEC; p<0.0001, Mg²⁺-free N BMEC vs Ctrl N BMEC). I) Representative images of CD31/ECE-1 co-immunostaining in Control neuron co-cultured BMECs and Mg²⁺-free neuron co-cultured BMECs. J) Bar graph showing the quantification of ECE-1 immunostaining in Control BMECs, Control neuron co-cultured BMECs, and Mg²⁺-free neuron co-cultured BMECs (n=5; ns, Ctrl N BMEC vs Ctrl BMEC; p<0.0001, Mg²⁺-free N BMEC vs Ctrl N BMEC). K) Quantative RT-PCR analyses of ECE-1 mRNA expression in Control neuron co-cultured and Mg²⁺-free neuron co-cultured BMECs transfected with Control or miR-145a-5p mimics (n=5; ns, mimic miR-145a-5p-treated Ctrl N BMEC vs Control miRNA-treated Ctrl N BMEC; p=0.0028, mimic miR-145a-5p-treated Mg²⁺-free N BMEC vs Control miRNA-treated Mg²⁺-free N BMEC; p<0.0001, Control miRNA-treated Mg²⁺-free N BMEC vs Control miRNA-treated Ctrl N BMEC). L) Quantative RT-PCR analyses of ECE-1 mRNA expression in Control neuron co-cultured and Mg²⁺-free neuron co-cultured BMECs transfected with Control or miR-145a-5p inhibitors (n=5; p=0.0002, anti-miR-145a-5p-treated Ctrl N BMEC vs Control anti-miRNA-treated Ctrl N BMEC; p=0.0002, anti-miR-145a-5p-treated Mg²⁺-free N BMEC vs Control anti-miRNA-treated Mg²⁺-free N BMEC; p<0.0001, Control anti-miRNA-treated Mg²⁺-free N BMEC vs Control anti-miRNA-treated Ctrl N BMEC). Data are expressed as means ± S.E.M. Statistical analyses was performed using two-way ANOVA followed by Tukey’s test (B), one-way ANOVA followed by Tukey’s test (E, F, H, J, K, L), Brown-Forsythe and Welch's ANOVA with Dunnett T3 post hoc test (C). Scale bar=10 μm.

**
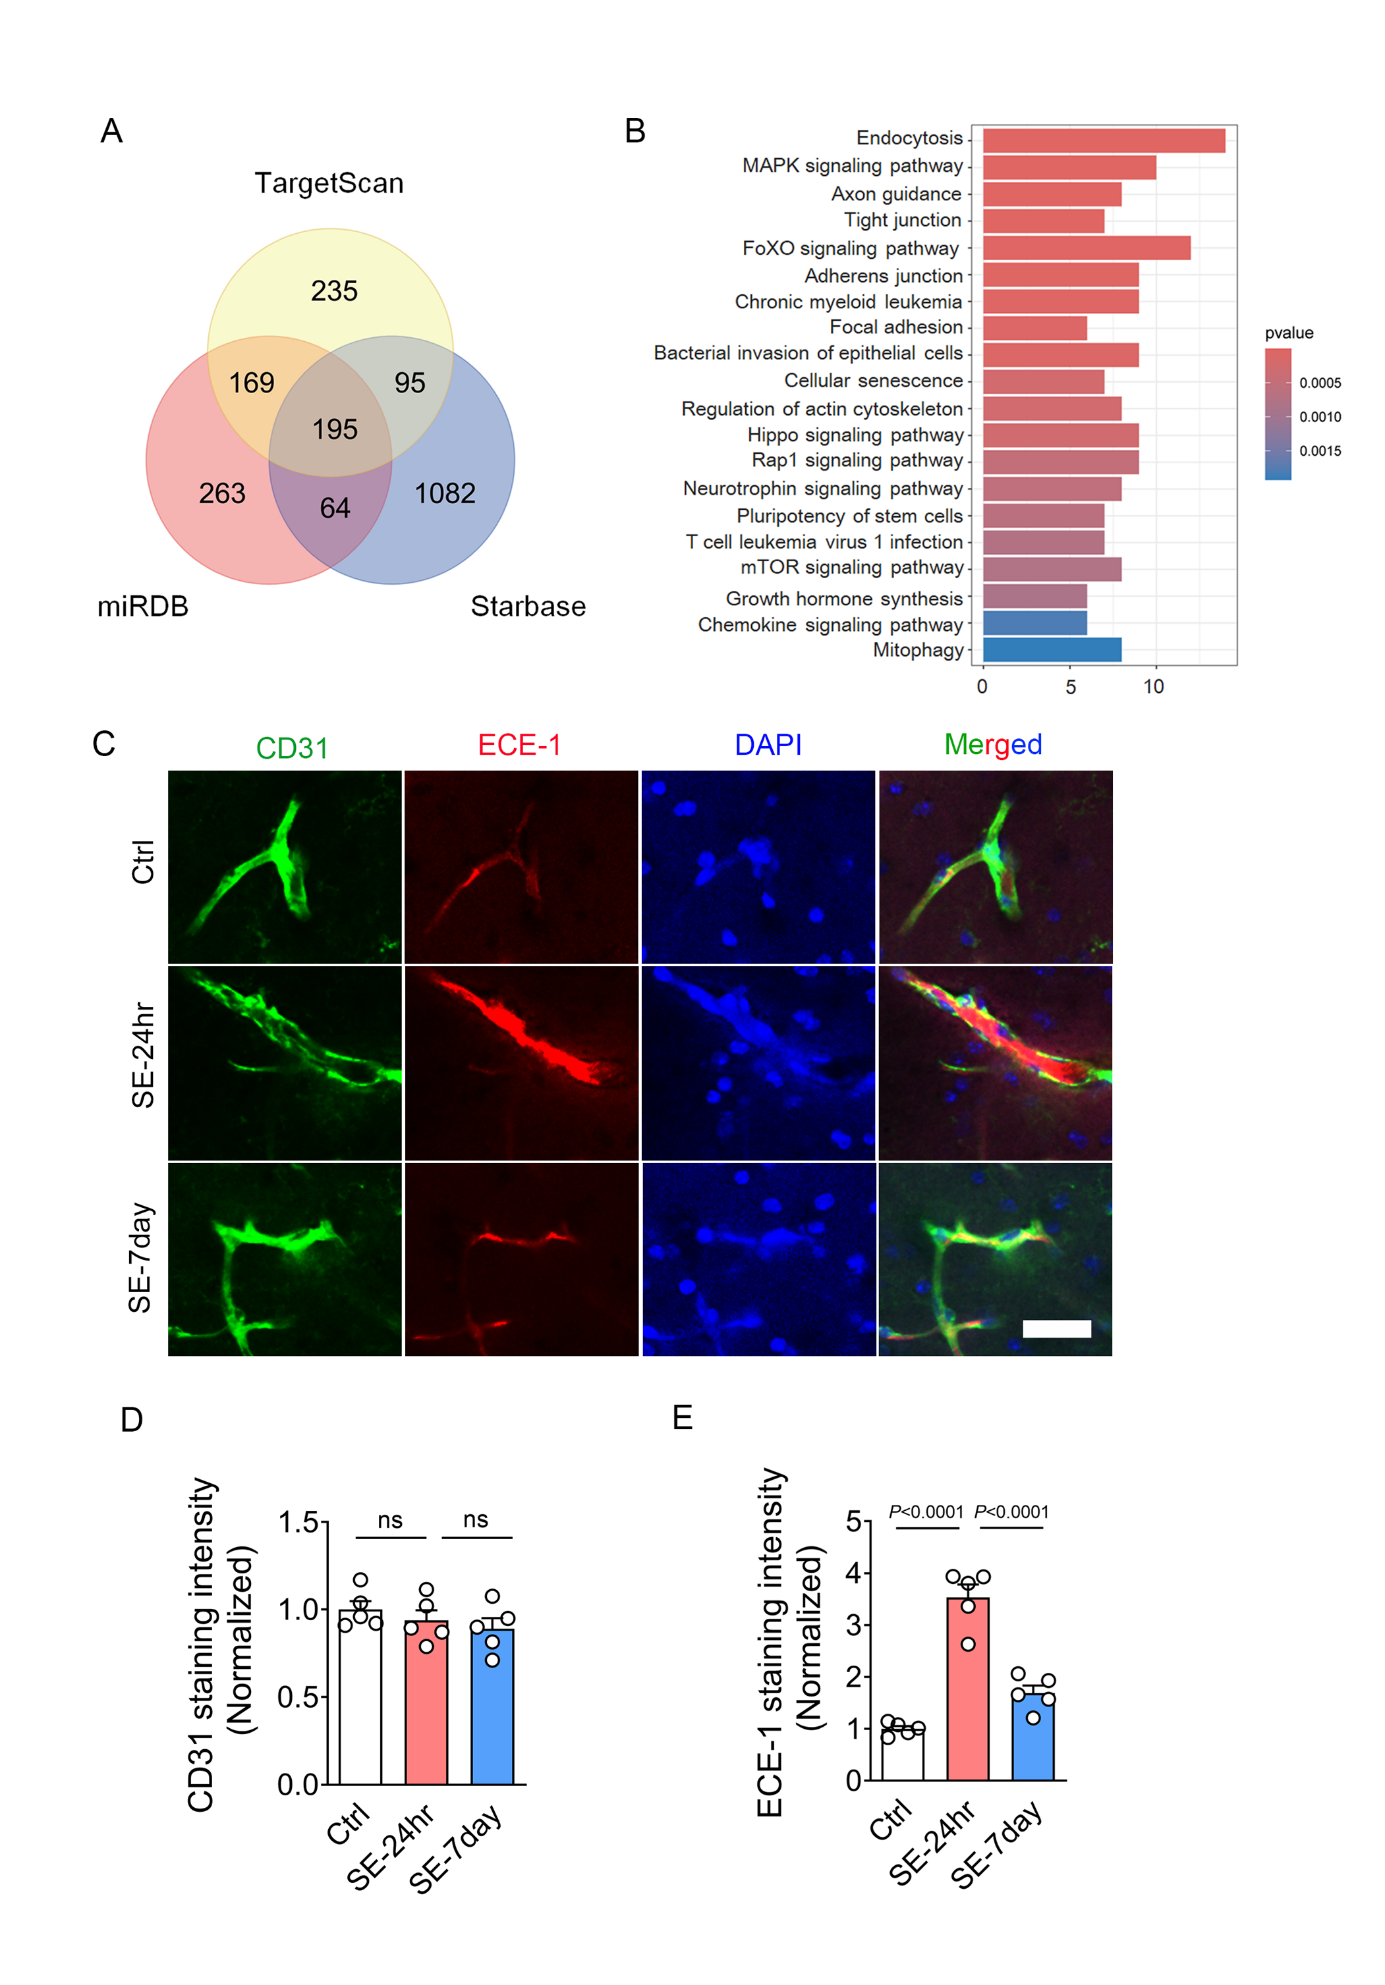
**

**Figure S12.** Expression of miR-145a-5p target gene ECE-1 in cortical vascular endothelial cells. A) A Venn diagram displaying 195 intersecting target genes predicted by the TargetScan, miRDB, and Starbase databases. B) Enrichment analyses of the KEGG pathway. Statistical significance was defined as an adjusted p-value<0.05. C) Representative images of CD31/ECE-1 co-immunostaining in the cortex of Control, SE-24h, and SE-7day mice. D, E) Bar graphs depicting the quantification of mean fluorescence intensity for CD31 (n = 5; ns, SE-24h vs Control; ns, SE-7day vs SE-24h) and ECE-1 (n=5; p<0.0001, SE-24h vs Control; p<0.0001, SE-7day vs SE-24h). Data are presented as means ± S.E.M., with statistical analyses performed using one-way ANOVA followed by Tukey’s post hoc test. Scale bar = 25 μm.

**
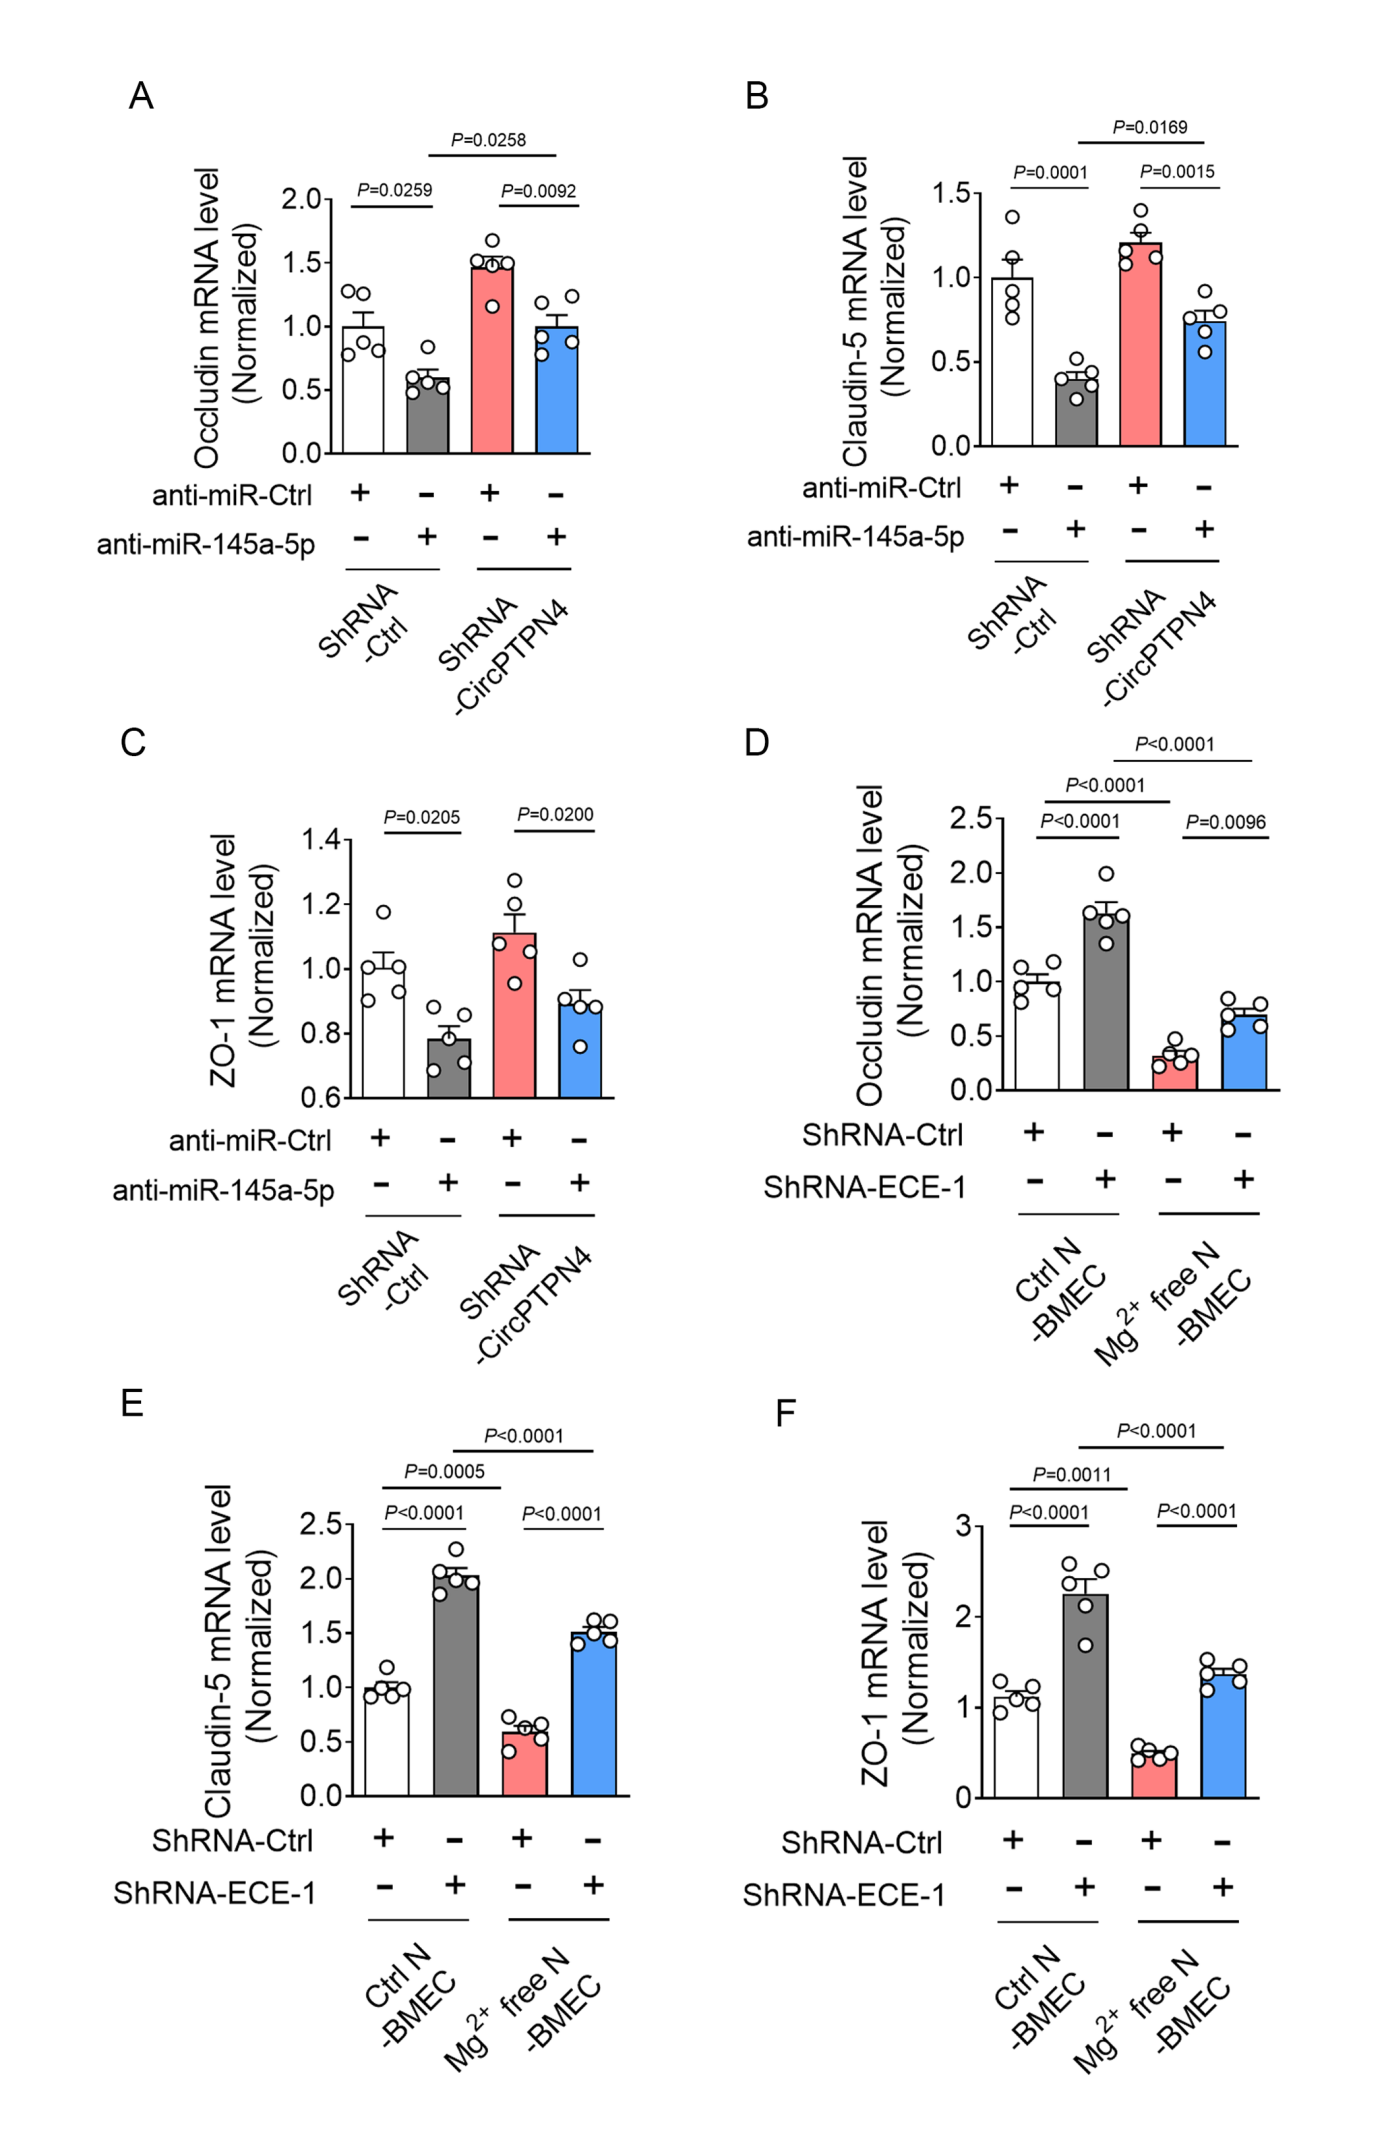
**

**Figure S13.** CircPTPN4 regulates the expression of tight junction proteins Occludin, claudin-5, and ZO-1 via miR-145a-5p. A-C) Quantative RT-PCR analyses of the expression levels of tight junction proteins Occludin (n=5; p=0.0259, anti-miR-145a-5p and ShRNA-Ctrl-treated BMECs vs Control anti-miRNA and ShRNA-Ctrl-treated BMECs; p=0.0092, anti-miR-145a-5p and ShRNA-CircPTPN4-treated BMECs vs Control anti-miRNA and ShRNA-CircPTPN4-treated BMECs; p=0.0258, anti-miR-145a-5p and ShRNA-CircPTPN4-treated BMECs vs anti-miR-145a-5p and ShRNA-Ctrl-treated BMECs), claudin-5 (n=5; p=0.0001, anti-miR-145a-5p and ShRNA-Ctrl-treated BMECs vs Control anti-miRNA and ShRNA-Ctrl-treated BMECs; p=0.0015, anti-miR-145a-5p and ShRNA-CircPTPN4-treated BMECs vs Control anti-miRNA and ShRNA-CircPTPN4-treated BMECs; p=0.0169, anti-miR-145a-5p and ShRNA-CircPTPN4-treated BMECs vs anti-miR-145a-5p and ShRNA-Ctrl-treated BMECs), and ZO-1 (n=5; p=0.0205, anti-miR-145a-5p and ShRNA-Ctrl-treated BMECs vs Control anti-miRNA and ShRNA-Ctrl-treated BMECs; p=0.0200, anti-miR-145a-5p and ShRNA-CircPTPN4-treated BMECs vs Control anti-miRNA and ShRNA-CircPTPN4-treated BMECs) in ShRNA-Ctrl- and ShRNA-CircPTPN4-lentivirus-treated BMECs, which were co-treated with either Control anti-miRNA or anti-miR-145a-5p inhibitors. D-F) Quantative RT-PCR analyses of tight junction proteins Occludin (n=5; p<0.0001, ShRNA-ECE-1-transduced Ctrl N BMECs vs ShRNA-Ctrl-transduced Ctrl N BMECs; p=0.0096, ShRNA-ECE-1-transduced Mg^2+^-free N BMECs vs ShRNA-Ctrl-transduced Mg^2+^-free N BMECs; p<0.0001, ShRNA-Ctrl-transduced Mg^2+^-free N BMECs vs ShRNA-Ctrl-transduced Ctrl N BMECs; p<0.0001, ShRNA-ECE-1-transduced Mg^2+^-free N BMECs vs ShRNA-ECE-1-transduced Ctrl N BMECs), claudin-5 (n=5; p<0.0001, ShRNA-ECE-1-transduced Ctrl N BMECs vs ShRNA-Ctrl-transduced Ctrl N BMECs; p<0.0001, ShRNA-ECE-1-transduced Mg^2+^-free N BMECs vs ShRNA-Ctrl-transduced Mg^2+^-free N BMECs; p=0.0005, ShRNA-Ctrl-transduced Mg^2+^-free N BMECs vs ShRNA-Ctrl-transduced Ctrl N BMECs; p<0.0001, ShRNA-ECE-1-transduced Mg^2+^-free N BMECs vs ShRNA-ECE-1-transduced Ctrl N BMECs), and ZO-1 (n=5; p<0.0001, ShRNA-ECE-1-transduced Ctrl N BMECs vs ShRNA-Ctrl-transduced Ctrl N BMECs; p<0.0001, ShRNA-ECE-1-transduced Mg^2+^-free N BMECs vs ShRNA-Ctrl-treated Mg^2+^-free N BMECs; p=0.0011, ShRNA-Ctrl-transduced Mg^2+^-free N BMECs vs ShRNA-Ctrl-transduced Ctrl N BMECs; p<0.0001, ShRNA-ECE-1-transduced Mg^2+^-free N BMECs vs ShRNA-ECE-1-transduced Ctrl N BMECs) in Control neuron and Mg^2+^-free neuron co-cultured BMECs transduced with Control-ShRNA or ECE-1-ShRNA lentivirus. Values are expressed as means ± S.E.M. Statistical analyses were performed using one-way ANOVA followed by Tukey’s test.

**
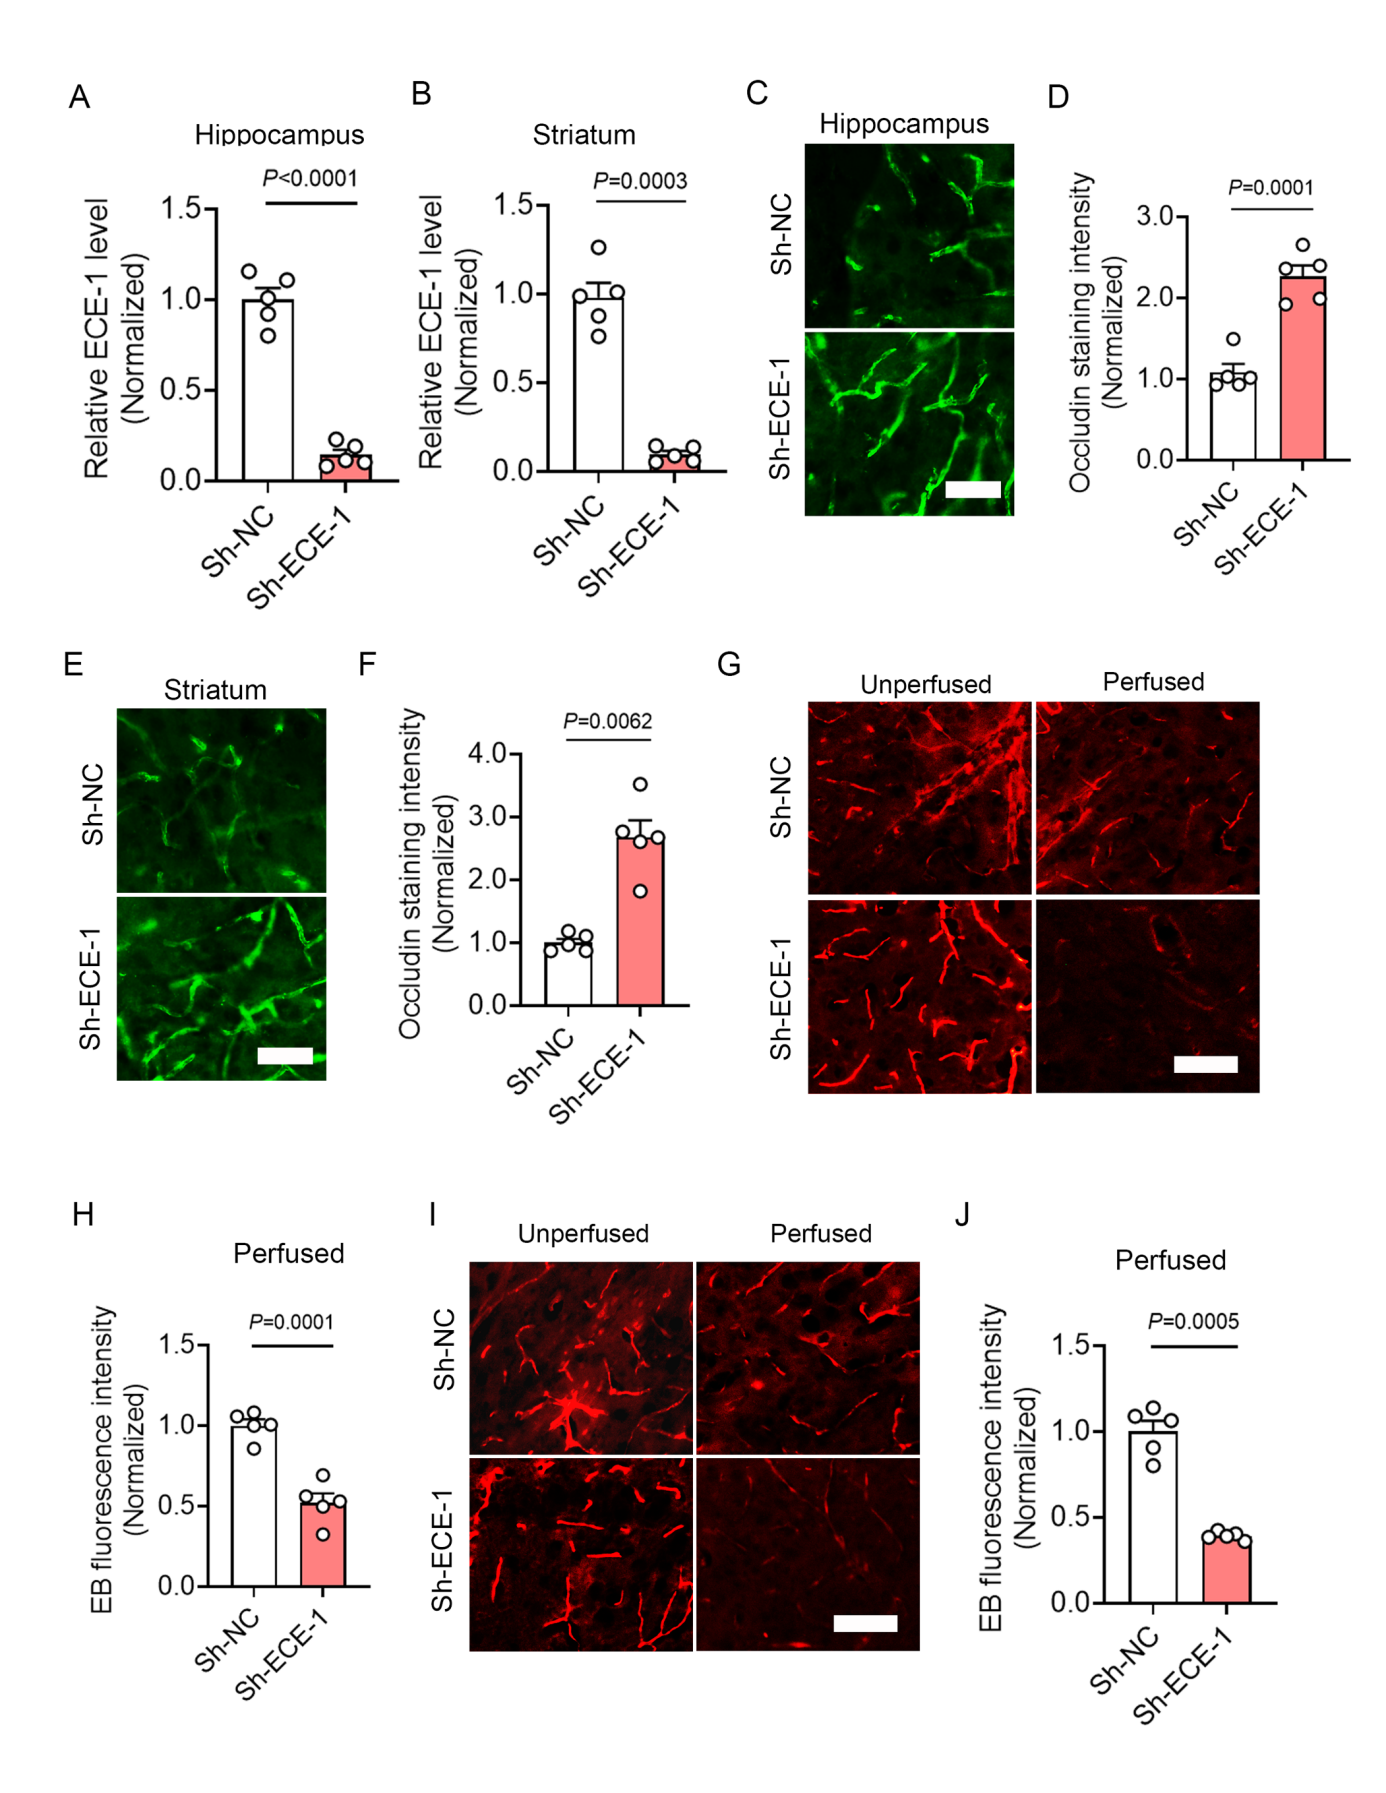
**

**Figure S14.** Knockdown of ECE-1 mitigates BBB damage in the hippocampus and striatum following SE. A, B) Quantative RT-PCR analyses of ECE-1 mRNA levels in the hippocampus (n=5, p<0.0001, Sh-ECE-1 vs Sh-NC) and striatum (n=5, p=0.0003, Sh-ECE-1 vs Sh-NC) of Sh-NC- and Sh-ECE-1-treated SE-24h mice. C) Representative images of Occludin immunostaining in the hippocampus of Sh-NC- and Sh-ECE-1-treated SE-24h mice. D) Bar graph showing the quantification of the mean fluorescence intensity of Occludin staining (n=5, p=0.0001, Sh-ECE-1 vs Sh-NC). E) Representative images of Occludin immunostaining in the striatum of Sh-NC- and Sh-ECE-1-treated SE-24h mice. F) Bar graph showing the quantification of the mean fluorescence intensity of Occludin staining (n=5, p=0.0062, Sh-ECE-1 vs Sh-NC). G) Evans blue (EB) fluorescence detected in the hippocampus of Sh-ECE-1- and Sh-NC-treated mice before and after perfusion. H) Bar graph showing the quantification of the mean fluorescence intensity of EB in the hippocampus of Sh-ECE-1- and Sh-NC-treated perfused mice (n=5, p=0.0001, Sh-ECE-1 vs Sh-NC). I) EB fluorescence detected in the striatum of Sh-ECE-1- and Sh-NC-treated mice before and after perfusion. J) Bar graph showing the quantification of the mean fluorescence intensity of EB in the striatum of Sh-ECE-1- and Sh-NC-treated perfused mice (n=5, p=0.0005, Sh-ECE-1 vs Sh-NC). Values are presented as means ± S.E.M. Statistical analyses was performed using an unpaired two-tailed Student’s t-test (A, D, F, H) and an unpaired two-tailed Welch’s t-test (B, J). Scale bar=25 µm.

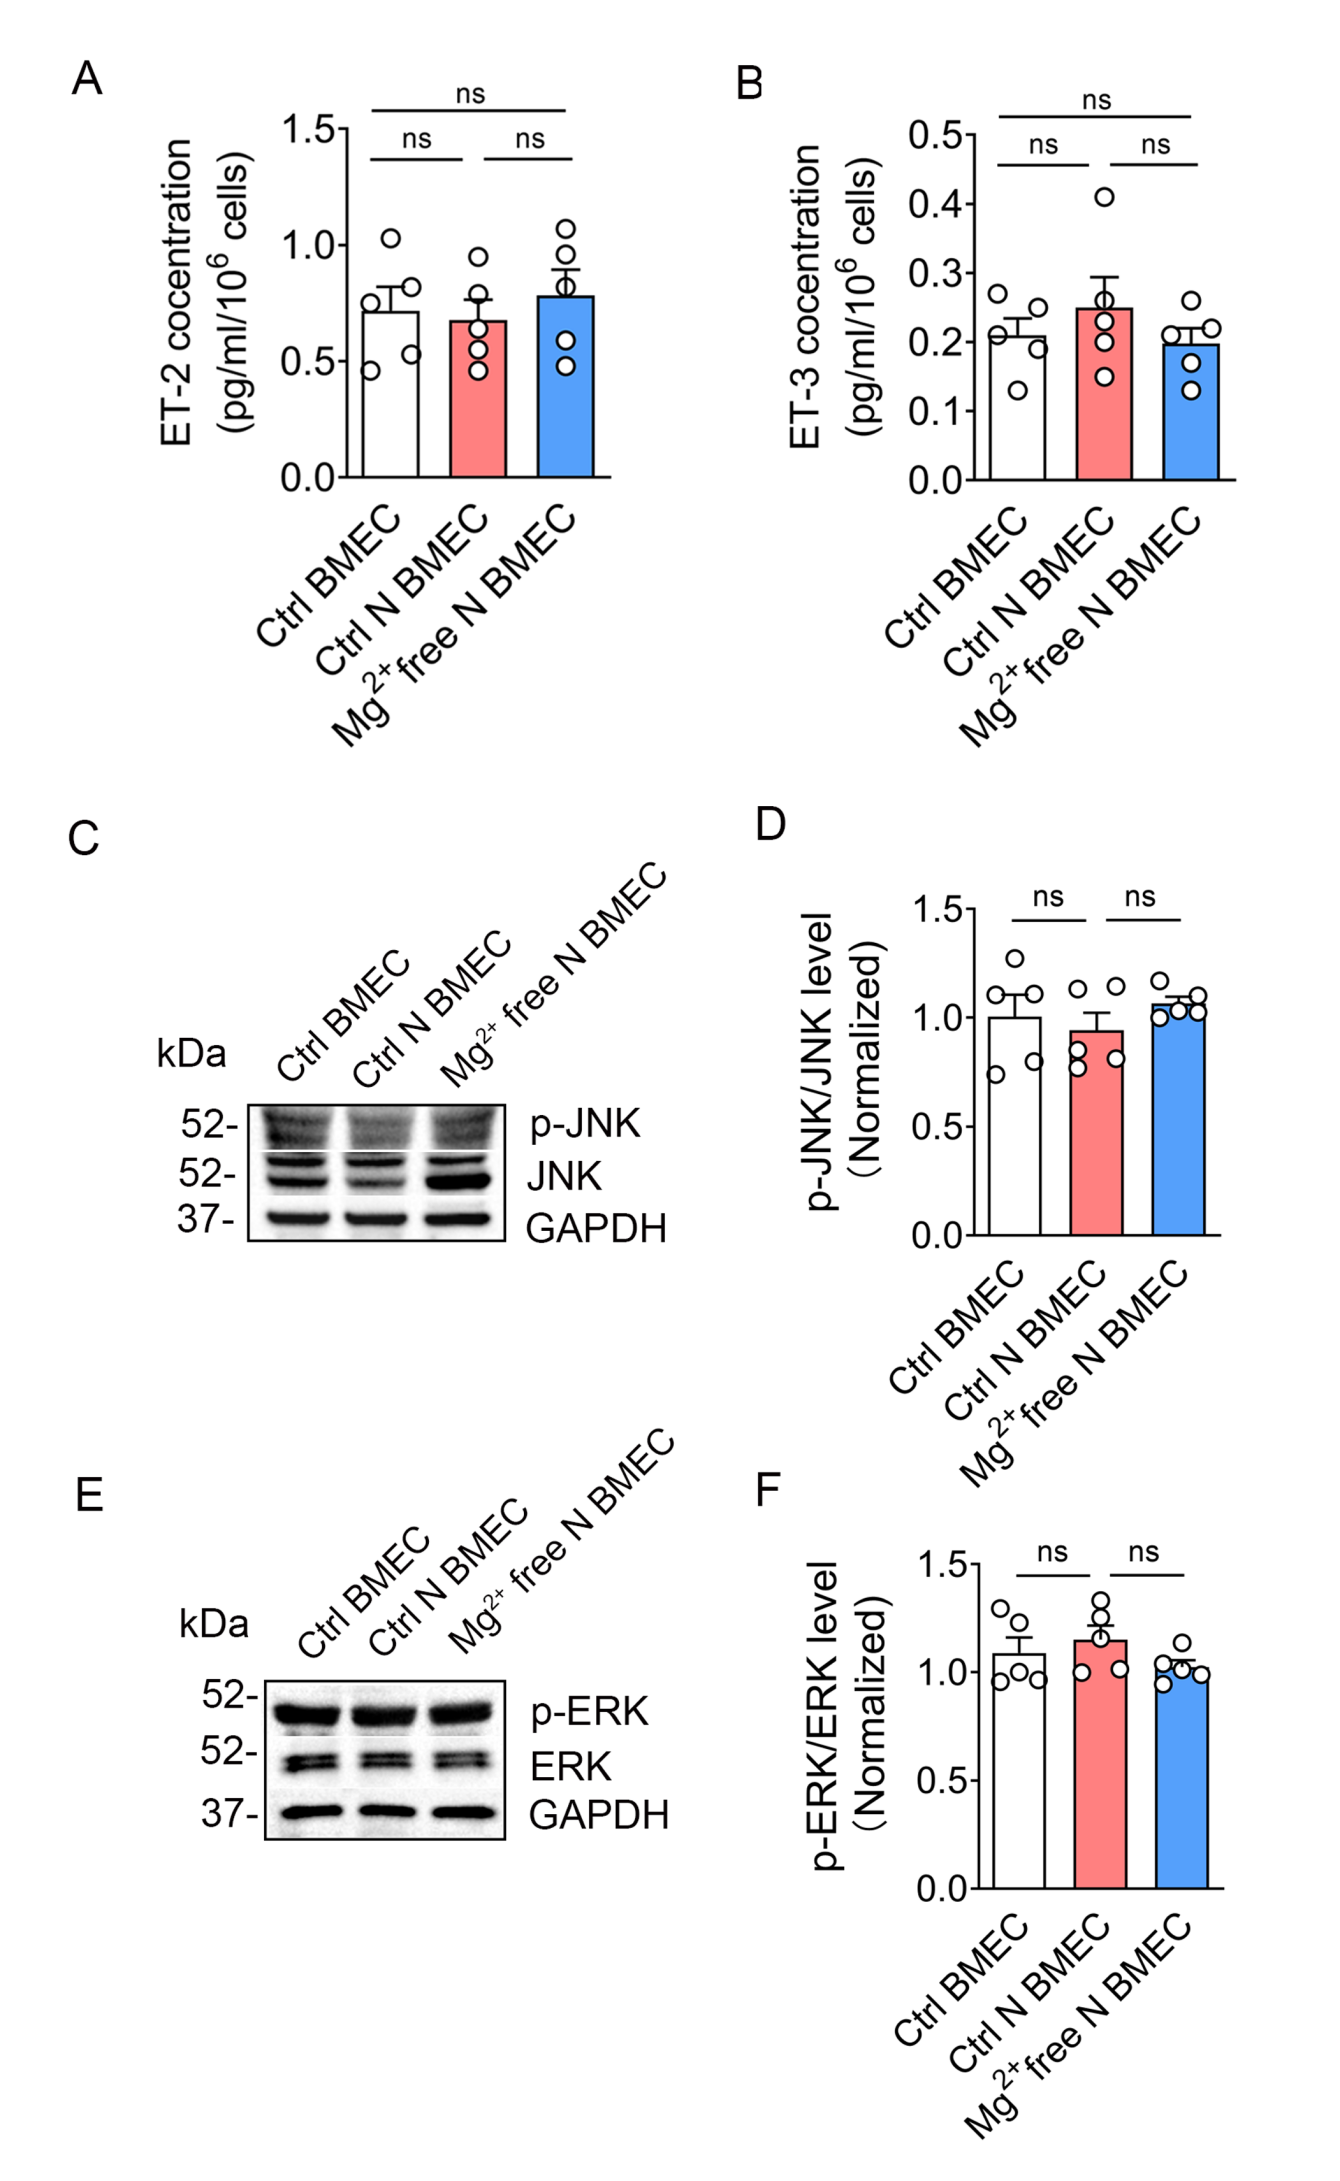

**Figure S15.** Endothelin level and MAPK pathway activation in BMECs under epileptic condition. A) Elisa analyses of ET-2 levels in Ctrl BMEC, Ctrl N BMEC, and Mg²⁺ free N BMEC (n=5; ns, Ctrl N BMEC vs Ctrl BMEC; ns, Mg²⁺ free N BMEC vs Ctrl N BMEC; ns, Mg²⁺ free N BMEC vs Ctrl BMEC). B) Elisa analyses of ET-3 levels in Ctrl BMEC, Ctrl N BMEC, and Mg²⁺ free N BMEC (n=5; ns, Ctrl N BMEC vs Ctrl BMEC; ns, Mg²⁺ free N BMEC vs Ctrl N BMEC; ns, Mg²⁺ free N BMEC vs Ctrl BMEC). C) Western blot analyses showing p-JNK/JNK levels in in Ctrl BMEC, Ctrl N BMEC, and Mg²⁺ free N BMEC. D) Bar graph quantifying p-JNK/JNK levels (n=5; ns, Ctrl N BMEC vs Ctrl BMEC; ns, Mg²⁺ free N BMEC vs Ctrl N BMEC). E) Western blot analyses showing p-ERK/ERK levels in Ctrl BMEC, Ctrl N BMEC, and Mg²⁺ free N BMEC. F) Bar graph quantifying p-ERK/ERK levels (n=5; ns, Ctrl N BMEC vs Ctrl BMEC; ns, Mg²⁺ free N BMEC vs Ctrl N BMEC). Data are presented as means ± S.E.M. Statistical analyses was performed using one-way ANOVA followed by Tukey’s post hoc test.

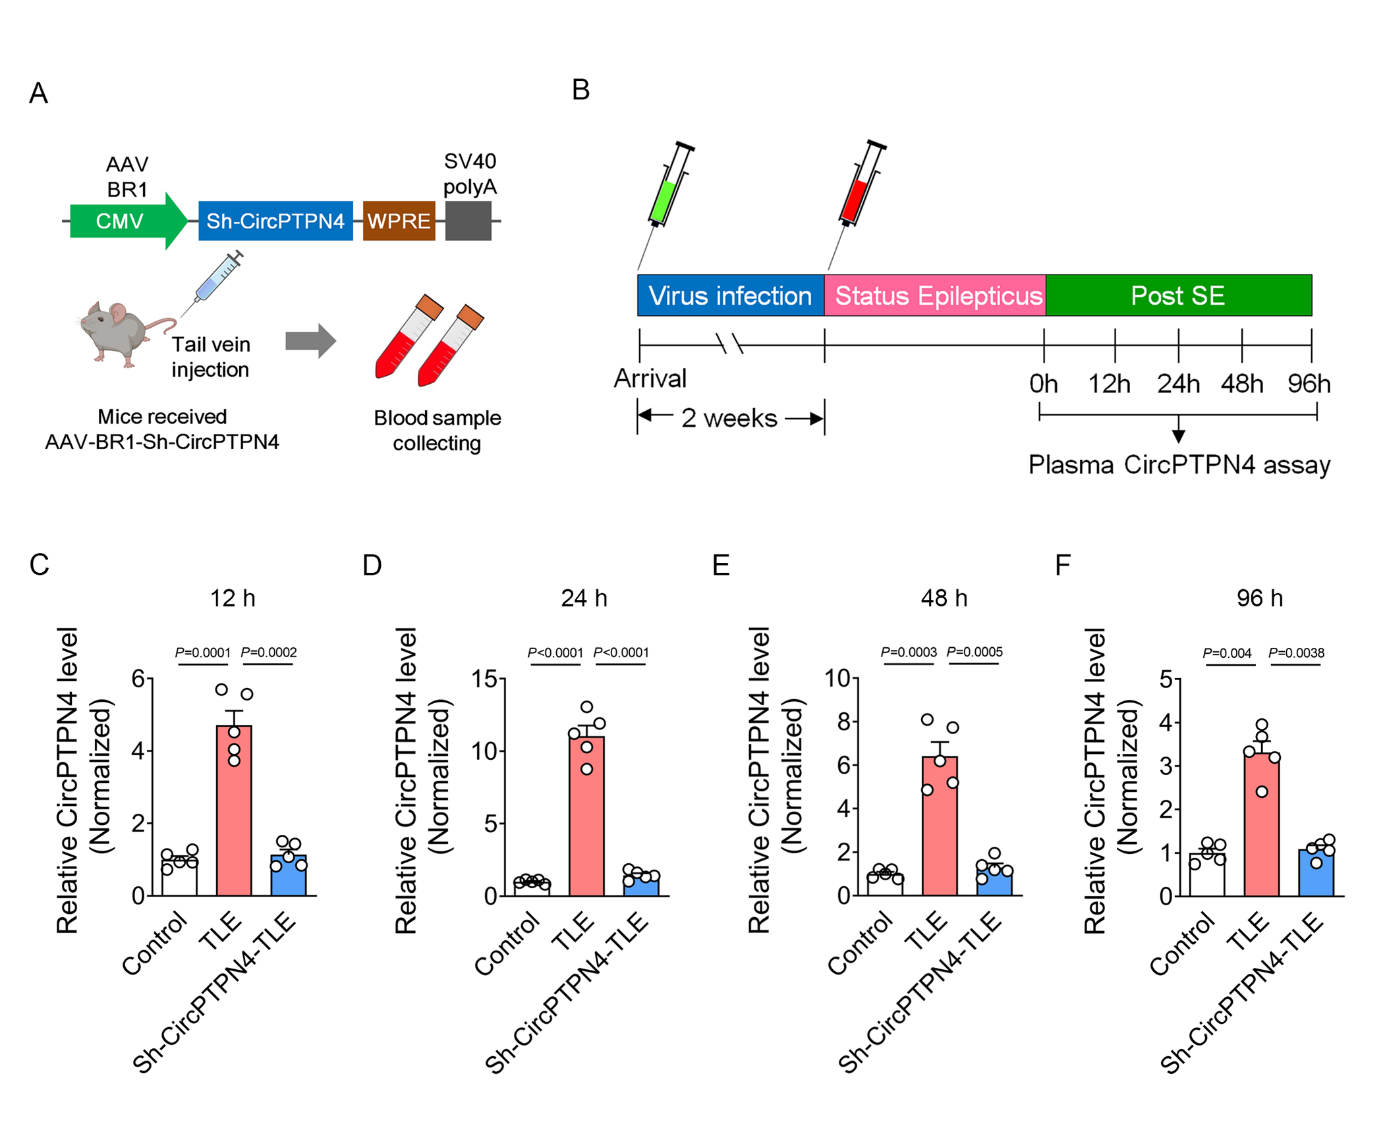

**Figure S16.** Plasma CircPTPN4 was derived from brain endothelial CircPTPN4. A) Schematic diagram depicting AAV constructs for CircPTPN4-targeting shRNA (Sh-CircPTPN4). The virus is administered by tail vein injection. Blood samples were collected for further experiment. B) Experimental design schematic. Two weeks after viral injection, mice underwent SE induction followed by quantative RT-PCR analyses of plasma CircPTPN4 at 0, 12, 24, 48 and 96 hours post-SE, respectively. C-F) Quantative RT-PCR analyses validating CircPTPN4 levels in Control, TLE and Sh-CircPTPN4-TLE mice at 12h (n=5; p=0.0001, SE-12h vs Control; p=0.0002, SE-12h vs Sh-CircPTPN4-SE-12h), 24h (n=5; p<0.0001, SE-24h vs Control; p<0.0001, SE-24h vs Sh-CircPTPN4-SE-24h), 48h (n=5; p=0.0003, SE-48h vs Control; p=0.0005, SE-48h vs Sh-CircPTPN4-SE-48h) and 96h (n=5; p=0.004, SE-96h vs Control; p=0.0038, SE-96h vs Sh-CircPTPN4-SE-96h) post SE. Data are presented as means ± S.E.M. Statistical analyses was performed using one-way ANOVA followed by Tukey’s post hoc test.

**
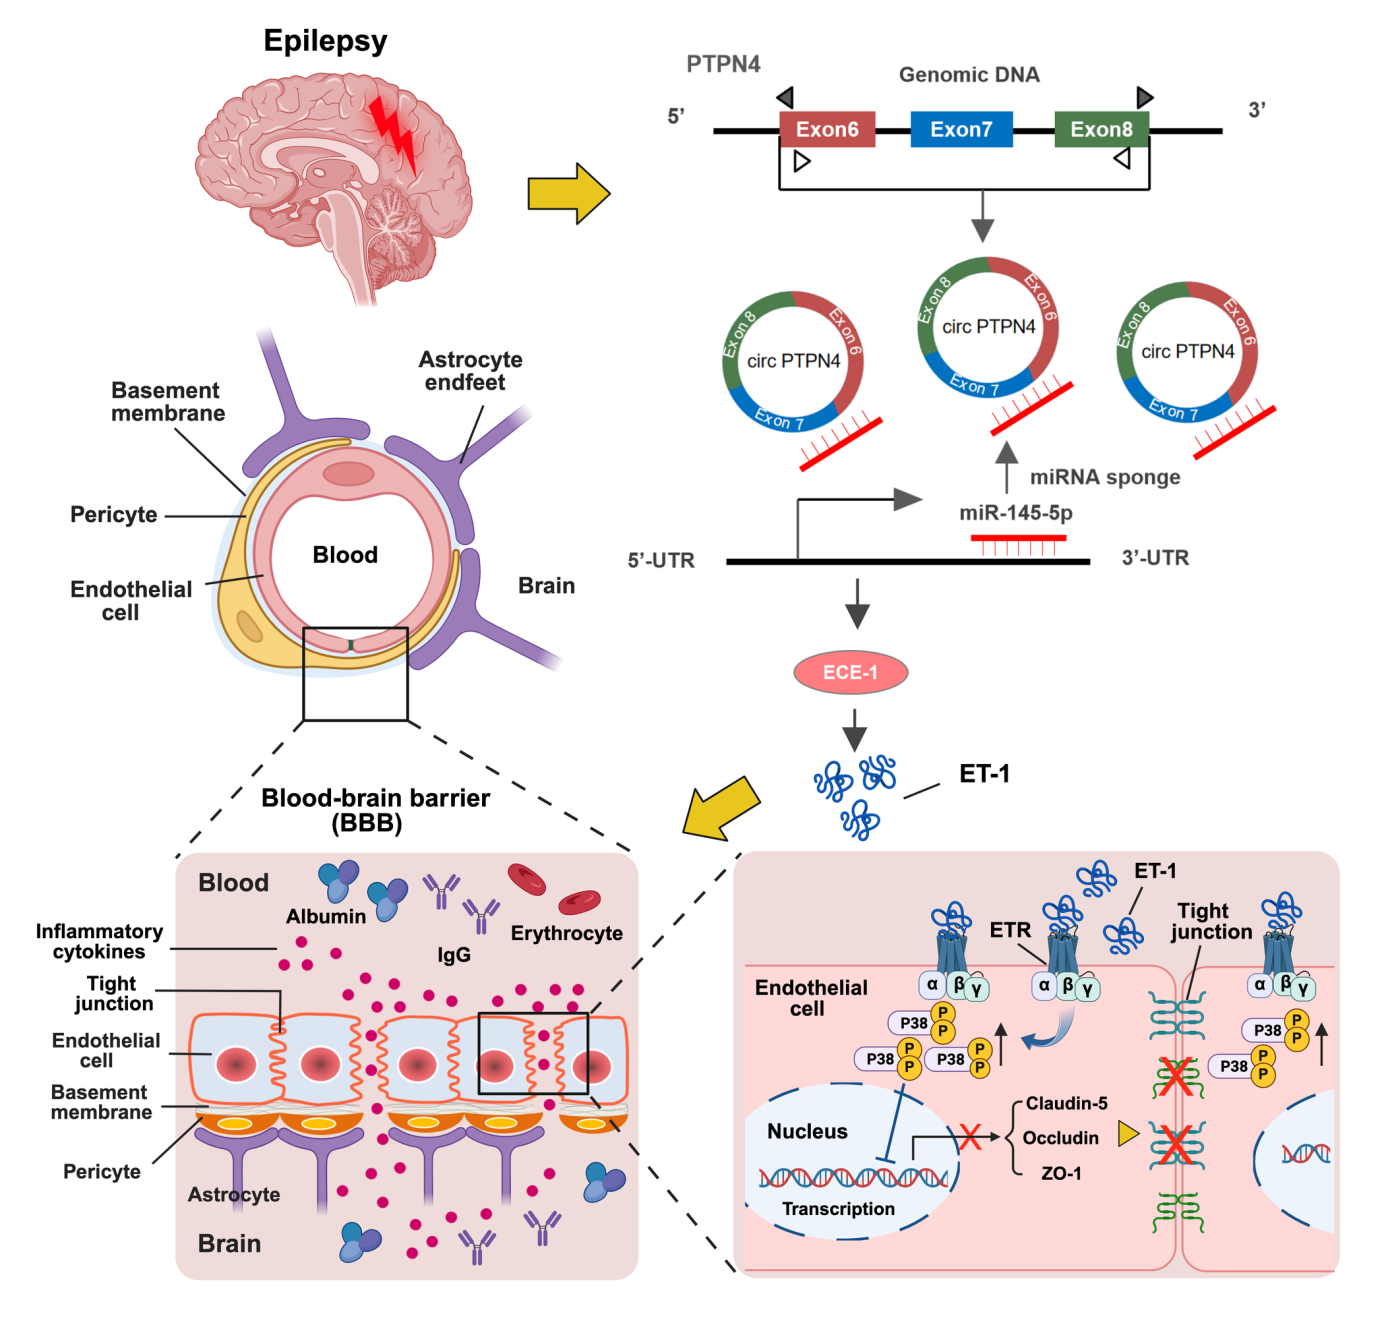
**

**Figure S17.** Proposed mechanism of CircPTPN4-mediated BBB damage during early epileptogenesis. Epileptogenic conditions induce back-splicing of exons 6, 7, and 8 of the PTPN4 gene to generate CircPTPN4. CircPTPN4 facilitates Endothelin Converting Enzyme-1 (ECE-1) expression by competitively sequestering miR-145a-5p. Elevated ECE-1 catalyzes increased production of Endothelin-1 (ET-1). Subsequent ET-1 upregulation activates the p38/MAPK signaling pathway, leading to downregulation of tight junction protein expression in brain microvascular endothelial cells (BMECs). This impairs BBB integrity, increasing permeability and facilitating inflammatory cytokine infiltration into the brain parenchyma, ultimately potentiating seizure susceptibility. The graphical abstract was created with permission from BioRender.

**Supplementary Tables**

**Table S1. Primers used for quantitative RT-PCR analyses**

| Name | Sequence 5’—3’ |
| --- | --- |
| ECE-1 | Forward: TCTCCGAGGGCGATGTGTA  Reverse: CTTCTCCACCGAGGTCCGA |
| claudin-5 | Forward: GCAAGGTGTATGAATCTGTGCT  Reverse: GTCAAGGTAACAAAGAGTGCCA |
| Occludin | Forward: TTGAAAGTCCACCTCCTTACAGA  Reverse: CCGGATAAAAAGAGTACGCTGG |
| ZO-1 | Forward: GCCGCTAAGAGCACAGCAA  Reverse: TCCCCACTCTGAAAATGAGGA |
| GAPDH | Forward: TCTTCCCCTTTTAATGGTCAGTGTAC  Reverse: TCTTCCCCTTTTAATGGTCAGTGTAC |
| has_circPTPN4  convergent primer | Forward: GTCCTTCTAATACTGCTGCCCTTT  Reverse: TGACTGATCGTAGTCTCCAAGTTCA |
| mmu_circPTPN4 convergent primer | Forward: CCTTGTAACACTGCTGCCCTTT  Reverse: TTCTGACTGATTGTAGTCTCCAAGTTC |
| has_ CircPTPN4 divergent primer-1 | Forward: CACAGAACTTGTCAGGCTACCTC  Reverse: ATGAAGCTAAAAGGGCAGCA |
| has_ CircPTPN4 divergent primer-2 | Forward: GAACTTGTCAGGCTACCTCTCAG  Reverse: ATGAAGCTAAAAGGGCAGCA |
| has_ CircPTPN4 divergent primer-3 | Forward: GTCACAGAACTTGTCAGGCTACC  Reverse: ATGAAGCTAAAAGGGCAGCA |
| has_ CircPTPN4 divergent primer-4 | Forward: CGATCAGTCAGAGAACTTCTCA  Reverse: ATGAAGCTAAAAGGGCAGCA |
| mmu_ CircPTPN4 divergent primer-1 | Forward: CTTGTAACACTGCTGCCCTT  Reverse: TGCTGCTGATGTAACTTTGCA |
| mmu_ CircPTPN4 divergent primer-2 | Forward: TCCTGTCCTTGTAACACTGCT  Reverse: GCTGCTGATGTAACTTTGCAATT |
| CircPCNX | Forward: CACTTTTGGCCCTGTTGAT  Reverse: TCTTCTGTTGGGCCGTAAGT |
| miR-145a-5p | Forward: CGGTCCAGTTTTCCCAGGA  Reverse: AGTGCAGGGTCCGAGGTATT |
| miR-28a-5p | Forward: CGCGAAGGAGCTCACAGTCT  Reverse: AGTGCAGGGTCCGAGGTATT |
| U6 | Forward: GCTTCGGCAGCACATATACTAAAAT  Reverse: CGCTTCACGAATTTGCGTGTCAT |

**Table S2. Antibody information**

| Antibody | Vendor | Catalog Number | Concentration |
| --- | --- | --- | --- |
| GAPDH Monoclonal antibody | Proteintech Technology | 60004-1-Ig | 1:2000 (WB) |
| Anti-NeuN antibody | Abcam | ab177487 | 1:200 (IF) |
| PECAM-1(CD31) | Santa Cruz | Sc-18916 | 1:100 (IF) |
| Occludin Monoclonal antibody | Invitrogen | OC-3F10 | 1:200 (IF)  1:1500 (WB) |
| Anti-claudin-5 antibody | Abcam | Ab15106 | 1:1500 (WB) |
| ZO-1 Rabbit polyclonal antibody | Proteintech | 21773 | 1:1500 (WB) |
| Isolectin B4 | Sigma | L2140 | 1:50 (IF) |
| ECE-1 antibody | Santa Cruz | SC-376017 | 1:200 (IF)  1:1500 (WB) |
| PTPN4 Polyclonal Antibody | ThermoFisher | PA5-110241 | 1:1000 (WB) |
| Albumin Polyclonal antibody | Proteintech Technology | 16475-1-AP | 1:200 (IF) |
| Rabbit IgG Isotype Control Recombinant Antibody | Proteintech Technology | 98136-1-RR | 1:200 (IF) |
| Caveolin-1 Monoclonal antibody | Proteintech Technology | 66067-1-Ig | 1:200 (IF)  1:2000 (WB) |
| JNK Monoclonal antibody | Proteintech Technology | 66210-1-Ig | 1:3000 (WB) |
| Phospho-JNK(Tyr185)Recombinant antibody | Proteintech Technology | 80024-1-RR | 1:1500 (WB) |
| ERK1/2 Polyclonal antibody | Proteintech Technology | 11257-1-AP | 1:2000 (WB) |
| Phospho-ERK1/2 (Thr202/Tyr204) Polyclonal antibody | Proteintech Technology | 28733-1-AP | 1:1000 (WB) |
| p38 MAPK Monoclonal antibody | Proteintech Technology | 66234-1-Ig | 1:2000 (WB) |
| Phospho-p38 MAPK(Thr180/Tyr182)Polyclona antibody | Proteintech Technology | 28796-1-AP | 1:1000 (WB) |

**Table S3. Probe information**

| Name | Vendor | Sequence5’-3’ | Concentration |
| --- | --- | --- | --- |
| biotinylated CircPTPN4 probe (pull-down) | RiboBio | AAACATCATTTGCTGTTCAGTC | 100nM |
| biotinylated random probe (pull-down) | RiboBio | GCACATGTCATTATGACAT | 100nM |
| biotinylated WT miR-145-5p (pull-down) | Gene Pharma | GUCCAGUUUUCCCAGGAAUCCCUUU | 100 nM |
| biotinylated Mutant miR-145-5p (pull-down) | Gene Pharma | GUUCGAGUAUGCACAAGCAAUCCGA | 100 nM |
| biotinylated CircPTPN4 probe (FISH) | RiboBio | AAACATCATTTGCTGTTCAGTC | 50nM |
| digoxigenin-labeled miR-145a-5p probes(FISH) | RiboBio | TCCCAGGAATCCCT | 50nM |

**Table S4. shRNA vector sequence**

| Name | Sequence5’-3’ |
| --- | --- |
| Has_CircPTPN4 shRNA1 | Forward: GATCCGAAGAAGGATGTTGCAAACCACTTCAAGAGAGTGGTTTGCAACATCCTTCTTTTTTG  Reverse: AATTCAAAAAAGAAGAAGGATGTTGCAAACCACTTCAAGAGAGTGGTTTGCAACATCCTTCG |
| Has_CircPTPN4 shRNA2 | Forward: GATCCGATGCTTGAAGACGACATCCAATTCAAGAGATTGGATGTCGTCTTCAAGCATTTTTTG  Reverse: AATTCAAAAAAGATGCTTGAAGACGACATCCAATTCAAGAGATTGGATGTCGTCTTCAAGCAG |
| Has_CircPTPN4 shRNA3 | Forward: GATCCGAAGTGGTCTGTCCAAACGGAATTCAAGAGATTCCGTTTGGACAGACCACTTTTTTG  Reverse: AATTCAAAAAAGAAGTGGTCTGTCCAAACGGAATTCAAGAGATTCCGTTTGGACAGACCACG |
| Has_CircPTPN4 shRNA4 | Forward: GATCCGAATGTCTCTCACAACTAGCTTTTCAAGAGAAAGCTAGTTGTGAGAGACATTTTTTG  Reverse: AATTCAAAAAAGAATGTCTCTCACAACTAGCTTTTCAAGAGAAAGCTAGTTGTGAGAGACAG |
| mmu_CircPTPN4 shRNA1 | Forward: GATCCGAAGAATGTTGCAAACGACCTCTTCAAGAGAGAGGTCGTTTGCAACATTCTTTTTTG  Reverse: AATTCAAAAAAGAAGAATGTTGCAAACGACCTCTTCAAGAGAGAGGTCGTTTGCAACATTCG |
| mmu_CircPTPN4 shRNA2 | Forward: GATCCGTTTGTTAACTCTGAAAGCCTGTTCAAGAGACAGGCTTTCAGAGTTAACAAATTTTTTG  Reverse: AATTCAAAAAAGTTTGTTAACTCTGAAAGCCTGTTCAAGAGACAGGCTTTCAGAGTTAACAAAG |
| mmu_CircPTPN4 shRNA3 | Forward: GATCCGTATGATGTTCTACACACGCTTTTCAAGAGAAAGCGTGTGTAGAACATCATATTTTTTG  Reverse: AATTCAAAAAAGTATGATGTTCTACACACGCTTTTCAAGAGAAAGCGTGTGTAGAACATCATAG |
| mmu_CircPTPN4 shRNA4 | Forward: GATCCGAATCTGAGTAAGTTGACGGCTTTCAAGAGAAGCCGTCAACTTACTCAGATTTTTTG  Reverse: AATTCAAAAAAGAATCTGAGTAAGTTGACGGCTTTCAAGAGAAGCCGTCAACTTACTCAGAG |
| ECE1 shRNA1 | Forward: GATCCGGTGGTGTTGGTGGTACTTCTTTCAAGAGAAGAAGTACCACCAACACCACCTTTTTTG  Reverse: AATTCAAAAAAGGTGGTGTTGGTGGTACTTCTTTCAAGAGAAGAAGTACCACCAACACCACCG |
| ECE1 shRNA2 | Forward: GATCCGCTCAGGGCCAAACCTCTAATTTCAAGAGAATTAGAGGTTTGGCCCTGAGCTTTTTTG  Reverse: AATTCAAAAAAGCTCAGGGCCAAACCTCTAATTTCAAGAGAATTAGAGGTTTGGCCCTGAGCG |
| ECE1 shRNA3 | Forward: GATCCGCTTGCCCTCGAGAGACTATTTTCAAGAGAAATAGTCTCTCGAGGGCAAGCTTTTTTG  Reverse: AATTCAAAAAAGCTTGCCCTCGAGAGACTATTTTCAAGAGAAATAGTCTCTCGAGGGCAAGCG |
| ECE1 shRNA4 | Forward: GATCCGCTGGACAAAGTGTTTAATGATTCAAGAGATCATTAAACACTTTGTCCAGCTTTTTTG  Reverse: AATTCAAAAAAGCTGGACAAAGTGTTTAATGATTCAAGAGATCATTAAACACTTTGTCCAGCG |

**Table S5. CircPTPN4 sequence**

| Name | Sequence 5’—3’ |
| --- | --- |
| Has_CircPTPN4 | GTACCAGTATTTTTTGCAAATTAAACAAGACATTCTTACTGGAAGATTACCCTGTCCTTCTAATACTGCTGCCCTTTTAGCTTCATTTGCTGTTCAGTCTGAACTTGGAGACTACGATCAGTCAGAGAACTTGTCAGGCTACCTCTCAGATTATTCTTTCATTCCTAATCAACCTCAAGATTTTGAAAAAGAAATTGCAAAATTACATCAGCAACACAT |
|  |  |
| Mmu_CircPTPN4 | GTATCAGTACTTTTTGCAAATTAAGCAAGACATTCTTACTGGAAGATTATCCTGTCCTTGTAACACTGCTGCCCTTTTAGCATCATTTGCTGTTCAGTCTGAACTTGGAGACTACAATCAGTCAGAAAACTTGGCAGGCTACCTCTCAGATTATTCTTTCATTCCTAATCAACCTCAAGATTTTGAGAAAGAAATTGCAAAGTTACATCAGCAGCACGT |

**Table S6. miR-145a-5p mimics and inhibitors sequence**

| Name | Sequence5’-3’ |
| --- | --- |
| miR-145a-5p | GUCCAGUUUUCCCAGGAAUCCCU |
| Mimics Negative Control | AACUCAGUUCGAGUCACAGTT |
| miR-145a-5p mimics | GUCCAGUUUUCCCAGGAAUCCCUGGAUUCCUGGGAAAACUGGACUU |
| Inhibitor Negative Control | UAGUGGAUCGAGUGUGGAAUT |
| miR-145a-5p inhibitor | AGGGAUUCCUGGGAAAACUGGAC |

How the deposited data were processed for this re-analysis (not part of the article)

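The cortex of 3 Control mice and 3 TLE mice, the latter taken 24 h after pilocarpine-induced Status Epilepticus, was sequenced by the authors after depletion of ribosomal RNA, with 1 library per mouse. According to the paper's methods, the authors filtered the reads, identified circRNAs with CIRI from BWA-MEM alignments and quantified them in SRPBM. The deposited values are this normalized signal, the back-spliced junction reads of a circRNA divided by the mapped reads of its library and multiplied by a constant. The same table of 11171 circRNAs and 6 libraries was deposited 6 times, once with each sample, and was read 1 time. The authors tested for differences with DESeq2 and called circRNAs at a log2 fold change of at least 1.5 in either direction with a p under 0.05. The paper does not say whether this p was adjusted; the unadjusted p was used here with the same threshold. The sample labels give 2 groups, Control and TLE, with replicates numbered 1 to 3 in each, and no batch, date or sequencing run.

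Each value of a library was, up to rounding, a whole multiple (100% of values) of 1 step, where the smallest value above 0 was 2 steps. The step was taken as the value of 1 junction read. Junction reads obtained in this way (between 32504 and 56516 per library) were used to describe depth, to set a floor of 3 junction reads (between 25.6 and 31.0 SRPBM), to thin libraries to the same depth, to simulate libraries, to compare libraries of the same group with a chi-square statistic and to work out how many zeros sampling would give. TLE and Control were not compared on them as counts, since the listed values are normalized and the steps are not a count table. The floor and the confidence intervals cover counting error only, because reads without molecular identifiers are not independent molecules.

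Differences between TLE and Control were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with trend, two-sided) on log2(SRPBM + 17.0914), where 17.0914 is the smallest value above 0 in the table, over the 4271 circRNAs above 0 in at least 3 of the 6 libraries and without covariates. Adjusted p-values are Benjamini-Hochberg values over all circRNAs tested. Single values per library were compared by two-sided exact permutation tests over the 10 splits of 3 against 3, whose smallest p is 0.1. A fold change against a group whose libraries were all at 3 junction reads or fewer is given as a lower bound, the mean of the other group divided by the mean floor of the low group. This bound covers neither the counting error and spread of that mean nor reads dropped from a listed 0. The tests, the circRNAs named and the alternatives were chosen before the data were examined, apart from those stated to be chosen afterwards. Named were all circRNAs of Ptpn4, the circRNAs of Fig. 5A, C, D and E, circRNAs of Pcnx, Ece1, Ocln, Cldn5, Tjp1 and Cav1, the 5 highest and 5 lowest log2 fold changes past the paper's threshold without overlap between the groups, and the 3 circRNAs with the highest mean.

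circRNA ends were placed on GENCODE release M21 of mouse build GRCm38, with positions counted from 1. The paper's text does not name the build of the table; 84.8% of the circRNAs had both ends exactly on exon boundaries of this annotation. Of 3522 host gene identifiers, 3514 were matched to a symbol. Table S5 and the oligonucleotides of Table S1 and Table S4 were matched to the 27-exon Ptpn4 transcript. For the summed host gene values, the SRPBM of all circRNAs of a gene were added in each library, and 2157 host genes above 0 in at least 3 libraries were tested in the same way. Tables, exact tests and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

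The comparison was tested on simulated data, with Poisson junction reads drawn from the pooled mean of each circRNA over the 6 libraries. The depth of a simulated library followed its mapped reads and not its junction reads. Of 200 circRNAs with known changes larger than the paper's threshold and at least 60 junction reads, 187 (93.5%) were recovered at that threshold. Of them, 194 had an adjusted p under 0.05 in limma. Of 200 circRNAs with at most 22 junction reads that were changed 8-fold, 105 were recovered at the paper's threshold and 93 had an adjusted p under 0.05. In 50 simulations without any change, between 4 and 17 circRNAs were past the threshold. All these simulations carry counting error only. Libraries of the same group differed by more than that, with a chi-square between 1.94 and 3.11 times its degrees of freedom. The recoveries are therefore not those to be had in the real libraries, whose spread is larger.

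Alternatives covered the pseudocount (8.55 and 1 SRPBM), the filter on low values (none, or a mean at or above the median), rescaling of each library to the same total SRPBM, eBayes without trend, the replicate number as a block, a log2 fold change of 1, and leaving out each library in turn. For the descriptive values they covered the number of libraries or reads required, thinning of the junction reads, ends within 5 bases of an exon boundary and the transcript with the fewest exons. The Gene Ontology annotation of host genes was not analysed here, and coordinates were not converted between builds.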

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

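The tests in this part were chosen after the values of the Ptpn4 circRNAs had been seen.

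The paper reports on 1 circRNA of Ptpn4, numbered mmu_circ_0004696 and described as a circle of exons 6 to 8. The deposited table lists this number with its ends at exons 6 and 18. It also lists 17 other circRNAs of Ptpn4, which the paper does not discuss. Of these, 3 stood out because every TLE library was above every Control library in the values as deposited. For mmu_circ_0004692 (exons 6 to 26), the mean in TLE was 57.7 SRPBM, with libraries at 51.6, 35.1 and 86.5 SRPBM. The Control libraries were at 34.2, 0 and 0 SRPBM (log2 fold change 1.54, standard error 0.65, adjusted p = 0.843 from limma). Its separation rests on a tie, since Control replicate 1 and TLE replicate 2 both had 4 junction reads. Total SRPBM was 351493 in the former and 409021 in the latter, so equal totals would reverse their order. Its log2 fold change fell short of the paper's threshold after rescaling (1.44) and ranged from 1.28 to 2.07 with 1 library left out. For mmu_circ_0004707 (exons 6 to 10), the mean was 198 SRPBM in TLE and 123 SRPBM in Control (log2 fold change 0.64, standard error 0.32, adjusted p = 0.922 from limma). For mmu_circ_0004709 (exons 3 to 8), the mean in TLE was 60.2 SRPBM, at least 2.27-fold above the floor, and the 3 Control libraries were listed at 0 (log2 fold change 2.13, standard error 0.61, adjusted p = 0.838 from limma). Together with mmu_circ_0004696, the number that the paper gives for CircPTPN4, every TLE library was above every Control library in 4 of the 18 Ptpn4 circRNAs. For mmu_circ_0004692, this holds in the values as deposited but not in junction reads. Among the circRNAs tested, chance gives 10% without overlap, 5% in this direction, and 8.94% had TLE above Control. Some of the 18 Ptpn4 circRNAs, such as mmu_circ_0004694, were above 0 in fewer than 3 libraries and were not tested. Those could not have every TLE library above every Control library, so 4 of 18 cannot be set directly beside these rates. Since the gene and the 4 circRNAs were picked for their difference, the 4 of 18 is a description and not a test. Over the alternatives, the smallest adjusted p of any circRNA in limma was 6.3e-06 without the filter and 0.0077 without TLE replicate 1. It lay between 0.225 and 0.979 in the others.

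The SRPBM of all 18 Ptpn4 circRNAs was then added in each library. The sum was 323 ± 65.7 SRPBM in Control and 638 ± 42.4 SRPBM in TLE (SD, n = 3 each), a 1.97-fold difference, and every TLE library was above every Control library (two-sided exact permutation test, p = 0.1, the smallest p possible). In limma over 2157 host genes, the log2 fold change of the sum was 0.96 (standard error 0.26, unadjusted p = 0.0015, adjusted p = 0.728), and no host gene had a smaller unadjusted p in the values as deposited. An adjusted p under 0.05 was reached by 0 host genes and an unadjusted p under 0.05 by 133.

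A larger total circRNA signal in TLE does not by itself give this difference: with every library rescaled to the same total SRPBM, the log2 fold change of the sum was 0.74 (unadjusted p = 0.0031, adjusted p = 0.865 from limma; 0.728 as deposited), and the groups still did not overlap. Ptpn4 then ranked 2 by unadjusted p, behind 1 other host gene. The sum does not rest on mmu_circ_0004696 alone, since without it the log2 fold change was 0.83 and the groups did not overlap. The choice of 1 gene among 2157 by its p stays open. In 7 of the 10 splits of the 6 libraries, some host gene had an unadjusted p at least as small, so the difference cannot be told apart from the largest of many chance differences, and with 3 libraries against 3 the share of splits never falls under 0.1. A higher output of Ptpn4 circRNAs in TLE cortex, in which mmu_circ_0004696 is 1 of several circles, may be the cause and remains a hypothesis. The linear Ptpn4 transcript has no value in the table, so a general rise of Ptpn4 transcription was not tested here; the paper reports lower linear Ptpn4 mRNA in TLE by quantitative RT-PCR (Fig. 5H).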

How the results depend on the processing

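The alternative that requires 3 junction reads in the count of circRNAs detected in only 1 group, and the thinning in that count, were chosen after the data had been seen. The planned fits with DESeq2 and edgeR were not run. They need read counts, and the junction reads inferred from the steps of the normalized values were not used as a count table. Whether these tools would give other counts of changed circRNAs is therefore open.

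The log2 fold change of mmu_circ_0004696 kept its direction and its side of the paper's threshold under every alternative run, from 1.78 (without Control replicate 2 or 3) to 4.67 (pseudocount 1); its unadjusted p ranged from 0.0017 to 0.028. The fitted value depends on the pseudocount because the Control libraries are at or near 0.

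The counts of changed circRNAs, 54 higher and 13 lower, moved more. With a pseudocount of 8.55 SRPBM they were 121 and 47, with a pseudocount of 1 they were 88 and 42, and with a log2 fold change of 1 they were 150 and 46. After rescaling to the same total SRPBM they were 37 and 25, and the share of higher calls fell from 80.6% to 59.7%. Without the filter and with the filter on the mean they were 55 and 16, and without trend 48 and 11. Across the 6 fits that each left out 1 library, the higher calls ranged from 33 (without TLE replicate 3) to 104 (without Control replicate 3) and the lower calls from 6 (without Control replicate 3) to 55 (without TLE replicate 3). Of the 67 calls, 64 were shared with the fit at a pseudocount of 8.55 SRPBM, 47 with that at a pseudocount of 1, 50 with the rescaled fit, and between 28 and 47 with the fits that left out 1 library. Part of the latter change follows from the filter, which fewer circRNAs pass with 5 libraries (between 3507 and 3867 tested); the cause of the other changes was not tested.

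An adjusted p under 0.05 was reached by 0 circRNAs, with 222 at an unadjusted p under 0.05. Without the filter, 9 circRNAs reached it, with the smallest adjusted p at 6.3e-06, and 7 of these 9 were listed at 0 in exactly 1 library and at 20 or more junction reads in each of the other 5. The fits that left out 1 library gave between 0 and 4. The 4 came without TLE replicate 1, with the smallest adjusted p at 0.0077, and are mmu_circ_0003120 (Txndc11), mmu_circ_0005752 (Tasp1), mmu_circ_0007437 (Tmeff1) and mmu_circ_0010400 (Arhgap32), named here because their values were seen; all 4 have a 0 of this kind. The smallest adjusted p under the other alternatives lay between 0.225 and 0.979.

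The replicate numbers gave little sign of pairing: the correlations of same-numbered libraries were 0.019, 0.014 and 0.010. Those of differently numbered libraries lay between -0.024 and 0.0092, so the same-numbered ones were the highest, but all were small. A fit with the replicate block gave 54 higher and 13 lower calls, 225 circRNAs at an unadjusted p under 0.05 and a log2 fold change of 1.95 for mmu_circ_0004696.

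The direction of the 20 circRNAs of Fig. 5D,E was that of the figure in all 13 tested. This number was 19 without the filter, where all 20 were tested, and it ranged from 5 (without any one of the TLE replicates) to 9 (without any one of the Control replicates) when 1 library was left out, since fewer pass the filter.

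The circRNAs detected in every TLE library and in no Control library numbered 75, and the opposite 41. With at least 3 junction reads they numbered 20 and 8, and after thinning to the smallest library 52.7 and 47.8 on average. Leaving out 1 library gave from 141 (without Control replicate 2) to 305 (without TLE replicate 1) for TLE and from 59 (without TLE replicate 1) to 145 (without Control replicate 2) for Control, since a group of 2 libraries is easier to fill. The TLE minus Control difference in circRNAs detected per library, 482, ranged from -3.17 (without TLE replicate 3) to 990 (without TLE replicate 1). The TLE minus Control difference in total SRPBM, 63776.5, kept its direction. It ranged from 24895 (without TLE replicate 3) to 101534 (without TLE replicate 1).

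Of the 11171 circRNAs, 6098 were above 0 in at least 2 libraries. The exon-derived share rose from 84.8% to 89.4% among circRNAs in at least 3 libraries. In these, the median length of single-exon circRNAs was 756 nucleotides and 63.5% held 2 to 5 exons; with the transcript of fewest exons the latter was 64.6%. The median number of exons was 4 throughout.

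Of the 46 other named circRNAs tested, 6 comparisons of 499 reversed the direction, in circRNAs with log2 fold changes between -0.43 and 0.28. After rescaling, mmu_circ_0003712 was at -0.056 and mmu_circ_0010875 at -0.0045. When 1 library was left out, mmu_circ_0001761 (Ocln) ranged from -1.05 to 0.033, mmu_circ_0004702 (Ptpn4) from -0.34 to 0.61 and mmu_circ_0004705 (Ptpn4) from -0.33 to 0.92. A further 15 comparisons moved past the paper's threshold and 7 fell short of it.

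The depth limits what single circRNAs can show. A value of 3 junction reads is between 25.6 and 31.0 SRPBM, and 67.0% of the values above 0 are 5 junction reads or fewer.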

Differences from the paper's values

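No test in this part was chosen after the result was seen.

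The paper counts 103 changed circRNAs, and the comparison with limma gave 67 at the same threshold. Of the alternatives set before the data were examined, a pseudocount of 1 (130), no filter (71), a mean at or above the median (71) and leaving out any 1 library (82 to 110) gave counts within 1.5 times the paper's. A pseudocount of 8.55 SRPBM (168), rescaling (62), eBayes without trend (59), the replicate block (67) and a log2 fold change of 1 (196) did not.

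The paper counts 45 circRNAs as lower in TLE, and limma gave 13. A pseudocount of 8.55 SRPBM (47), a pseudocount of 1 (42), a log2 fold change of 1 (46), and leaving out TLE replicate 2 (42) or TLE replicate 3 (55) gave counts within 1.5 times the paper's. No filter (16), a mean at or above the median (16), rescaling (25), eBayes without trend (11), the replicate block (13), leaving out any 1 Control library (6 to 8) and leaving out TLE replicate 1 (28) did not. The paper's 58 circRNAs higher in TLE stand beside 54 here, within 1.5 times. The count was also within 1.5 times with no filter (55), a mean at or above the median (55), eBayes without trend (48), the replicate block (54), and without TLE replicate 1 (57) or TLE replicate 2 (40). It was not with a pseudocount of 8.55 SRPBM (121), a pseudocount of 1 (88), rescaling (37), a log2 fold change of 1 (150), leaving out any 1 Control library (90 to 104) or leaving out TLE replicate 3 (33). The planned fits with DESeq2, the tool that the paper names, and with edgeR were not run.

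The log2 fold change of CircPTPN4 is about 3.7 in Fig. 5C, read by eye, and it was 1.95 here for mmu_circ_0004696. With a pseudocount of 1 it was 4.67, closer to the paper's value than its standard error; with the other alternatives it lay between 1.78 and 2.60 and was not. Since both values rest on Control libraries under the floor, the TLE mean can only be set against that floor. It was 2.58 times the floor, without the spread of the TLE libraries, which lies below the paper's value.

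Of the 37 circRNAs named in Fig. 5A, C and E, 19 were past the paper's threshold in limma. With a pseudocount of 8.55 SRPBM or of 1 they were 26, without the filter 20, and 27 passed it under at least 1 setting.

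The paper describes CircPTPN4 as a circle of exons 6, 7 and 8. The circRNA listed under its number, mmu_circ_0004696, has its ends at exons 6 and 18 of Ptpn4. In Fig. 5A, CircPTPN4 is drawn at the lowest colour in all 3 Control columns, and the table lists it at 17.1 SRPBM in Control replicate 1. In Fig. 5E, mmu_circ_0005646 is drawn as lower in TLE, and the table lists it at 0 in the 3 Control libraries and at 0, 26.3 and 17.3 SRPBM in TLE. A circRNA with a similar number that Fig. 5A draws as lower, mmu_circ_0005649 (Itga8), was lower here (log2 fold change -1.57). The table lists 11171 circRNAs, fewer than the total in the paper.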

Other observations

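The splits of the libraries were set beforehand. The count of the group with fewer calls, the simulations of unchanged libraries, the reading of the rescaled share, the thinning and the tests on single zeros and on the Y chromosome were chosen after the results had been seen.

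The number of changed circRNAs was compared with that of the other splits of the 6 libraries into 3 and 3. In 7 of the 10 splits, the real one included, at least 67 circRNAs were past the paper's threshold. In 5 of the 10, 1 group had at least 54 higher calls, and in 8 of the 10, the group with fewer calls had at least 13. All 10 of the 10 splits gave 0 circRNAs with an adjusted p under 0.05, a number that no split can fall below, so it says nothing about the real one, which had 222 at an unadjusted p under 0.05. In 4 of the 10, at least 116 circRNAs were detected in every library of 1 group and in none of the other. With 3 libraries against 3, a share under 0.1 is not possible, so the counts past the threshold and in only 1 group cannot be told apart from those that a random division of the 6 libraries gives. The split with the most changed circRNAs (92) sets Control replicates 1 and 2 and TLE replicate 1 against Control replicate 3 and TLE replicates 2 and 3, which are the 3 libraries with the fewest and the 3 with the most junction reads. After rescaling to the same total SRPBM, this split gave 71 and the real one 62, the fewest of the 10.

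Sampling of few reads from unchanged circRNAs gave smaller totals, but not in both directions alike. The depth of the simulated libraries followed their mapped reads and not their junction reads. In 50 such simulations of unchanged libraries, at most 17 circRNAs were past the threshold, against 67. At most 93 were detected in only 1 group, against 116. At most 9 were higher in TLE, against 54, and at most 46 were detected only in TLE, against 75. At most 12 were lower in TLE, against 13. Between 31 and 54 were detected only in Control, against 41, so these simulations cover that number. The excess over these simulations lay almost wholly on the TLE side, but their setting leans to Control. On average, 34.64 simulated circRNAs were detected only in TLE and 43.56 only in Control. The real TLE libraries held more junction reads (mean 45224) than the real Control libraries (mean 39509), which the simulations leave out. They therefore cannot show on which side sampling falls short. Libraries of the same group differed from each other by more than sampling, with a chi-square between 1.94 and 3.11 times its degrees of freedom, and that spread is not part of the simulations. What the condition adds to this spread stays open.

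The share of higher calls in TLE (80.6% of the 67) moved when 1 library was left out. Without TLE replicate 3 it was 37.5% (33 higher, 55 lower) and without TLE replicate 2 it was 48.8% (40 higher, 42 lower). It was 67.1% without TLE replicate 1 and between 91.8% and 94.5% without any 1 Control library. The filter itself pushes the share this way. Without a TLE library, circRNAs detected only in TLE are no longer tested, and the reverse holds for Control. Of the higher calls, 30 were at 0 in all Control libraries, and of the lower calls, 9 were at 0 in all TLE libraries. These fits therefore cannot show whether the excess depends on single libraries. The source of the excess stays open. With every library rescaled to the same total SRPBM, 59.7% of the calls were higher, but equal totals centre the fold changes (the median log2 fold change went from 0.17 to 0.01), which largely fixes a more even division. The same holds for the circRNAs detected only in TLE (75 against 41): thinned to the smallest library, the means were 52.7 and 47.8, and thinning also sets the totals equal. A different total signal or number of junction reads of the libraries and a general rise of circRNAs in TLE cortex therefore cannot be told apart here, since either raises the totals.

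Among the 240 circRNAs with at least 20 junction reads in 5 or more libraries, 16 (6.67%) were listed at 0 in the remaining one. Sampling of junction reads would give 3.75e-10 of them, so these zeros are not zeros of depth. The reads were not listed under a circRNA with shifted ends either: only 1 of the 16 (mmu_circ_0008447 of Rad52, at 0 in TLE replicate 2) had a circRNA within 20 bases with reads in that library. The zeros fell in all 6 libraries, between 1 (Control replicate 3) and 4 (TLE replicates 1 and 2) in each. An example chosen for its size is mmu_circ_0010312 (Snrk), with 70, 0 and 59 junction reads in Control and 60, 64 and 95 in TLE. Of the 67 changed circRNAs, 6 have such a zero. A step of the authors' circRNA identification that drops a junction in single libraries is a candidate source and was not tested; a zero in 1 library is therefore not evidence that the circRNA was absent.

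The 3 Y chromosome circRNAs without a host gene, one of which is drawn in Fig. 5A, share the start at 90739142 and vary within groups. Their sum was 897, 493 and 2291 SRPBM in Control replicates 1, 2 and 3 and 0, 2481 and 571 SRPBM in the TLE replicates. Absence of a Y chromosome in TLE replicate 1 is excluded, since 4 circRNAs of other Y chromosome genes were detected in it, with 10 junction reads for that of Eif2s3y. No other biological explanation of this variation was tested.

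Circles of other genes that the paper studies had few reads. Of Tjp1, 3 circRNAs are listed; the highest, mmu_circ_0009526, was at 68.4, 65.1 and 34.5 SRPBM in Control and 51.6, 35.1 and 34.6 SRPBM in TLE (two-sided exact permutation test, p = 0.4). The one that differed most, mmu_circ_0009528, was at 68.4, 18.6 and 68.9 SRPBM in Control and 20.7, 17.5 and 17.3 SRPBM in TLE (two-sided exact permutation test, p = 0.2). The Ocln circRNA was at 59.8, 0 and 34.5 SRPBM in Control and 20.7, 26.3 and 0 SRPBM in TLE (two-sided exact permutation test, p = 0.5). Of Pcnx, 3 circRNAs are listed, each above 0 in 1 or 2 libraries, and of Ece1, Cldn5 and Cav1 there are 0.

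The mouse CircPTPN4 shRNA sequences of Table S4 match the 27-exon Ptpn4 transcript at positions 811 to 832 (exon 2), 850 to 871 (exons 2 and 3), 1625 to 1646 (exon 12) and 3148 to 3169 (exon 25). The sequence of Table S5 takes up positions 1098 to 1316, and none of the 4 lies within it. Exon 12 lies between the ends of mmu_circ_0004696.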
